# Tissue-specific transcriptome profiling of the Arabidopsis inflorescence stem reveals local cellular signatures

**DOI:** 10.1093/plcell/koaa019

**Published:** 2020-12-02

**Authors:** Dongbo Shi, Virginie Jouannet, Javier Agustí, Verena Kaul, Victor Levitsky, Pablo Sanchez, Victoria V Mironova, Thomas Greb

## Abstract

Genome-wide gene expression maps with a high spatial resolution have substantially accelerated plant molecular science. However, the number of characterized tissues and growth stages is still small due to the limited accessibility of most tissues for protoplast isolation. Here, we provide gene expression profiles of the mature inflorescence stem of *Arabidopsis thaliana* covering a comprehensive set of distinct tissues. By combining fluorescence-activated nucleus sorting and laser-capture microdissection with next-generation RNA sequencing, we characterized the transcriptomes of xylem vessels, fibers, the proximal and distal cambium, phloem, phloem cap, pith, starch sheath, and epidermis cells. Our analyses classified more than 15,000 genes as being differentially expressed among different stem tissues and revealed known and novel tissue-specific cellular signatures. By determining overrepresented transcription factor binding regions in the promoters of differentially expressed genes, we identified candidate tissue-specific transcriptional regulators. Our datasets predict the expression profiles of an exceptional number of genes and allow hypotheses to be generated about the spatial organization of physiological processes. Moreover, we demonstrate that information about gene expression in a broad range of mature plant tissues can be established at high spatial resolution by nuclear mRNA profiling. Tissue-specific gene expression values can be accessed online at https://arabidopsis-stem.cos.uni-heidelberg.de/.

## Introduction

Characterizing gene expression in individual cell types is a powerful tool for revealing local molecular signatures in multicellular organisms. By combining genetically encoded fluorescent reporters driven by tissue-specific promoters and fluorescence-activated cell sorting (FACS), high-resolution gene expression profiles have been established for developmental hotspots such as the root and shoot tips of *Arabidopsis thaliana* (Arabidopsis) (Birnbaum et al., 2003; Brady et al., 2007; Yadav et al., 2009, 2014; Wendrich et al., 2020). Although these datasets have served as central resources for the scientific community for many years, high-resolution gene expression maps have not been developed for many other organs or tissues. One of the obstacles is the reliable isolation of RNA from more differentiated tissues and cell types. Depending on their identity or developmental stage, plant cells are surrounded by cell walls with very diverse properties. This requires extensive tuning of the methods used to disrupt cell walls for each case individually (Bart et al., 2006; Lin et al., 2014) or hampers the isolation overall. Even when protoplasts can be isolated, their highly diverse sizes render the subsequent sorting process challenging. Laser capture microdissection (LCM) is an alternative tool for the precise isolation of cellular material (Schad et al., 2005; Chandran et al., 2010; Agusti et al., 2011; Blokhina et al., 2016). The spatial specificity of the profiling process is lower in this case, because genetically encoded markers for cell identity can hardly be used. However, LCM is a powerful method when genetically encoded markers are not available and cell types can be clearly identified by morphology or anatomical position.

**Figure:**
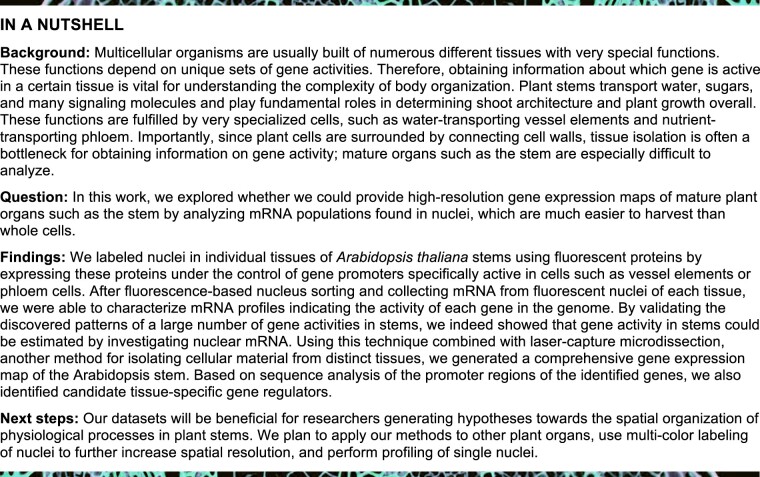

Plant stems play fundamental roles in determining shoot architecture and act as transport routes that connect photosynthetically active source organs with the remaining plant body (Sanchez et al., 2012; Serrano-Mislata and Sablowski, 2018). After the transition from vegetative to reproductive growth, Arabidopsis forms inflorescence stems, which are composed of various tissues including the epidermis, cortex, starch sheath, vascular bundles, and pith (Figure 1, A and B). These tissues fulfill very specialized roles in the plant body and, by acting in concert, form the stem as a functional unit. For example, the epidermis protects the plant from desiccation by building a transpiration barrier and serves as a first line of defense against pathogens (Esau, 1977; Suh et al., 2005). In turn, the starch sheath, also designated as endodermis, executes gravity sensing (Morita et al., 2002; Nawrath et al., 2013). In vascular bundles, xylem and phloem tissues, which are composed of specialized cell types such as xylem fibers, xylem vessel elements, phloem sieve elements, and phloem companion cells, enable water and nutrient transport (Figure 1B). In contrast to these highly specialized cells, cambium stem cells maintain the potential to generate secondary xylem and phloem cells to increase the transport capacity and mechanical support of the growing shoot system (Suer et al., 2011). Interestingly, many of the tissues found in stems are also found in other organs such as roots or leaves. However, the organ-specific profiles of these tissues remain to be characterized systematically.

**Figure 1:**
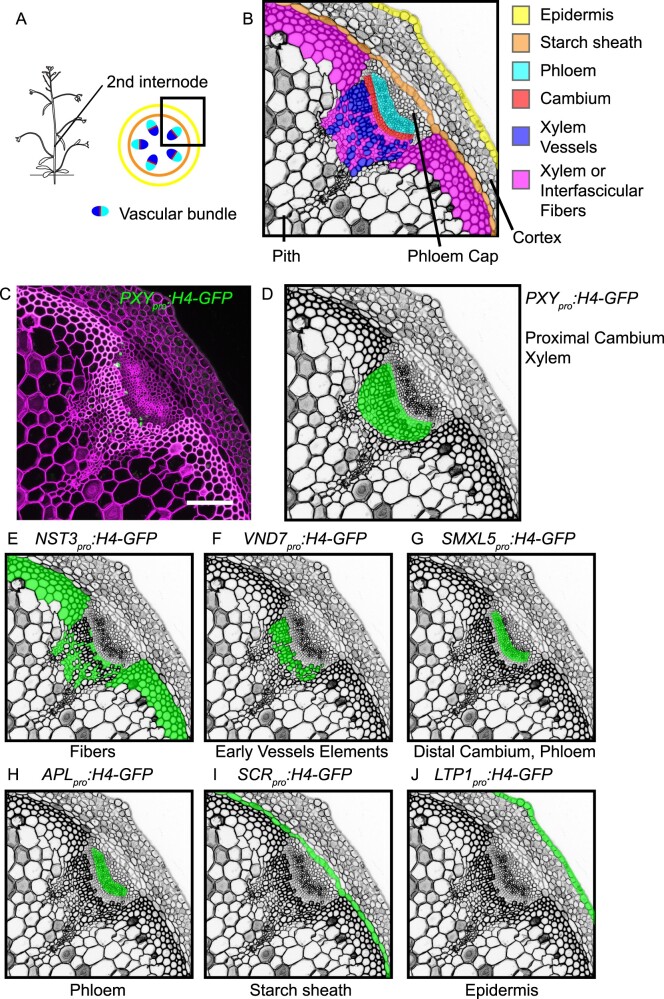
Expression patterns of *H4-GFP* transgenes in the second internode. (A and B) Representations of tissue configuration in the second bottom-most Arabidopsis internode, as seen in cross-sections. The region shown in B corresponds to the black squared region in A. (C) Maximum intensity projection of confocal images of internode sections of the *PXY_pro_:H4-GFP* line. The GFP signal is shown in green, and cell walls are stained with Direct Red 23 and visualized in magenta. Scale bar: 100 µm. Note that only nuclei in the limited observable depth of the section are visualized. (D**–**J) Schematic indication of activity patterns of the different *H4-GFP* transgenes in cross sections of the second internode. Original data are shown in Supplemental Figure 1.

Arabidopsis stems, like those in most dicotyledonous species, undergo a major anatomical transition during the initiation of radial growth and extensive wood formation (Sanchez et al., 2012). In stems holding a primary tissue conformation, cambium stem cells are restricted to vascular bundles, whereas in secondary stems, cambium cells are also found in interfascicular regions. In this manner, cambium stem cells establish concentric domains of vascular tissues important for organized radial growth (Sehr et al., 2010; Sanchez et al., 2012).

Considering the central role of plant stems in determining plant architecture and physiology, it is vital to have information about gene expression profiles from a comprehensive set of cell types and tissues. From these data, physiological and developmental features of stem tissues can be revealed and the organ can be characterized as a functional unit. Several studies in aspen (*Populus sp.*) have provided high-resolution transcriptional profiles using serial cryo-sectioning (Schrader et al., 2004; Immanen et al., 2016; Sundell et al., 2017), taking advantage of the large organ size of this plant. In Arabidopsis, although several studies have provided transcriptome profiles from several stem tissues and stages (Ko and Han, 2004; Ko et al., 2004; Suh et al., 2005; Brackmann et al., 2018), systematic transcriptome analyses of specific stem tissues at specific stages (such as the pith and the phloem cap) are pending.

Due to the large organ diameter and heterogeneity of cell walls in plant stems, enzymatic protoplast generation appears to be unsuitable for harvesting material from different stem tissues with equal efficiency. Therefore, nucleus isolation represents an attractive alternative. Using this technique, nuclei are released after manual chopping (Galbraith et al., 1983) and can be isolated from individual tissues based on biotin labeling of the nuclear envelope and subsequent immunoprecipitation (Deal and Henikoff, 2010) or fluorescence-activated nucleus sorting (FANS) (Zhang et al., 2005, 2008; Slane et al., 2014; Gutzat et al., 2020). Moreover, although nuclear mRNA and cytosolic mRNA have different compositions and roles (Yang et al., 2017; Choudury et al., 2019), in general, cellular gene expression can be deduced accurately based on nuclear mRNA levels (Zhang et al., 2008; Deal and Henikoff, 2010; You et al., 2017; Palovaara and Weijers, 2019).

Here, motivated by these considerations, we employed FANS and LCM to extract and profile mRNA from a large set of tissues in the primary Arabidopsis stem. By using tissue-specific promoters for fluorescence labeling and profiling nuclei from seven tissues and LCM for two tissues for which no specific promoter was identified, we revealed spatial information about gene activities in a genome-wide fashion. Because the primary inflorescence stem contains a large spectrum of tissues including extremes, such as cambium stem cells and terminally differentiated cells in the vasculature, our results demonstrate the broad applicability of these approaches.

## Results

### Establishment of plant lines for tissue-specific labeling of nuclei

To establish experimental access to mRNA from individual stem tissues, we first screened the literature for promoters that are specifically active in distinct tissues (Schürholz et al., 2018). As a result, we chose the *NAC SECONDARY WALL THICKENING PROMOTING3* (*NST3*) promoter to label fibers (Mitsuda et al., 2007); the *VASCULAR-RELATED NAC DOMAIN PROTEIN7* (*VND7*) promoter for differentiating vessel elements (Kubo et al., 2005; Yamaguchi et al., 2010); the *PHLOEM INTERCALATED WITH XYLEM* (*PXY*)*/TDIF RECEPTOR* (*TDR*) promoter for differentiating xylem cells and proximal cambium cells (Fisher and Turner, 2007; Hirakawa et al., 2008; Shi et al., 2019); the *SMAX1-LIKE5* (*SMXL5*) promoter for differentiating phloem cells and distal cambium cells (Wallner et al., 2017, 2020; Shi et al., 2019); the *ALTERED PHLOEM DEVELOPMENT* (*APL*) promoter for differentiated phloem cells (Bonke et al., 2003; Agustí et al., 2011); the *SCARECROW* (*SCR*) promoter for starch sheath cells (Wysocka-Diller et al., 2000); and the *LIPID TRANSFER PROTEIN1* (*LTP1*) promoter for epidermis cells (Baroux et al., 2001; Figure 1B). To confirm tissue-specificity of promoter activities, we generated transgenic Arabidopsis lines expressing a fusion protein between histone H4 and green fluorescent protein (H4-GFP) under the control of each promoter (*GENE_pro_:H4-GFP*). Microscopic inspection of cross-sections from the second bottom-most elongated internode showed that only nuclei in the expected tissues were labeled by GFP (Figure 1C–J; Supplemental Figure 1), indicating that our lines carried GFP-positive nuclei in a tissue-specific manner.

### Tissue-specific gene activity in stems can be determined by nuclear mRNA profiling

To determine whether we were able to faithfully extract tissue-specific mRNA, we first focused on inner tissues and tissues producing prominent secondary cell walls, as we expected that mRNA isolation would be most challenging in these cases. Therefore, we collected nuclei from fibers marked by *NST3*_pro_ activity, the distal cambium (*SMXL5*_pro_), and the phloem (*APL*_pro_) by manually chopping the second bottom-most elongated internodes of inflorescence stems, followed by FANS. From each line, we harvested GFP-positive and -negative nuclei (Figure 2A–C; Supplemental Figure 2) and processed 15,000 nuclei per sample for transcriptome analyses (Figure 2A–C) by employing SMART-seq2 amplification of mRNA (Picelli et al., 2013) and RNA-seq analysis of three replicates per sample type. Following this strategy, we found that the levels of the *H4-GFP* mRNA (detected through the *GFP* sequence) and the mRNA of the *NST3*, *SMXL5*, or *APL* genes whose promoters were used to express H4-GFP in the respective lines were significantly higher in extracts from GFP-positive nuclei compared with extracts from GFP-negative nuclei in all cases (Figure 2D–O; *P *<* *0.01 in the inverted beta-binomial test or *P *<* *0.05 in the Wald test). These findings indicate that cell type-specific transcriptomes were thoroughly accessible following our experimental pipeline. To determine the analytical potential of the obtained datasets, we carried out differential expression analysis and found that the transcriptional activity from 23, 40, and 115 genes was significantly higher in GFP-positive nuclei of the *NST3*_pro_, *SMXL5*_pro_, and *APL*_pro_ reporter lines, respectively, compared with GFP-negative nuclei [Supplemental Data Set 1, Benjamini–Hochberg {BH} adjustment of *P* <0.05 in the Wald test]. The relatively low number of tissue-specific genes identified in the one-to-one comparisons was mostly due to the noisy character of datasets from GFP-negative nuclei, which also resulted in a lack of significance for the higher activities of the *NST3* and *APL* genes in the respective tissues after using BH adjustment (Supplemental Data Set 1).

**Figure 2:**
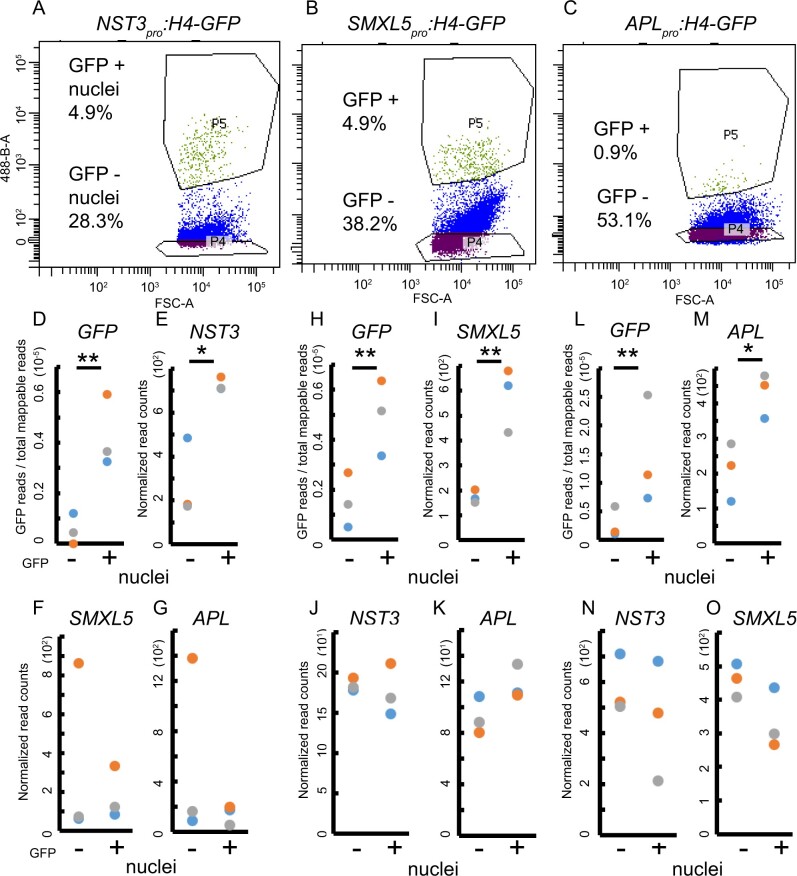
Sorting gates and gene expression analyses of GFP-positive or GFP-negative nuclei. (A**–**C) Plots of gates defining GFP-positive nuclei (P5) and GFP-negative nuclei (P4) while sorting nuclei from the second internode of *NST3_pro_:H4-GFP* (**A**), *SMXL5_pro_:H4-GFP* (B) and *APL_pro_:H4-GFP* (C) lines, respectively. The ratios of each population compared with all particle counts are labeled. The X axis (FSC intensity) indicates the diameter of particles, the Y axis (488) indicates GFP fluorescence. (D**, **H**,** and L) Comparison of read counts mapped to the *GFP* sequence to the total number of mappable reads to the *Arabidopsis* genome in GFP-positive and GFP-negative nuclei for each transgenic line. *n* = 3 for each population for each line. **P < 0.01 in the inverted beta-binomial test. (E–G, I–K, M–O) Normalized read counts for *NST3*, *SMXL5*, and *APL* in GFP-positive and GFP-negative nuclei for *NST3_pro_:H4-GFP* (E–G), *SMXL5_pro_:H4-GFP* (I–K) and *APL_pro_:H4-GFP* (M–O) lines, respectively. *n* = 3 for each population. **P < 0.01 and *P < 0.05 determined by the Wald test.

### Transcriptome analysis of seven stem tissues reveals tissue-specific gene activity

To address this point, we performed transcriptome profiling of GFP-positive nuclei harvested from the four remaining lines (*PXY*_pro_, *LTP1*_pro_, *VND7*_pro_, *SCR*_pro_; Supplemental Figure 2A–D) by RNA-seq and only contrasted obtained transcriptome data from GFP-positive nuclei of all seven tissues (Supplemental Figure 3 and Supplemental Data Set 2). After we classified 4 out of 21 datasets as outliers based on principle component analysis (PCA) and correlation analysis (Supplemental Figure 3), we kept 17 datasets from which replicates clustered and correlated as expected (*n* = 2 or 3, Figure 3A and B; Supplemental Data Set 2). This decision was also based on the observation that the normalized read counts for some genes were not in line with their known gene expression profiles in the outlier samples (Supplemental Figure 3C and D) and that the reduced set of data better recapitulated the expression profiles of characterized genes. However, it is worth noting that identifying one out of three replicates as an outlier is not well-supported by statistical means. Therefore, we also provide the count tables as well as the raw data of the eliminated samples, allowing our processing to be reassessed (Supplemental Data Set 2). Confirming the biological relevance of the remaining profiles, the xylem-related (*PXY*_pro_, *NST3*_pro_, *VND7*_pro_) and phloem-related (*SMXL5*_pro_, *APL*_pro_) datasets showed high correlation coefficients among each other but belonged to two different major branches within the correlation plot (Figure 3B).

**Figure 3:**
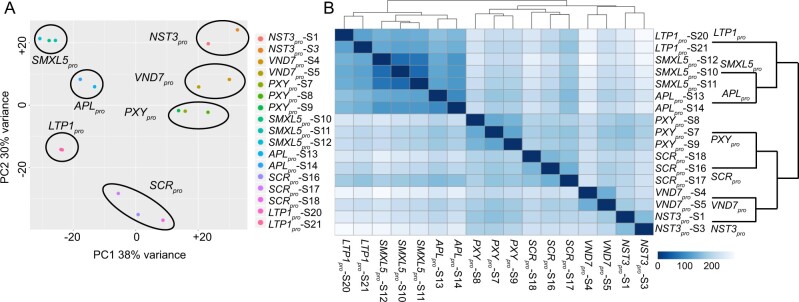
Statistical comparisons of RNA-seq datasets derived from GFP-positive nuclei of seven stem tissues. (A) PCA of log2-transformed normalized read counts of each RNA-seq dataset. (B) Heatmap displaying the statistical distance between each RNA-seq dataset according to the color code. Euclidean distance [arbitrary unit] between samples was calculated using the *dist* function in R, based on the log2-transformed normalized read counts. Two or three replicates were obtained from each nucleus population. The simplified dendrogram to the right of the heatmap represents the hierarchical relationship between the different tissue types.

Overall, among the 37,051 Arabidopsis protein-coding and noncoding genes (Cheng et al., 2017), 25,679–33,949 genes were expressed in various tissues (Transcripts Per Million, TPM >1), indicating that our RNA-seq analyses had sufficient coverage (Table 1). The average percentage of reads mapping to introns compared with reads mapping to exons was 14.4–24.3%, which was higher than the 7.7% average found in our previous whole RNA-seq analyses of the second internode (Brackmann et al., 2018). This difference suggests that nucleus-derived RNA contains a higher proportion of nonprocessed transcripts compared with RNA derived from whole tissues (Supplemental Table 1). In contrast, the average percentages of reads mapping to intergenic regions versus exons were comparable (Supplemental Table 1), demonstrating that the observed difference in the percentage of intron-associated reads did not result from contaminations by genomic DNA.

**Table 1:** Summary of RNA-seq results

Datasets	Average number of detected gene activities (TPM > 1)	Percentage of all the annotated genes considered in this study (37,051 genes) (%)
FANS		
*NST3*_pro_	25,679	69.3
*VND7*_pro_	26,358	71.1
*PXY*_pro_	28,141	76.0
*SMXL5*_pro_	34,949	94.3
*APL*_pro_	33,233	89.7
*SCR*_pro_	27,716	74.8
*LTP1*_pro_	32,951	88.9
Whole organ		
Brackmann et al., 2018	18,033	48.7
LCM		
Phloem cap	17,393	46.9
Pith	15,127	40.8
Vascular bundle	16,845	45.5

Summary of RNA-seq results for the different internode tissues harvested by FANS, for the whole organ by conventional RNA extraction (Brackmann et al., 2018), and collected by LCM. *n* = 2 or 3 for each dataset.

When we compared gene expression levels in different tissues, reads from the *APL*, *SCR*, *NST3*, *VND7*, *PXY*, and *SMXL5* genes were, as expected, over-represented in samples derived from GFP-positive nuclei from the respective *GENE*_pro_*:H4-GFP* lines (Figure 4, A, D, F, H, K, and M). Moreover, *APL* expression peaked together with *SIEVE ELEMENT OCCLUSION-RELATED1* (*SEOR1*) and *NAC DOMAIN-CONTAINING PROTEIN86* (*NAC086*), which are known to be expressed in phloem cells (Froelich et al., 2011; Furuta et al., 2014; Figure 4B and C). Reads of the starch sheath-expressed gene *PIN-FORMED3* (*PIN3*) (Friml et al., 2002) were also most abundant in *SCR*_pro_-positive nuclei (Figure 4D and E). Likewise, reads from *NST1*, which is known to be expressed in fiber cells (Mitsuda et al., 2005), showed maximum abundance in *NST3*_pro_-positive nuclei (Figure 4F and G), and reads from *VND6* (the closest homologue of *VND7*) (Zhong et al., 2008) and its downstream target *XYLEM CYSTEINE PROTEASE1* (*XCP1*) (Zhong et al., 2010; Yamaguchi et al., 2011) showed the highest activity in *VND7_pro_*-positive nuclei (Figure 4H, I, and J). The activity of *WUSCHEL RELATED HOMEOBOX4* (*WOX4*), whose expression domain is congruent with the *PXY* expression domain (Hirakawa et al., 2008; Suer et al., 2011; Brackmann et al., 2018; Shi et al., 2019), also peaked in *PXY*_pro_-positive nuclei (Figure 4K and L). In addition, as expected, the activities of *MORE LATERAL GROWTH1* (*MOL1*), *PHLOEM EARLY DOF1* (*PEAR1*), and *PEAR2*, which are expressed in *SMXL5*_pro_-positive cells (Gursanscky et al., 2016; Miyashima et al., 2019), peaked in *SMXL5_pro_*-positive nuclei (Figure 4M–P). Although *LTP1* reads were not over-represented in *LTP1*_pro_-positive nuclei (Figure 4Q), the reads of *FIDDLEHEAD* (*FDH*) and *ECERIFERUM6* (*CER6*), which are known to be expressed in the epidermis (Yephremov et al., 1999; Pruitt et al., 2000; Hooker et al., 2002), were most abundant in *LTP1*_pro_-positive nuclei (Figure 4R and S). Finally, 32 out of 40 genes that previously showed high activity levels in the stem epidermis (Suh et al., 2005) had higher normalized read counts in the *LTP1*_pro_-derived dataset compared with the overall tissue average, and the reads of 23 of these 40 genes were indeed most abundant in *LTP1*_pro_-positive nuclei (Supplemental Figure 4), further verifying that we succeeded in determining the transcriptome of the epidermis.

**Figure 4:**
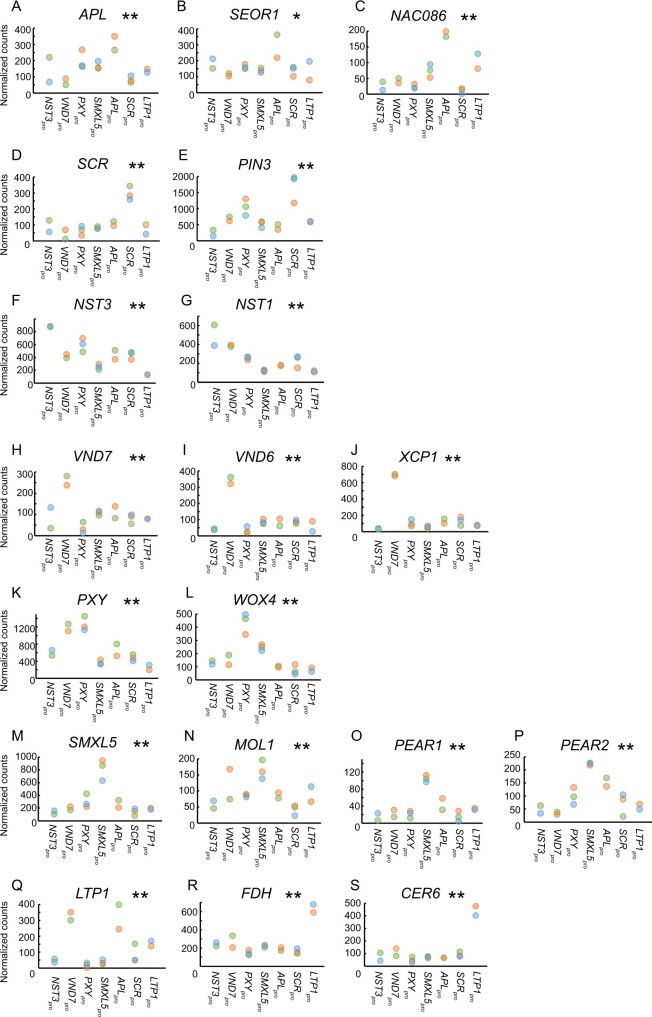
Comparison of transcriptome datasets from seven stem tissues derived from FANS. (A–S) Normalized gene read counts of the indicated genes among seven different tissues displayed for each replicate individually. *P < 0.05 and **P < 0.01, respectively, in the LRT. Please note that the null hypothesis to be rejected in the LRT is that genes have similar expression patterns among the seven different tissues.

### Transcriptome dataset of the phloem cap and pith

Because no reliable tissue promoters were available for the pith and phloem cap, we employed LCM to determine transcriptome profiles of these tissues. To this end, we first collected the phloem cap and pith, i.e., the central region of the stem proximal to the vascular bundles (Figure 1B), followed by the remaining vascular bundle, which we harvested for comparison (Figure 5A, *n* = 2 replicates). 

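The LCM experiment comprised 6 RNA-seq libraries, with 2 replicates each from the phloem cap (S32 and S33), the pith (S34 and S35) and the remaining vascular bundle (S30 and S31). Supplemental Table 3 lists 23446707 and 23226571 reads for the phloem cap replicates, 24593314 and 23997414 for the pith and 23403325 and 24831655 for the vascular bundle. The authors mapped these single-end reads of 50 bases without trimming to TAIR10 using STAR and kept only unique alignments. They then counted the reads overlapping each Araport11 gene, introns included and strand ignored, and deposited these counts without normalization for 37051 genes. Counted reads amounted to 19324189 (S32) and 20561229 (S33) in the phloem cap, 20480573 (S34) and 21708240 (S35) in the pith and 21133942 (S30) and 22571632 (S31) in the vascular bundle, and all values reported here use these counts. Because strand was ignored, counts of genes that overlap another gene are uncertain, and the RNA had been amplified, so that reads are not independent molecules and limits from counting cover counting error only. A count of 3, the limit that a count of 0 allows, corresponded to 0.126 to 0.165 CPM, the normalized counts used below, in which library sizes are adjusted by the TMM method. All gene identifiers were found in the annotation of TAIR10.1, which has the chromosome sequences of TAIR10 and provided the gene coordinates. Each tissue was compared with the vascular bundle on the 4 libraries concerned, using edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment on genes passing edgeR's default count filter. The SE of a log2 fold change was calculated back from the F statistic of this test, so it is not independent of the p-value. The thresholds were those of the study, an adjusted p-value below 0.01 and a fold change above 2. The Wald test in DESeq2, which the study used, was run on the same counts as an alternative. Replicates were checked for a library deposited more than once, which would leave only sampling noise between them, and the chi-square per degree of freedom was 37 between the vascular bundle libraries, 118 between the phloem cap libraries and 66.1 between the pith libraries. Between the phloem cap replicates, 3383 genes were more than 2-fold apart, against 2745 genes between the pith replicates and 657 between the vascular bundle replicates.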

We then extracted RNA from the tissues, amplified mRNA, and analyzed it by RNA-seq (Figure 5A;  Supplemental Data Set 3). Replicates generated from each sample type grouped together in PCA plots, confirming the reliability of sample preparation (Figure 5B). Moreover, correlation analyses showed that the phloem cap profile and the profile from the remaining vascular bundle were more similar to each other than to the pith profile (Figure 5C). This finding was expected considering the high spatial and ontogenetic relatedness between the vascular bundle and the phloem cap.

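In a PCA of the 500 genes with the most variable rlog-transformed counts, PC1 held 69.7% of the variance and PC2 held 27.1%. The pith libraries lay at 66.5 (S34) and 58.7 (S35) on PC1, the phloem cap libraries at -53.1 (S32) and -41.6 (S33), and the vascular bundle libraries at -16.2 (S30) and -14.4 (S31). PC2 set the vascular bundle (46.3 and 28) apart from the phloem cap (-40.1 and -11.6). On each component, the gap between any phloem cap library and any vascular bundle library exceeded the gap between the replicates of either tissue. The share held by PC1 moved most when phloem cap replicate S32 was left out, to 91.6%.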

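Euclidean distances over 23339 genes, calculated from rlog-transformed counts, averaged 138 ± 25.9 (SD over 4 pairs of libraries) between phloem cap and vascular bundle, 200 ± 12.2 between pith and vascular bundle and 227 ± 11.8 between phloem cap and pith. All pairs of a phloem cap and a vascular bundle library (113 to 161) lay closer together than any pair of a pith library and a library of another tissue (186 to 240). Replicates of one tissue were separated by 57.3 (vascular bundle), 93 (pith) and 99.8 (phloem cap). Pairs share libraries, so these SDs describe the spread between pairs and no test was applied. S33 lay at 118 and 113 from the vascular bundle libraries, and S32 at 161 and 159. With log2(normalized count + 1) in place of rlog values, the distance between phloem cap and vascular bundle rose to 213, the distance between pith and vascular bundle to 303 and the distance between phloem cap and pith to 342.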

**Figure 5:**
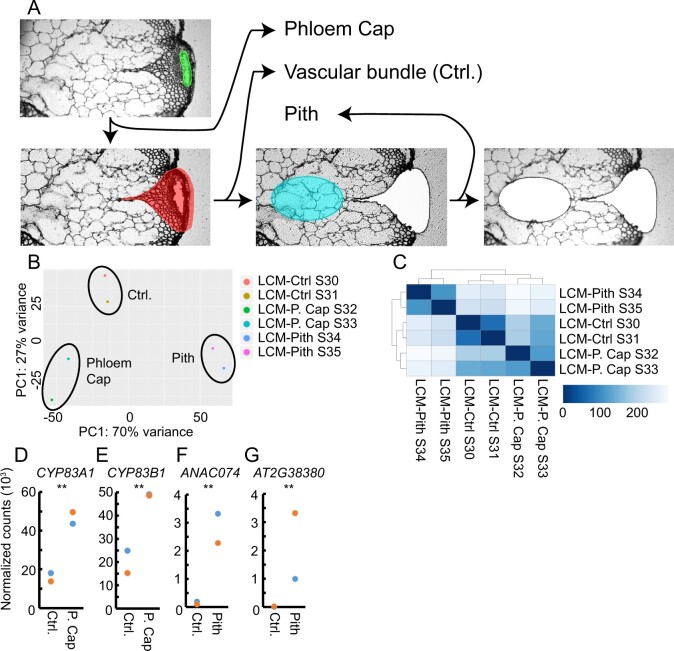
Transcriptome analysis of the phloem cap and the pith using laser capture microdissection (LCM). (A) Strategy of tissue collection using LCM shown for one individual sample. (B) PCA of log-transformed normalized read counts of each LCM-derived RNA-seq dataset. (C) Heatmap displaying the statistical distance between each RNA-seq dataset. Two replicates were obtained from each tissue type. Euclidean distance [arbitrary unit] between samples was calculated using the *dist* function in R, based on the log2-transformed normalized read counts. (D–G) Normalized gene read counts comparing phloem cap/pith and the vascular bundle (Ctrl.). **P < 0.01 in Wald tests.

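TPM values were calculated from the counts with the length of each gene from its start to its end. TPM above 1 was reached by 17235 genes in S32 and 17565 in S33 (17400 ± 233 in the phloem cap, mean ± SD, n = 2), which is 47% of the 37051 genes counted. The vascular bundle had 16847.5 ± 213 such genes (45.5%), and the pith 15127.5 ± 12 (40.8%). The pith libraries were each below every library of the other tissues by more than the spread between replicates, although their total counts were in the same range. The smallest p that an exact two-sided permutation test of 2 libraries against 2 allows is 0.333, so no test was made. A criterion of at least 10 counts moved these numbers most, to 18259.5, 17995 and 16192.5 for phloem cap, vascular bundle and pith.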

On average, we detected 15,127–17,393 expressed genes in the different LCM-derived sample types (TPM > 1), suggesting a lower coverage compared with our FANS-based analyses (Table 1). The average number of reads mapping to introns was 6.5% that of exons, a value in a similar range to the 7.7% found previously during standard RNA-seq analyses of the Arabidopsis stem (Brackmann et al., 2018; Supplemental Table 1). 

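CYP83A1 (AT4G13770; TAIR10.1 chromosome 4, 7990429 to 7992429) had 2230 ± 253 CPM (SD, n = 2) in the phloem cap and 776 ± 142 in the vascular bundle. Its log2 fold change was 1.52 (SE 0.34), with an adjusted p of 0.0747 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and of 2.67e-05 in the DESeq2 Wald test. CYP83B1 (AT4G31500; chromosome 4, 15273410 to 15275404) had 235 ± 2.89 CPM in the phloem cap and 97.6 ± 32.2 in the vascular bundle. The log2 fold change of CYP83B1 was 1.26 (SE 0.33), with adjusted p-values of 0.0926 (edgeR) and 0.00528 (DESeq2). For both genes, either phloem cap library exceeded either vascular bundle library, and the call at an adjusted p of 0.01 rested on the choice of test. With each library left out in turn, the log2 fold change stayed between 1.34 and 1.7 for CYP83A1 and between 0.96 and 1.62 for CYP83B1. In the pith, CYP83A1 reached 171 and 95.8 CPM and CYP83B1 41.5 and 24.7.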

Supporting the notion that our profiling was reliable, reads from the *CYTOCHROME P450 83A1* (*CYP83A1*) and *CYP83B1* genes, which function in the indole and aliphatic glucosinolate biosynthetic pathways and are expressed in the phloem cap (Nintemann et al., 2018), were significantly over-represented in phloem cap samples (Figure 5D and E). In addition, reads from *ANAC074* and *AT2G38380*, which are known to be expressed in the pith (Fujimoto et al., 2018; Schürholz et al., 2018), were over-represented in pith-derived samples (Figure 5F and G).

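ANAC074 (AT4G28530; chromosome 4, 14090489 to 14094902) had 13.5 ± 3.22 CPM (SD, n = 2) in the pith and 0.709 ± 0.34 in the vascular bundle. This is a log2 fold change of 4.24 (SE 0.51, adjusted p = 0.00155 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). AT2G38380 (chromosome 2, 16076289 to 16078781) had a log2 fold change of 7.10 (SE 0.85, adjusted p = 0.00153 in the same test). Its pith replicates differed widely, with 46.8 and 163 CPM, while the vascular bundle libraries had 0.285 and 1.19. In the phloem cap, ANAC074 stayed below 1 CPM in both replicates. Leaving out single libraries gave log2 fold changes of 3.84 to 4.87 for ANAC074 and 5.95 to 8.5 for AT2G38380. The DESeq2 Wald test gave adjusted p-values of 4.12e-12 and 6.46e-09, respectively. The paper presents these genes, together with the glucosinolate genes, as evidence that the profiling was reliable.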

### Identification of genes with tissue-associated expression patterns

To identify genes with differential expression among the different tissue types, we applied the DESeq2 software package and the likelihood ratio test (LRT) to our FANS-derived datasets (Love et al., 2014). Based on this analysis, we classified 14,063 genes as significantly differentially expressed (SDE) genes among the seven tissues (Supplemental Data Sets 4 and 5; BH adjustment of *P*-value in LRT < 0.01). Based on their activity profiles, SDE genes were categorized into 93 clusters using hierarchical clustering (Figure 6;  Supplemental Figure 5 and Supplemental Data Set 6). The clusters contained 9–1,271 genes, with an average of 151 genes that, in most cases, were strongly active in one tissue and less active in all other tissues (Figure 6). The notable exceptions in this regard were developing (*SMXL5*_pro_) and differentiated (*APL*_pro_) phloem cells. In line with their strong ontogenetic relationship, genes very active in one of the two tissues were often very active in the second one (Figure 6). In contrast, clusters containing genes that were very active in fiber cells were mostly distinct from clusters containing genes whose activity was high in developing vessel elements. Similarly, most genes active in developing phloem cells (*SMXL5*_pro_) were distinct from genes active in developing xylem cells (*PXY*_pro_). These results suggest that, although these cell types partly originate from the same procambial precursors (Shi et al., 2019), they quickly establish very distinct profiles.

**Figure 6:**
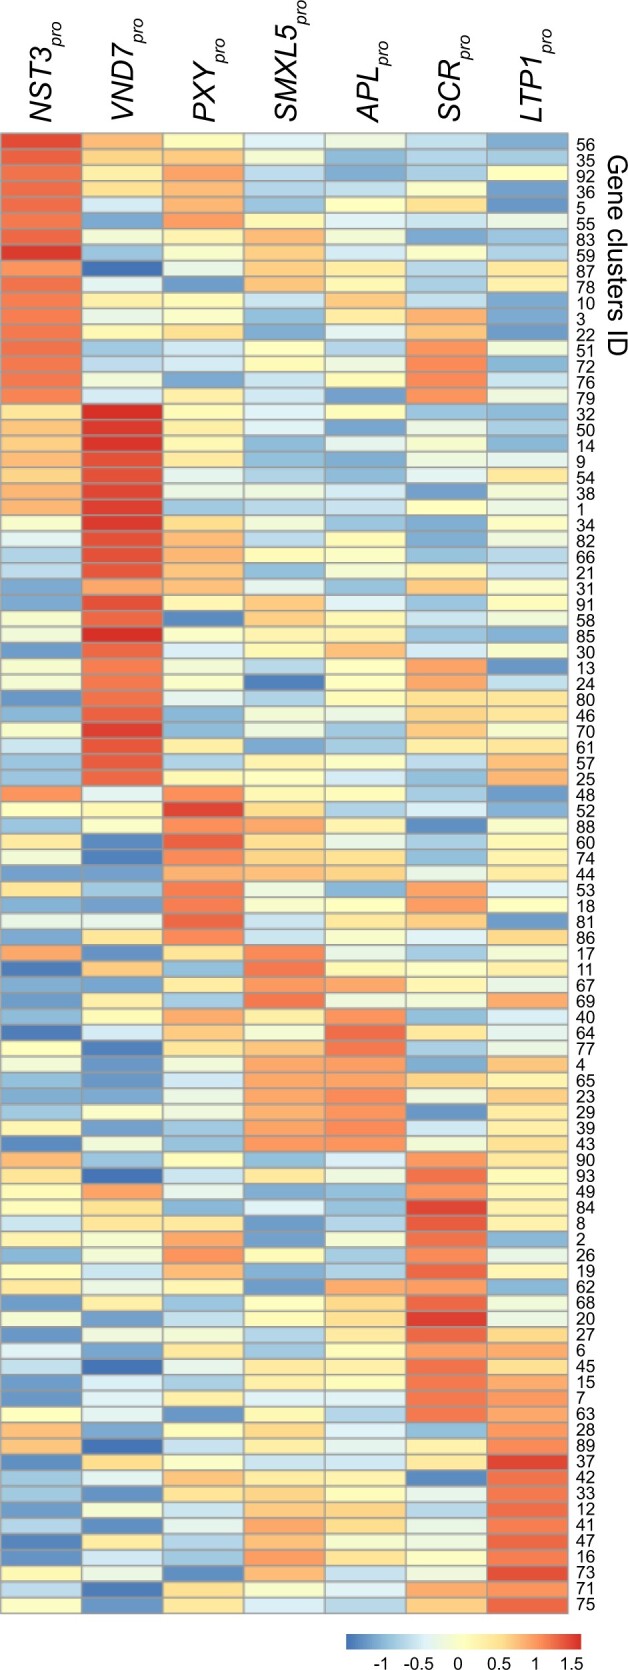
Clusters of differentially expressed genes among inflorescence stem tissues determined by FANS/RNA-seq. Heat map presenting relative gene activities among seven different tissues in each gene cluster. Relative gene expression values are colored according to the color scale at the bottom. Genes were clustered based on their expression pattern among seven tissues. See Supplemental Figure 5 for more detailed activity profiles of each cluster.

To identify genes that are mostly active in the phloem cap, we compared the phloem cap-derived dataset with the dataset derived from the remaining vascular bundle area. This comparison resulted in the identification of 575 phloem cap-associated genes (Supplemental Data Set 7, BH adjustment of *P*-value in Wald test < 0.01, fold change >2). 

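Of 18528 genes tested between phloem cap and vascular bundle, 0 were higher and 0 lower in the phloem cap by edgeR's quasi-likelihood test (Benjamini-Hochberg adjusted p below 0.01 and fold change above 2), the smallest adjusted p being 0.0486. At an unadjusted p below 0.05, 1839 genes were higher and 2030 lower. The DESeq2 Wald test, the alternative that moved this result most, called 578 genes higher and 786 lower at the same thresholds. All 575 genes of the paper's list were among the 578. Of these 575 genes, 566 passed edgeR's count filter, and all 566 had a positive log2 fold change and an unadjusted p below 0.05. The common dispersion was 0.102, against 0.0861 for pith and vascular bundle. The genes with the largest and smallest fold changes among those called were taken from the DESeq2 calls, a choice made after the edgeR test had called no gene. AT2G16586 was at least 272-fold higher in the phloem cap than the limit in the vascular bundle, where it had no count, although its replicates were at 66.1 and 7.42 CPM and 39.32% of its exonic 50-base windows recur elsewhere in the genome. This limit was 55-fold without S32 and 489-fold without S33. AT4G21895 was at least 100-fold higher, with 15.4 and 11.6 CPM. AT3G25670 was at least 43.1-fold lower in the phloem cap.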

As expected (Xu et al., 2019), among this group of genes, the gene ontology (GO) term glucosinolate biosynthetic process (GO:0019758) was over-represented (Supplemental Data Set 8). 

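PANTHER annotations were not used here, so lists of glucosinolate genes written from the pathway before the data were examined were tested instead. The study's own genes overlap these lists, since 18 of the 20 aliphatic and 3 of the 13 indole genes tested are among its 575 phloem cap-associated genes, so the counts adjusted over each list are not independent evidence. The 20 aliphatic glucosinolate genes had a median log2 fold change of 1.54 in the phloem cap against the vascular bundle, and 19 of them were higher. None was called by edgeR over all genes, where it called no gene of any kind. When p-values were adjusted over the list alone, 16 were called, and 18 were called by DESeq2. Limma's camera test with a preset correlation of 0.01 gave an adjusted p of 8.16e-13 for this list. For the 13 indole genes the median was 0.89, with 12 genes higher and an adjusted camera p of 1.14e-05. Adjusted over the list alone, 1 indole gene passed, CYP81F3 (AT4G37400) with a log2 fold change of 4.45, and DESeq2 called CYP81F3, SUR1 and CYP83B1, of which CYP81F3 and SUR1 were named after their values were seen. The aliphatic result kept an adjusted p below 0.05 with limma's fry (0.0335), whereas the indole result did not (0.0718), and neither did with an estimated correlation between genes (0.199 and 0.24). Among the most abundant aliphatic genes, GSTU20 had 1920 and 1850 CPM in the phloem cap and 789 and 648 in the vascular bundle, and IIL1 had 1370 and 1140 against 576 and 358.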

For the pith, we identified 1,633 genes whose reads were significantly over-represented in pith-derived samples compared with samples from the vascular bundle area (Supplemental Data Set 8, BH adjustment of *P*-value in Wald test <0.01, fold change >2). 

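Between pith and vascular bundle, 18063 genes were tested, of which 982 were higher and 1888 lower in the pith by edgeR's quasi-likelihood test (Benjamini-Hochberg adjusted p below 0.01 and fold change above 2). DESeq2 called 1640 genes higher and 2737 lower, and testing against a fold change of 2 with glmTreat left 400 and 1240. In proportion, glmTreat moved the number of higher genes most, and an adjusted p of 0.05 moved the number of lower genes most, to 3247. The copy of Supplemental Data Set 7 used here held 1999 of 4352 genes of its pith sheet, so no overlap was computed. SBT3.3 (AT1G32960), which overlaps AT1G32970, was at least 112-fold higher in the pith, with 17.4 and 12.9 CPM. SDR4 (AT3G29250) was at least 77.8-fold higher and AT4G01925 at least 56.4-fold higher, the latter with 12.8 and 2.48 CPM in the pith replicates and a limit of 18.4-fold without S34 and 94.5-fold without S35. AT3G17380, which overlaps AT3G17390, had no count in the pith and was at least 105-fold lower there than in the vascular bundle. With each library left out in turn, 100% of the 982 genes stayed above a fold change of 2. In the direct comparison of both tissues, 600 of the 982 genes were also higher in the pith than in the phloem cap.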

GO term analysis of this group of genes identified the term cell death (GO:0008219) as over-represented (Supplemental Data Set 8). This is in accordance with the finding that programed cell death is a characteristic of pith cells (Fujimoto et al., 2018). 

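The study's GO analysis was not repeated, and a list of 12 genes linked to developmental cell death, written before the data were examined, was tested in its place. All 10 genes of the list that passed the count filter were lower in the pith than in the vascular bundle, with a median log2 fold change of -3.53, and 7 of them were called lower by edgeR, over all genes and also adjusted over the list alone, and 8 by DESeq2. With 1 gene at the count limit set to its bound, the median was -3.51. Camera gave an adjusted p of 1.09e-05 and fry of 0.000711, whereas camera with an estimated correlation gave 0.173. The list includes proteases of differentiating xylem, which belongs to the vascular bundle samples. XCP2 (AT1G20850) had 2390 and 2310 CPM in the vascular bundle and 130 and 90.5 in the pith, and SCPL48 (AT3G45010), which overlaps AT3G45020, had 221 and 216 against 16.2 and 21.4. Whether the listed genes are members of the GO term that the paper reports was not checked.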

Taken together, these results demonstrate that our LCM-based transcriptomes recapitulated the expression profiles of characterized genes and provide informative insights into phloem cap and pith-specific cellular processes.

### Tissue-specific mRNA profiling identifies cell type-associated promoters

To characterize the power of our SDE estimations, we first turned to the FANS/RNA-seq datasets. Here we selected 23 promoters from genes that showed at least two-times more normalized reads in one tissue compared with any other tissue and exhibited a significant difference between the highest tissue-specific value and the second highest value (Supplemental Data Set 9, fold change >2, Wald test, *P* < 0.01). Of the 23 promoter-reporters tested, eight behaved as predicted, with predominant activities in fibers, distal cambium, phloem, starch sheath, and epidermis, respectively (Figure 7). Because the cortex was not included in this study, we did not consider cortex-associated gene expression (as for example observed for the *LHCB2.2_pro_:ER-YFP* reporter, Figure 7C) as being contradictive. Seven promoter-reporters showed predominant activities in tissues different from predicted ones (Supplemental Figure 6), and the activities of eight promoter-reporters were barely detectable in any tissue (Supplemental Figure 7).

**Figure 7:**
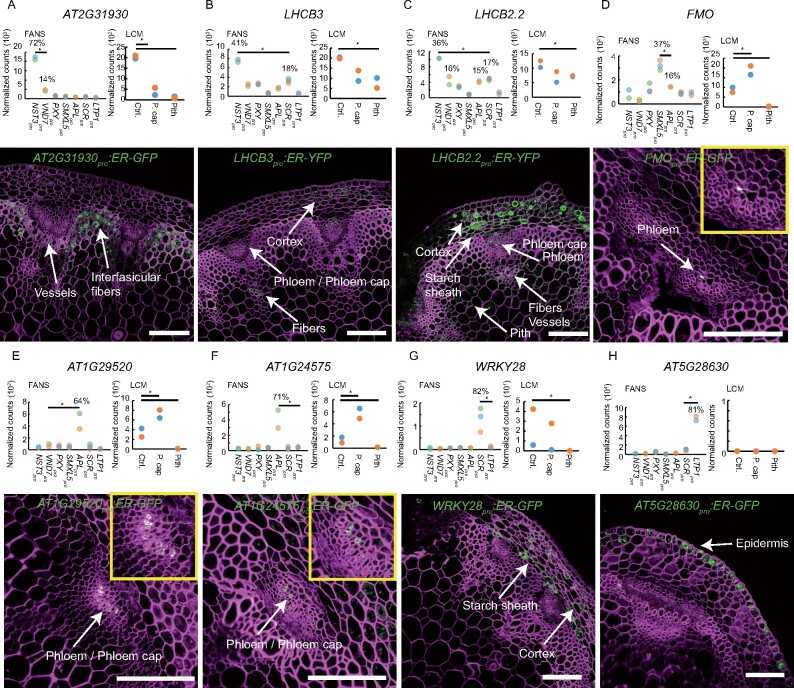
Validation of the estimated gene expression patterns found in FANS-derived datasets. (A–H) Upper panels: normalized read counts among the different FANS- and LCM-derived datasets are shown for each gene indicated (*AT2G31930*, *LIGHT-HARVESTING CHLOROPHYLL BINDING PROTEIN 3* (*LHCB3*), *LHCB2.2*, *FLAVIN-CONTAINING MONOOXYGENASE* (*FMO*), *AT1G29520*, *AT1G24575*, *WRKY28*, *AT5G28630*). Percentages given in the FANS chart (left) indicate the ratio between the average number of the normalized read counts in the selected nucleus type and the average number of the normalized read counts found in all seven nucleus types. Asterisks indicate significant differences between the highest value and the second highest value in the FANS charts (*P* < 0.01 in Wald test), and significant differences compared with the control tissue in the LCM charts (*P* < 0.01 in Wald test). Bottom panels: confocal microscopy images from each indicated promoter-reporter line. The endoplasmic reticulum (ER)-targeted fluorescent signal is shown in green. The cell wall was stained with Direct Red 23 and is visualized in magenta. Scale bars: 100 *µ*m. A single focal plane is shown, except in H, where a maximum intensity projection is shown. At least two independent transgenic plant lines for each promoter-reporter were investigated. Detected signals are indicated by white labels. Autofluorescence in the green channel was sometimes detected in the cortex (e.g. in D and F).

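In the LCM libraries, AT2G31930 had 98.1 ± 4.75 CPM (SD, n = 2) in the vascular bundle, 19.2 ± 11.8 in the phloem cap and 5.72 ± 2.64 in the pith. It was called lower in the pith (log2 fold change -4.10, SE 0.38, adjusted p = 0.000589 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and in the phloem cap only by DESeq2 (adjusted p = 2.69e-05; edgeR 0.0668). LHCB3, which overlaps AT5G54280, had a log2 fold change of -1.42 in the pith, with an adjusted p of 0.0186 in edgeR and 0.00045 in DESeq2. LHCB2.2 was called by neither test in either tissue, and 29.47% of its exonic 50-base windows recur elsewhere in the genome. FMO and AT1G29520 were lower in the pith, with log2 fold changes of -5.45 (edgeR adjusted p = 0.00224) and -6.89 (0.00093), and were not called in the phloem cap. These changes in the pith depended on single libraries and were -7.11 without S35 and -4.72 without S34 for FMO, and -8.69 without S35 and -6.13 without S34 for AT1G29520. AT1G29520 overlaps AT1G29530, and 9.06% of its exonic windows are repeated. AT1G24575 was lower in the pith (-3.30, or -2.69 without S30, edgeR adjusted p = 0.00628) and had a log2 fold change of 2.07 in the phloem cap, where the adjusted p was 0.0635 in edgeR and 0.000224 in DESeq2. WRKY28 had no count in the pith, at least 7.22-fold below the vascular bundle, where S30 had 0.285 and S31 2.05 CPM. This limit was 1.76-fold without S31 and 12.7-fold without S30. WRKY28 did not pass edgeR's count filter in that comparison and was called by DESeq2 (adjusted p = 0.00905). Its change in the phloem cap reversed direction when S31 or S32 was left out (1.28 and 0.18 against -0.74). No count of AT5G28630 was detected in any of the 6 libraries.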

Next, we explored the predictive power of SDE clusters associated with more than one tissue. Conveniently, we recently showed that cambium stem cells are specifically localized in a narrow domain with overlapping *PXY* and *SMXL5* expression (Shi et al., 2019). Therefore, we focused on cluster 88, where gene expression was detected in both the *PXY*_pro_ and *SMXL5*_pro_ domains (Figure 6), expecting to find that genes specific for cambium stem cells were part of this cluster. Indeed, *AINTEGUMENTA* (*ANT*), which is expressed in cambium stem cells in roots (Randall et al., 2015; Smetana et al., 2019; Zhang et al., 2019), was part of cluster 88, and analysis of *ANT_pro_:ER-GFP-HDEL* promoter-reporter expression revealed that *ANT* was also expressed in the cambium of inflorescence stems (Figure 8A). From the 37 genes in cluster 88, we selected five genes, including *UNICORN* (*UNI*), *BIG GRAIN 4* (*BG4*), *PHYTOCHROME INTERACTING FACTOR 3-LIKE 1* (*PIL1*), *DOF 2.2*, and *HEAVY METAL-ASSOCIATED PROTEIN 10* (*ATHMP10*), and generated promoter-reporter lines to analyze their activity patterns. In all five reporter lines, we detected signals in the cambium domain, including cambium stem cells, as indicated by our FANS-derived datasets (Figure 8B–F), pointing to the high predictive power of our cluster analysis for estimating gene expression patterns.

**Figure 8:**
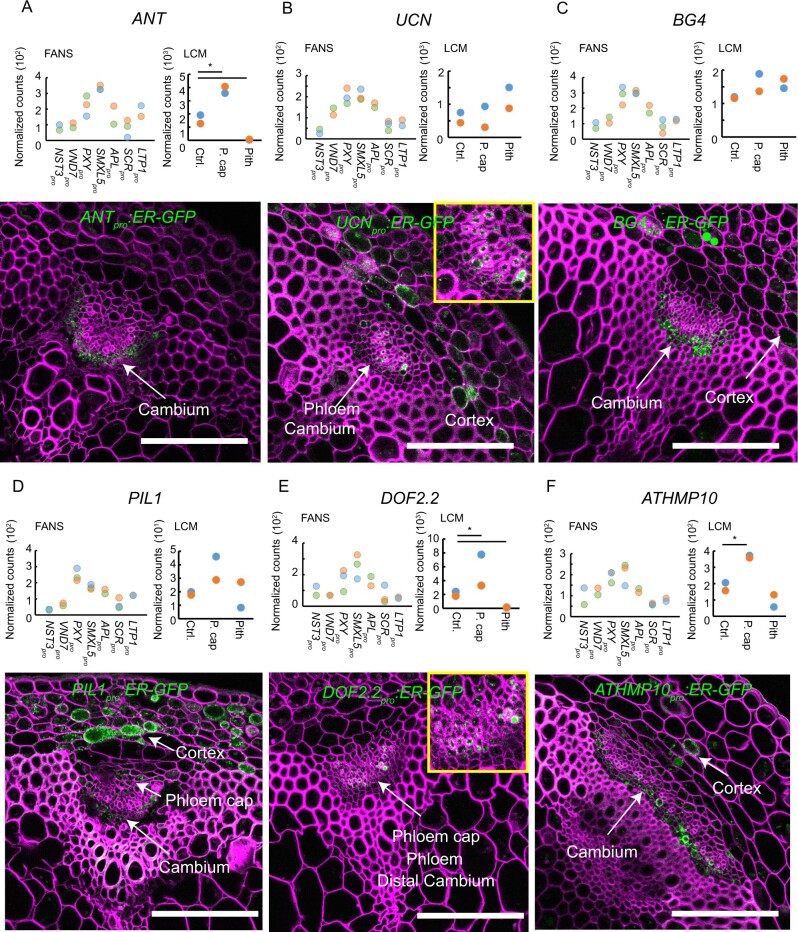
Characterization of promoter activities of genes estimated to be specifically expressed in the cambium region (cluster 88). (A–F) Upper panels: normalized read counts among FANS- and LCM-derived datasets are shown for each gene indicated (*ANT*, *UCN*, *BG4*, *PIL1*, *DOF2.2*, *ATHMP10*). Asterisks indicate significant differences between the highest value and the second highest value in the FANS-derived charts (*P* < 0.01 in Wald test, not detected), and significant differences compared with the control tissue in LCM-derived charts (*P* < 0.01 in Wald test). Bottom panels: confocal microscopy images for each indicated promoter-reporter line. The endoplasmic reticulum (ER)-targeted fluorescent signal is shown in green. The cell wall was stained with Direct Red 23 and is visualized in magenta. Scale bars: 100 *µ*m. A single focal plane is shown in all images. At least two independent transgenic plant lines for each promoter-reporter were investigated. Detected signals are indicated by white labels.

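ANT had 76.6 ± 21.5 CPM (SD, n = 2) in the vascular bundle, 182 ± 20.3 in the phloem cap and 2.33 ± 0.806 in the pith. It was lower in the pith with a log2 fold change of -5.04 (SE 0.39, adjusted p = 0.000349 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the phloem cap its log2 fold change was 1.24, with adjusted p-values of 0.0862 (edgeR) and 0.00434 (DESeq2). DOF2.2 was likewise lower in the pith (-4.17, edgeR adjusted p = 0.000358), and it was called in the phloem cap by neither test, with 364 and 159 CPM in the phloem cap replicates against 115 and 86.3 in the vascular bundle. UCN, BG4, PIL1 and ATHMP10 were called in neither tissue by edgeR or DESeq2 at an adjusted p of 0.01. Their log2 fold changes in the pith were 0.99 (SE 0.36), 0.43 (SE 0.23), -0.08 (SE 0.81) and -0.95 (SE 0.49), the last being -1.69 without S35. The change of UCN in the phloem cap was 0.02 and changed sign without S31 (-0.29) or S32 (-0.96), and that of PIL1 in the pith changed sign without S30 (0.03) or S34 (0.54).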

For the LCM-derived datasets, we selected five genes with significantly higher expression values in the phloem cap or the pith compared with the vascular bundle (Supplemental Data Set 7, BH adjustment of *P *<* *0.01 in the Wald test, fold change >2). 

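LHT7 (AT4G35180; chromosome 4, 16737835 to 16740601), which overlaps AT4G35170, had 81.8 and 30.4 CPM in the phloem cap replicates and 8.83 and 5.46 in the vascular bundle. Its log2 fold change was 2.96 (SE 0.55), with adjusted p-values of 0.0635 in edgeR's quasi-likelihood test and 2.68e-06 in DESeq2, both with Benjamini-Hochberg adjustment. MYB29 (AT5G07690) had 105 ± 6.87 CPM (SD, n = 2) in the phloem cap and 18 ± 5.49 in the vascular bundle, a log2 fold change of 2.53 (SE 0.31). For MIPS3 (AT5G10170), which overlaps AT5G10160, the levels were 46 ± 0.654 and 9.52 ± 0.91, a log2 fold change of 2.26 (SE 0.26). MYB29 and MIPS3 were among the genes with the smallest adjusted p of the edgeR comparison, which was above the threshold of 0.01, and had adjusted p-values of 1.65e-10 and 4.46e-10 in DESeq2. CLE46 (AT5G59305) had 97.1 ± 20.4 CPM in the pith and 4.94 ± 0.533 in the vascular bundle (log2 fold change 4.29, SE 0.29, edgeR adjusted p = 0.000285). AGP26 (AT2G47930), which overlaps AT2G47935, had 27.5 ± 6.1 and 1.75 ± 0.79 (log2 fold change 3.96, SE 0.43, edgeR adjusted p = 0.00106). The log2 fold changes of the 3 phloem cap genes stayed between 2.08 and 3.51 with each library left out in turn, and those of CLE46 and AGP26 in the pith between 3.62 and 4.55.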

When analyzing respective promoter-reporter lines, we found that *LYS/HIS TRANSPORTER 7* (*LHT7*), *MYB29*, and *MYO-INOSITOL-1-PHOSPHATE SYNTHASE ISOFORM 3* (*MIPS3*) reporters were active in the phloem cap region (Figure 9A–C), and *CLAVATA3/ESR-RELATED PROTEIN 46* (*CLE46*) and *ARABINOGALACTAN PROTEIN 26* (*AGP26*) reporters were active in the pith (Figure 9D–E). In summary, we confirmed the association of reporter activities with the predicted tissues in 56% (19/34) of the cases selected from the different datasets. Based on these results, and considering that we only included a certain region upstream of the respective start codons into our reporters, we conclude that our tissue-specific transcriptional profiles provide a reliable estimate of gene expression patterns in inflorescence stem tissues.

**Figure 9:**
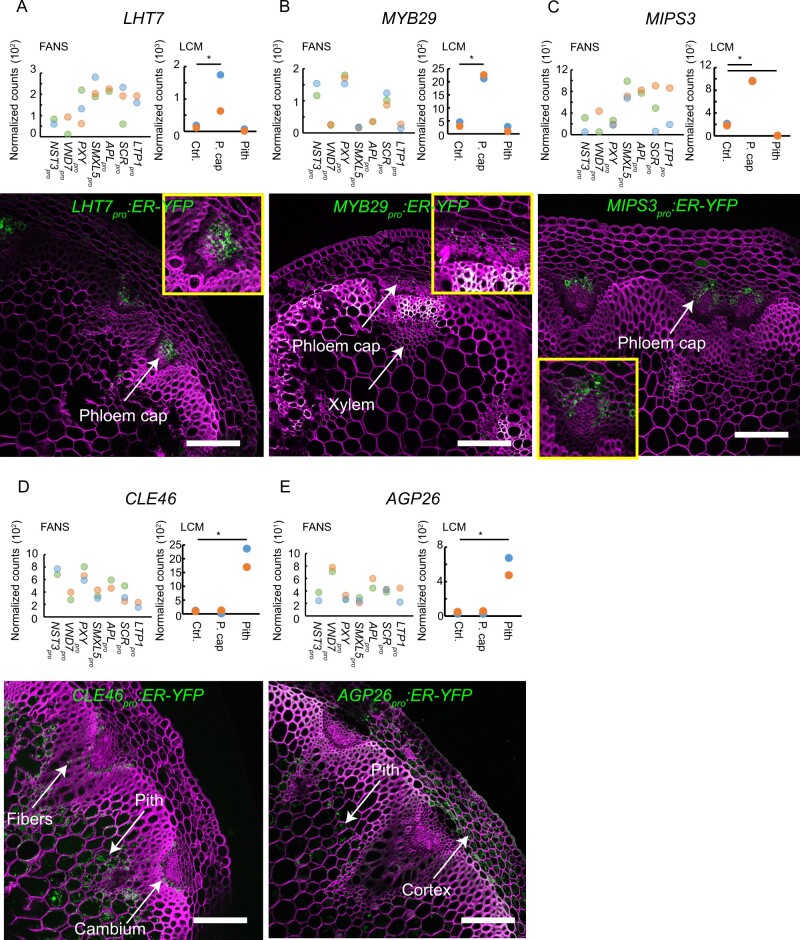
Validation of estimated gene expression patterns found in LCM-derived datasets. (A–E) Upper panels: normalized read counts among different FANS- and LCM-derived datasets are shown for each gene indicated (*LHT7*, *MYB29*, *MIPS3*, *CLE46*, *AGP26*). Asterisks indicate significant differences between the highest value and the second highest value in the FANS-derived charts (*P* <0.01 in Wald test, not detected), and significant differences compared with the control tissue in LCM-derived charts (*P* < 0.01 in Wald test). Bottom panels: confocal microscopy images for each indicated promoter-reporter line. The endoplasmic reticulum (ER)-targeted fluorescent signal is shown in green. The cell wall was stained with Direct Red 23 and is visualized in magenta. Scale bars: 100 *µ*m. A single focal plane is shown in all images. At least two independent transgenic plant lines for each promoter-reporter were analyzed. Detected signals are indicated by white labels.

### Pairwise comparison of wood-related cell types reveals distinct physiological signatures

To investigate whether pairwise comparisons of the analyzed tissues were also useful for predicting tissue-specific processes, we directly contrasted gene expression profiles from functionally and ontogenetically related tissues. Fibers (*NST3*_pro_) and xylem vessels (*VND7*_pro_) both determine wood properties in angiosperms and show distinct morphologies which are important for conducting their specific functions (Evert, 2006). Accordingly, their functional specialties are reflected in very distinct expression profiles (Figure 6). Comparing *NST3*_pro_- and *VND7*_pro_-derived datasets, we identified 991 and 1,503 genes as being predominantly expressed in *NST3*_pro_-positive and *VND7*_pro_-positive nuclei, respectively (Figure 10A;  Supplemental Data Set 10, BH adjustment of *P*-value in Wald test <0.01, fold change >2). Using GO enrichment analysis (Mi et al., 2019), we also found that the terms photosynthesis (GO:0015979), sulfate assimilation (GO:0000103), and response to cytokinin (GO:0009735) and other stimulus-related genes are significantly over-represented within the group of *NST3*_pro_-derived genes, whereas the terms xylem vessel differentiation (GO:0048759) and cell wall biogenesis (GO:0042546) were, as expected, over-represented within classifications of *VND7*_pro_-associated genes (Figure 10A;  Supplemental Data Set 11).

**Figure 10:**
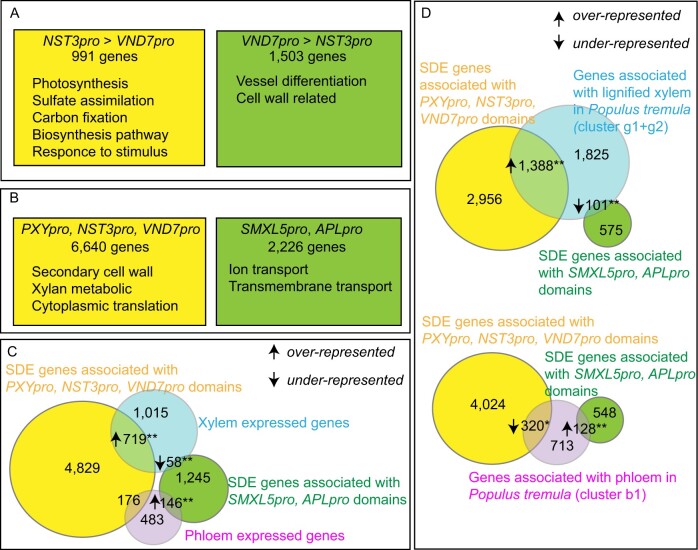
Pairwise comparison of *NST3*_pro_ and *VND7*_pro_ domains, and comparisons of FANS-derived datasets with previously published xylem or phloem-related genes from Arabidopsis roots and aspen stems. (A) Summary of pairwise comparison of *NST3*_pro_ and *VND7*_pro_ domains in the FANS-derived datasets. The numbers of SDE genes (14,063 genes in total) highly expressed in the *NST3*_pro_ or the *VND7*_pro_ domain are shown (BH adjustment of *P*-value in Wald test < 0.01, fold change > 2). Over-represented GO terms for each gene list are shown (*P* < 0.05 in Fisher's Exact with Bonferroni correction). For detailed GO terms enrichment analysis results, please consult Supplemental Data Set 11. (B) Comparison of *NST3*_pro_, *VND7*_pro_, *PXY*_pro_-associated and *SMXL5*_pro_, *APL*_pro_-associated genes as determined from the FANS-derived datasets. SDE genes (14,063 genes in total) associated with the specified domains were selected from the clustering analysis, and over-represented GO terms for individual comparisons are presented (*P* < 0.05 in Fisher's exact test with Bonferroni correction). Detailed GO term enrichment analysis results are shown in Supplemental Data Set 13. (C) Comparison of *NST3*_pro_, *VND7*_pro_, *PXY*_pro_-associated and *SMXL5*_pro_, *APL*_pro_-associated genes with genes associated with the xylem or the phloem of roots derived from Brady et al., 2007 (23,615 genes in total). (D) Comparison of *NST3*_pro_, *VND7*_pro_, *PXY*_pro_-associated and *SMXL5*_pro_, *APL*_pro_-associated genes with genes associated with the lignified xylem or the phloem in aspen stems derived from AspWood (in total 13,530 *Populus tremula* genes annotated to Arabidopsis genes after de-duplication). The gene lists were obtained from annotated Arabidopsis genes and de-duplication. ^*^P < 0.01 and ^**^P < 1e−05 in Fisher’s exact test, respectively. Full gene lists used for the comparisons are shown in Supplemental Data Set 12.

### Comparisons with previously published datasets allows organ- and species-related gene activities to be determined

To determine to what extent gene expression patterns in vascular tissues are shared between roots and stems, we compared the xylem-related *NST3*_pro_, *VND7*_pro_, and *PXY*_pro_-associated SDE gene clusters and the phloem-related *SMXL5*_pro_ and *APL*_pro_-associated clusters with tissue-specific gene expression datasets from roots (Brady et al., 2007). The combined group of *NST3*_pro_, *VND7*_pro_, and *PXY*_pro_-associated genes consisted of 6,640 genes from 49 clusters. GO term enrichment analyses identified the terms secondary cell wall biogenesis (GO:0009834) and xylan metabolic process (GO:0045491) as over-represented among these genes [Figure 10B;  Supplemental Data Sets 12 and 13; Fisher’s exact test *P *<* *0.05 {Bonferroni-corrected}]. The combined group of *SMXL5*_pro_ and, *APL*_pro_-associated genes consisted of 2,226 genes from 13 clusters, among which the terms ion transport (GO:0006811) and transmembrane transport (GO:0055085) were over-represented in GO term enrichment analyses [Figure 10B;  Supplemental Data Sets 12 and 13; Fisher’s exact test *P *<* *0.05 {Bonferroni-corrected}]. When we compared these groups with the genes expressed in the xylem or phloem of roots (combined S4, S18, and JO121 datasets for xylem and combined SUC2, S32, APL, and S17 datasets for phloem (Lee et al., 2006; Brady et al., 2007)), we found that xylem-associated genes from roots were significantly over-represented among *NST3*_pro_, *VND7*_pro_, and *PXY*_pro_-associated genes from stems (*P *<* *1e-05 in Fisher’s Exact test; Figure 10C;  Supplemental Data Set 12). Likewise, phloem-associated genes from roots were significantly over-represented among *SMXL5*_pro_ and, *APL*_pro_-associated genes (*P *<* *1e-05 in Fisher’s Exact test; Figure 10C;  Supplemental Data Set 12). This observation suggests that a substantial number of genes are shared between vascular tissues of primary roots and stems, but there are also large differences in the molecular signatures when comparing vascular tissues from both organs.

Next, we compared our data with tree-derived data available at AspWood, a platform that provides tissue-specific transcriptome profiles from aspen (*Populus tremula*) with a high spatial resolution along the radial sequence of tissues of the cambium domain (Sundell et al., 2017). First, we extracted phloem-specific (b1 cluster) and lignified xylem-specific (g1, g2 clusters) genes and, after removing duplicates, obtained the corresponding Arabidopsis gene annotations from AspWood (Sundell et al., 2017) (b1: 1,161 genes, g1, g2: 3,314 genes, Supplemental Data Set 12). Comparing these genes with our clusters, we found that our *NST3*_pro_, *VND7*_pro_, and *PXY*_pro_-associated genes significantly overlapped with lignified xylem-associated genes, and *SMXL5*_pro_ and, *APL*_pro_-associated genes significantly overlapped with phloem-associated genes from aspen (*P *<* *1e-05 in Fisher’s Exact Test; Figure 10D;  Supplemental Data Set 12). As expected, these data demonstrate that gene expression profiles from vascular tissues are largely conserved among species.

### Promoter analyses identify tissue-related transcription factor binding sites

Networks of transcription factors are vital for establishing tissue-specific gene expression profiles, thereby determining cellular behavior (Gaudinier and Brady, 2016). Taking advantage of our newly identified SDE genes, we sought to identify transcription factor binding regions over-represented in the promoters of genes with similar expression patterns. To this end, we first assessed the significance of the overlap between the promoters of genes from each SDE cluster and the binding profiles of 387 transcription factors derived from massive DNA affinity purification sequencing (DAP-Seq; O'Malley et al., 2016). Among the 31 clusters, which each contained more than 150 genes, we identified significant over-representation of transcription factor binding profiles in 13 clusters [Table 2;  Supplemental Data Set 14; *P *<* *8.8e-05 {Bonferroni adjusted threshold of 0.05} in Fisher’s exact test]. Enrichment for the overlap with transcription factor binding profiles within the upstream regions of phloem cap-associated genes identified six putative transcriptional regulators from the NAM, ATAF1/2 AND CUC2 (NAC), MYELOBLASTOSIS (MYB), and REPRODUCTIVE MERISTEM (REM) families (Table 2; Supplemental Data Set 14). Of these families, the poorly studied ANAC028 transcription factor was mostly active in the phloem cap itself (Supplemental Data Set 7), in addition to being expressed in the protophloem of roots (Brady et al., 2007). 

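All 6 regulators listed for the phloem cap in Supplemental Data Set 14 passed the count filter. EdgeR called 0 of them higher in the phloem cap than in the vascular bundle. It called no gene at all in this comparison, so this says nothing specific about the regulators. DESeq2 called 1, ANAC028, higher. ANAC028 (AT1G65910; chromosome 1, 24520668 to 24524260) had 12.8 ± 0.902 CPM (SD, n = 2) in the phloem cap, 4.42 ± 1.13 in the vascular bundle and 0 and 0.158 in the pith libraries. Its log2 fold change was 1.52 (SE 0.33), with Benjamini-Hochberg adjusted p-values of 0.0714 in edgeR's quasi-likelihood test and 0.00634 in DESeq2. With single libraries left out the log2 fold change ranged from 1.29 to 1.79. Among the other regulators, NAC096 (AT5G46590) had the highest log2 fold change at 2.04 (SE 0.49, edgeR adjusted p = 0.079, DESeq2 adjusted p = 0.0176) and NAC007 (AT1G12260) the lowest at -1.33 (SE 0.67, edgeR adjusted p = 0.327).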

Transcription factor binding region enrichment analyses for pith-associated genes predicted a set of 61 potential regulators (Table 2; Supplemental Data Set 14). Of these, homeodomain transcription factors (ATHBs), PHAVOLUTA (PHV), and the APETALA 2/ETHYLENE RESPONSE FACTOR (AP2/ERF) members ERF34 and ERF38 were among the transcription factors specifically expressed in the pith (Supplemental Data Set 7).

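The pith column of Supplemental Data Set 14 holds 80 binding profiles of 66 different transcription factors, of which 51 passed the count filter in the comparison of pith and vascular bundle. By edgeR, 8 of these were higher and 9 lower in the pith, and by DESeq2 11 were higher and 14 lower. PHV (AT1G30490; chromosome 1, 10796124 to 10801093) had 126 ± 2.01 CPM (SD, n = 2) in the pith and 40.5 ± 5.92 in the vascular bundle, a log2 fold change of 1.63 (SE 0.23, adjusted p = 0.00283 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). ERF34 (AT2G44940) had a log2 fold change of 2.03 (SE 0.36, edgeR adjusted p = 0.00648), with 43.6 and 77.4 CPM in the pith, and ERF38 (AT2G35700) one of 2.90 (SE 0.41, edgeR adjusted p = 0.00275), with 13.7 and 13. Of 20 homeodomain factors in the column, 15 passed the count filter. PHV, ATHB-15 (2.26) and HB25 (4.08) were called higher in the pith, and HAT2 (-4.06, or -3.38 without S30) and ANL2 (-5.62) were called lower. DESeq2 called 4 higher and 3 lower, adding ATHB13 (1.91, adjusted p = 0.00042 in DESeq2 and 0.0109 in edgeR) and HB23 (-1.29, 0.00432 and 0.0277).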

**Table 2:** Over-represented transcription factor (TF) binding regions in promoters from SDE cluster genes derived from FANS and in promoters from phloem cap- or pith-associated genes derived from LCM

Gene list	Number of genes	Region with high expression	Number of over-represented TF binding regions	Associated TFs^a^
FANS cluster ID				
8	436	*SCR*_pro_	52	CBF1-4; BIM2; CAMTA1, 5; GBF3; ABI5; RTV1; WRKY
7	245	*SCR*_pro_, *LTP1*_pro_	41	CAMTA1, 5; WRKY
19	181	*SCR*_pro_, *PXY*_pro_	35	CAMTA1, 5; WRKY
24	358	*VND7*_pro_, *SCR*_pro_	20	TINY; AREB3; GBF3; bZIPs; ERF38; CAMTA5
14	528	*VND7*_pro_	17	VND1-2; SMB; MYB; GT2
15	223	*SCR*_pro_, *LTP1*_pro_	16	CBF1-4; WRKY
21	220	*VND7*_pro_, *PXY*_pro_	15	CAMTA1; PHV; LMI1; ATHB
22	477	*NST3*_pro_, *SCR*_pro_	4	ABF2; HY5; MYB55; MYB83
5	445	*NST3*_pro_, *PXY*_pro_	3	TBP3
3	192	*NST3*_pro_, *SCR*_pro_	1	ABI5
38	265	*NST3*_pro_, *VND7*_pro_	1	AT1G49560
41	790	*LTP1*_pro_, *SMXL5*_pro_	1	ATHB13
49	183	*SCR*_pro_, *VND7*_pro_	1	ERF38
LCM				
Phloem cap	576	Phloem cap	6	NAC, MYB
Pith	1634	Pith	61	ATHBs; PHV; ERF34,38; Indeterminate-domain (IDD) proteins

^a^ Only a fraction of the whole list is shown. Please consult Supplemental Data Set 14 for the enrichment fold value and the full list.

The set of newly identified transcription factors or their larger families contains promising candidates for determining tissue-specific signatures. In cluster 14, for example, which was associated with developing vessel elements, we found potential binding regions for 17 different transcription factors that were over-represented in the respective promoters. These transcription factors included VASCULAR-RELATED NAC-DOMAIN1 (VND1, 4.3-fold enrichment) and VND2 (4.6-fold enrichment; Table 2;  Supplemental Data Set 14). Because these transcription factors are expressed in developing vessels where they promote secondary cell wall formation (Zhou et al., 2014), our analysis indeed holds the potential to identify tissue-specific regulators in the inflorescence stem. In turn, in a large number of clusters, no over-representation of binding sites was detected, suggesting that, in general, established tissues do not depend on a small set of transcriptional regulators to maintain their identity.

## Discussion

Organs are functional units composed of different tissues that determine distinct aspects of their performance. Here, by combining FANS and LCM-based mRNA harvesting with RNA-seq analyses, we established a tissue-specific gene expression atlas of the primary Arabidopsis inflorescence stem. In addition to being accessible via the Gene Expression Omnibus (GEO) depository (Barrett et al., 2013) under accession number GSE142034, data for genes of interest can be accessed via a website, allowing expression profiles to be easily extracted (https://arabidopsis-stem.cos.uni-heidelberg.de/). We also provide lists of tissue-specific genes derived from our FANS and LCM transcriptome data whose expression was estimated to be specific for a single tissue (Supplemental Data Set 15). For some tissues analyzed by FANS/RNA-seq (*PXY*_pro_, *SMXL5*_pro_, *APL*_pro_), these lists are rather short due to a high degree of shared gene expression patterns with other tissues. To extract genes with more complex expression patterns, the provided gene clusters (Figure 6;  Supplemental Figure 5 and Supplemental Data Set 6) would be more suitable.

Several observations underline the robustness of our mRNA profiling. First, the activities of six out of seven genes whose promoters were used for tissue-specific nucleus labeling were found to peak in the respective tissues. This observation suggests that the chosen promoters mostly recapitulate the expression patterns of endogenous genes. Moreover, it shows that nuclei maintain a sufficient amount of their mRNA content during the isolation process and that the contamination by cytosolic mRNA, which is released during tissue disruption, is low. The finding that *LTP1* activity did not peak in *LTP1*_pro_-positive nuclei may be an example of discrepancies between the activity pattern of our chosen *LTP1* promoter and the distribution of endogenous *LTP1* mRNA. In this context, it is important to be aware that the stability of *LTP1* mRNA or the possible migration of this mRNA from cell to cell might be very different compared with *H4-GFP* mRNA driven by the *LTP1* promoter. This difference may result in discrepancies between the patterns of H4-GFP protein accumulation and *LTP1* mRNA accumulation. However, our comparison with previous datasets strongly suggested that we succeeded in isolating epidermis-specific mRNA.

Interestingly, we identified many more genes as being expressed in specific tissues by directly comparing the different GFP-positive nucleus populations than by comparing two respective sets of GFP-positive and GFP-negative nuclei (Supplemental Data Set 1). We speculate that this finding is due to the higher heterogeneity of GFP-negative nuclei compared with GFP-positive nuclei and the higher number of GFP-positive samples in the former comparison. Therefore, we propose that comparing GFP-positive nucleus populations is superior to comparing GFP-positive and GFP-negative samples when determining gene expression profiles.

The second observation that supports robustness of the newly obtained profiles is that the promoters of genes we predicted to have a distinct spatial pattern recapitulated, in large, these patterns. In addition to the possible reasons resulting in differences between the accumulation of endogenous transcripts and the H4-GFP protein discussed above, it is important to note that the promoter regions upstream of the respective start codons, which we chose to drive the fluorescent reporters, may miss regulatory elements that substantially influence the expression of the endogenous genes (Raatz et al., 2011). Therefore, a certain level of differences between FANS/LCM-derived profiles and reporter activities are expected and do not necessarily argue for a low predictive power of our transcriptional profiles. As a third observation arguing for the relevance of our profiles, the activity patterns of genes and pathways known to be associated with certain tissues were reflected in our datasets. Taken together, we conclude that the obtained expression data provide a realistic picture of gene activities in the Arabidopsis inflorescence stem.

Although cytosolic and nuclear mRNA populations may differ due to the tight regulation of nuclear export or differences in mRNA homeostasis (Yang et al., 2017; Choudury et al., 2019), our results indicate that the gene expression profiles of mature plant organs can be faithfully characterized by profiling nuclear mRNA. Interestingly, our RNA-seq results show that the sensitivity of FANS/RNA-seq-based analyses is comparable or even higher than that of conventional profiling of whole organs by RNA-seq (Table 1). Compared with the profiling of mRNA from whole cells, there are several other advantages of fluorescence-based profiling of nuclear mRNA (Lake et al., 2017; Abdelmoez et al., 2018; Bakken et al., 2018; Wu et al., 2019). First, profiling nuclear mRNA allows differentiated plant tissues with prominent cell walls or heterogeneous protoplast sizes that can be labeled by genetically encoded fluorescent reporters to be analyzed. Thus, this method allows a broad range of tissues to be targeted regardless of enzymatic accessibility and without the use of morphological markers, which are required for tissue identification when using LCM. Second, following our procedure, tissue disruption and subsequent washing steps during nucleus extraction takes 30–40 min. Depending on cell wall properties, protoplast generation often requires more time (Birnbaum et al., 2003), which increases the risk of treatment-induced changes in transcript abundance. Third, nuclear mRNAs carry a higher ratio of unprocessed mRNA molecules compared with mRNA from whole cells (Lake et al., 2017; Abdelmoez et al., 2018; Wu et al., 2019). Due to a predictable rate of mRNA processing in nuclei, this feature can be used to calculate the actual transcription rates of individual genes (Gaidatzis et al., 2015; Lake et al., 2016). Therefore, nuclear RNA-seq datasets provide a different quality of information compared with RNA-seq datasets from whole cells. Fourth, compared with precipitation-based methods for nucleus isolation such as INTACT (Deal and Henikoff, 2010), thresholds for fluorescence-based nucleus sorting can be adequately set based on the fluorescence intensity. This feature not only provides flexibility in selecting distinct nuclei populations based on the level of reporter activity, but it might also allow a multitude of different fluorescent markers to be combined in order to collect distinct, highly specific nucleus populations from single plant lines.

Underlining the differences between nucleus-based profiling and profiling of RNA from whole cells, the LCM-derived datasets showed substantial differences from FANS-derived datasets even after normalization (Supplemental Figure 8). Due to these differences, the majority of Arabidopsis genes (75%) were classified as SDE genes when contrasting FANS-derived and LCM-derived datasets. Thus, we could not perform meaningful clustering to integrate all tissue-specific datasets across the different sample types. In addition to the different cellular compartments from which the RNA was isolated, the different sampling and processing methods most likely contribute to this lack of comparability, emphasizing the importance of similar experimental procedures in these types of experiments.

In summary, considering the importance of plant stems and their tissues for land plant evolution on the one hand (Xu et al., 2014) and biomass accumulation on the other hand (Yamaguchi and Demura, 2010), information about their specific gene expression profiles is certainly vital. Our datasets will allow researchers to formulate testable hypotheses about the activities of distinct pathways in individual stem tissues and their roles in determining overall plant performance.

## Materials and methods

### Plant material

*Arabidopsis thaliana* Col-0 plants were used in this study. The plants were grown in soil (Profi Substrat Classic CLT SM fein, Einheitserde, Sinntal-Altengronau, Germany, #10-00306-40) alone or mixed with perlite to 20% (PERLIGRAN Extra, Knauf Performance Materials, Dortmund, Germany) under short-day conditions (10-h light and 14-h darkness) for 3–5 weeks and transferred to long-day conditions (16-h light and 8-h darkness) for 3 weeks to induce reproductive growth. Light was provided by red and blue LED lights (GreenPower LED production DR/B LO, Phlips (Signify), Eindhoven, The Netherlands, #9290 004 871) at 70–120 *µ*M photosynthetically active radiation. The *SMXL5*_pro_*:H4-GFP* (*pIL53*) line and the *PXY*_pro_*:H4-GFP* (*pPS24*) lines were described previously (Shi et al., 2019). Other transgenic lines were generated by the floral dip method using *Agrobacterium tumefaciens* (Clough and Bent, 1998). Analyses were performed using homozygous lines, except for promoter-reporter line analyses, where plants from the T1 or T2 generation were used.

### DNA vector construction

An *H4-GFP*-containing construct was a gift from Daniel Schubert (Freie Universität Berlin, Germany). A vector containing the *ANT* promoter region (MT63, Schoof et al., 2000) was used as a template for PCR-based cloning (Supplemental Table 2). *NST3*_pro_*:H4-GFP* (*pMS59*), *VND7*_pro_*:H4-GFP* (*pTOM61*), *APL*_pro_*:H4-GFP* (*pPS02*), *SCR*_pro_*:H4-GFP* (*pPS20*), and *LTP1*_pro_*:H4-GFP* (*pPS16*) were cloned using the pGreen0229 vector (Hellens et al., 2000) as a backbone. Cloning of the *APL* promoter and terminator regions was described previously (Sehr et al., 2010). Primer sequences used to clone promoter and terminator regions of other genes and to amplify the *H4-GFP* sequence with the appropriate restriction enzyme sites are listed in Supplemental Table 2. Constructs for the YFP promoter-reporter lines were generated using a modified pGreen0229 vector as a backbone containing a sequence encoding the enhanced yellow fluorescent protein (EYFP) targeted to the endoplasmic reticulum (*ER-EYFP-HDEL*) (Haseloff et al., 1997) and the *AT4G24550* (*ADAPTOR PROTEIN-4 MU-ADAPTIN*; *AP4M*) terminator region generated by In-Fusion cloning (TaKaRa, Kusatsu, Japan) using previously described vectors as templates (Suer et al., 2011; Brackmann et al., 2018). The promoter region sequences were amplified using primers listed in Supplemental Table 2 and cloned into the backbone by In-Fusion cloning. Constructs for the GFP promoter-reporters were generated using the GreenGate system (Lampropoulos et al., 2013). Promoter region sequences were amplified using primers listed in Supplemental Table 2, cloned into the *pGGA000* vector, or directly synthesized as listed in Supplemental Data Set 16 by GENEWIZ (Leipzig, Germany). The vectors were then used for GreenGate reactions with the ER signal peptide sequence (*pGGB006*), the *GFP* sequence (*pGGC014*), the *HDEL* sequence (*pGGD008*), the *RBCS* terminator sequence (*pGGE001*), the BASTA resistance sequence (*pGGF001*), and the destination vector (*pGGZ003*) (Lampropoulos et al., 2013).

### Confocal microscopy

Free-hand cross-sections of the second bottom-most internodes of Arabidopsis inflorescence stems were generated using razor blades (Wilkinson Sword, High Wycombe, UK) and stained with 0.1% solution of Direct Red 23 (Hoch et al., 2005; Anderson et al., 2010; Ursache et al., 2018; 30% content powder, Sigma-Aldrich, St Louis, #212490) in Ca^2+^, Mg^2+^-free PBS. The sections were briefly washed in tap water and placed into a glass-bottom dish (ibidi, Gräfelfing, Germany, µ-Dish 35 mm, high, #81151). Images were captured using a Nikon A1 confocal microscope with a 25x water immersion objective lens (Nikon, Tokyo, Japan, Apo 25xW MP, 77220) and gallium arsenide phosphide detectors. GFP or YFP was excited by a 488-nm laser light, and Direct Red 23 was excited by a 561-nm laser light.

### Nucleus isolation

The second internodes of Arabidopsis inflorescence stems were collected in a Petri dish on ice. Each 2 g stem tissue sample was combined with 2-mL cold isolation buffer (20-mM Tris [pH = 7.5], 40-mM NaCl, 90 mM KCl, 2-mM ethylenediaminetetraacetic acid [pH = 8.0], 0.5-mM ethylene glycol-bis(β-aminoethyl ether)-N,N,N′,N′-tetraacetic acid (EGTA), 0.05% Triton X-100, 0.5-mM Spermidine, 0.2-mM Spermine, 15-mM 2-mercaptoethanol, 0.5-mM phenylmethylsulfonylfluorid, cOmplete Protease Inhibitor Cocktail [Roche, Basel, Switzerland, #11697498001]) supplemented with 10 *µ*L RiboLock RNase inhibitor (40 U/*µ*L) (ThermoFisher, Waltham, MA, #EO0381). The samples were chopped manually on ice for 10 min and transferred to a low binding tube (Protein LoBind Tube, Eppendorf, Hamburg, Germany, #0030 108.132) through a filter (CellTrics 50 *µ*m, Sysmex, Kobe, Japan, #04-004-2327). Nuclei were collected by centrifugation (1,000*g*, 10 min, 4°C) and gently washed twice with cold resuspension buffer (isolation buffer without Triton X-100). About 300 *µ*L of resuspension buffer supplemented with a final concentration of 10 *µ*g/mL Hoechst 33342 and 5-*µ*L RiboLock RNase inhibitor were added to the nuclei, which then were transferred to a tube through a filter (FALCON Round-Bottom Tube with Cell-Strainer Cap, Corning, NY, #352235) for sorting.

### Nucleus sorting

Nucleus sorting was performed on a BD FACSAria^TM^ IIIu cell sorter (Becton Dickinson, Franklin Lakes, NJ) using a 70-*µ*m sort nozzle. A sheath pressure of 70 psi and a drop drive frequency of 87 kHz were applied. GFP fluorescence was excited at 488 nm using a 20 mW blue laser and Hoechst fluorescence at 405 nm using a 50 mW violet laser. A 530/30 bandpass filter was used for GFP and a 450/40 bandpass filter for Hoechst detection. Autofluorescence at 405-nm excitation was detected using a 585/42 bandpass filter. Forward scatter (FSC) detector voltage was set to 55, and a 1.0 neutral density filter was used. Side scatter (SSC) detector voltage was set to 275, Hoechst detector voltage to 352, and GFP detector voltage to 379. Events were triggered on FSC using a threshold of 5,000 and Hoechst with a threshold of 400. All the events were first filtered by FSC and SSC (Supplemental Figure 2E, gate 1). Nuclei were then identified based on Hoechst-derived fluorescence. Doublets and aggregates were characterized by their higher Hoechst signal width values and were excluded from sorting by plotting the Hoechst signal width against the Hoechst signal area (Supplemental Figure 2F, gate 2). To exclude false-positive events due to autofluorescence in the yellow-green spectral range, values from the GFP detection channel were plotted against values from a yellow fluorescence detection channel, and only events with low yellow signal intensity were selected for sorting (Supplemental Figure 2G, gate 3). Next, the gate for selecting GFP-positive nuclei was set using wild-type plants as a reference (Supplemental Figure 2, H, J–O, gate 4). DNA content distribution was used to monitor the sorting procedure (Supplemental Figure 2I).

### RNA extraction, cDNA library preparation, and next-generation sequencing

About 15,000 nuclei per population were sorted into 750-*µ*l TRIzol reagent (ThermoFisher, Waltham, MA, #15596018), except for the *LTP1*_pro_-S21 sample, for which 10,800 nuclei were collected. RNA was precipitated and washed according to the manufacturer’s protocol and resuspended in 15-*µ*L water. One mircoliter of total RNA was used for mRNA-seq library construction using the Smart-seq2 protocol (Picelli et al., 2013; Hofmann et al., 2019). The resulting cDNA was quantified using a Qubit Fluorometer (Thermo Fisher) and the dsDNA High Sensitivity Assay (Thermo Fisher). DNA quality was checked on an Agilent Bioanalyzer (Agilent, Santa Clara, CA). Libraries for next-generation sequencing were generated using a NEBNext Ultra II gDNA prep kit with NEBNext Multiplex Oligos for Illumina sequencing (New England Biolabs, Ipswich, MA). Prior to library generation, the samples were fragmented using the Covaris S2 system (Covaris, Woburn, MA). The libraries were sequenced in single-end 50 base mode on an Illumina HiSeq 2500 machine (Illumina, San Diego, CA). When more than three samples were prepared, amplified cDNA samples were subjected to PCR analysis to amplify the *H4-GFP* sequence using *H4GFPfor4* and *GFPrev3* primers (see Supplemental Table 2 for sequences). The preparations showing high contrast between GFP-positive and GFP-negative samples were chosen for subsequent RNA-seq analysis.

### LCM

LCM, subsequent RNA extraction and amplification were carried out as previously described (Agusti et al., 2011). Library preparation and RNA sequencing were carried out by BGI Genomics (Shenzhen, China) using the HiSeq 2000 platform (Illumina) in single-end 50 base mode.

### Bioinformatic analyses

The TAIR10 genome sequence was obtained from Ensembl Plants (Arabidopsis_thaliana.TAIR10.28.dna.toplevel.fa) (Arabidopsis Genome, 2000; Bolser et al., 2016). The Araport11 gene annotation file was used (Araport11_GFF3_genes_transposons.201606.gtf) (Cheng et al., 2017), and the chromosome names were changed to fit the TAIR10 genome dataset. The genome index was generated using STAR (v2.5.0a) (Dobin et al., 2013), and FASTQ files were trimmed by Cutadapt (v2.3) (Martin, 2011) using the following options: *-g AAGCAGTGGTATCAACGCAGAGTACGGG -a CCCGTACTCTGCGTTGATACCACTGCTT -g AAGCAGTGGTATCAACGCAGAGTAC -a GTACTCTGCGTTGATACCACTGCTT -b "A 30" -b "T 30 " -n 2 -g AGATCGGAAGAGC -l 50 -m 23 –overlap 5*. Using these settings, oligo sequences used for Smart-seq2 amplification, poly A or T sequences, and Illumina adaptor sequences were removed from the reads. Trimmed files were then mapped to the genome with STAR using the *outFilterMultimapNmax 1 –alignIntronMax 10000 –alignMatesGapMax 10000 outFilterScoreMinOverLread 0.9* options. Intron length limit (10,000 bp) was set based on the characteristics of the Arabidopsis genome (Chang et al., 2017). Please consult Supplemental Table 3 for basic statistics applied to the RNA-seq datasets. For LCM-derived RNA-seq datasets, untrimmed reads were mapped using the same settings. To determine GFP reads, the GFP sequence was indexed by STAR using the *genomeSAindexNbases* 4 option. Subsequently, reads were mapped with STAR using the *–alignIntronMax 1 –alignMatesGapMax 1 –outFilterScoreMinOverLread 0.9* options. Further analysis was carried out in R (v3.5.0). The GTF file was imported using makeTxDbFromGRanges in the GenomicFeatures library (v1.32.3) with the *drop.stop.codons* option (Lawrence et al., 2013). The position of each gene was extracted using the *genes* function, which also included the intron region. Read counts per gene were obtained using summarizeOverlaps in the GenomicAlignments library (v1.16.0) using the *mode = "Union", ignore.strand = TRUE* options (Lawrence et al., 2013). For TPM calculation, the *width* function was used to calculate the length of each gene extracted, which also included intron regions. For the analysis of intron and exon regions, the *intronsByTranscript* and *transcripts* functions were used for genomic range extraction. To analyze intergenic regions, the *gaps* function was used with the extracted gene regions (output of the *genes* function) for genomic range extraction. For comparison with previous datasets, three replicates of the Mock_bdl dataset [deposited in National Center for Biotechnology Information's (NCBI) GEO database (Barrett et al., 2013): GSE98193] were used (Brackmann et al., 2018). Differentially expressed genes were identified using DESeq2 (v1.20.0) (Wald test) with default options to compare GFP-positive and GFP-negative nucleus populations, and the LRT in DESeq2 was used for multiple comparisons (Love et al., 2014). For GFP reads, the inverted beta-binomial test was performed with the *ibb* function (Pham and Jimenez, 2012), using the sum of uniquely mapped reads and multiple mapped reads to the Arabidopsis genome as the total sample count. PCA was carried out using the *plot PCA* function in R using log transformed values obtained from the *rlog* function in the DESeq2 library with the *blind=FALSE* options. Clustering analysis was carried out using the *degPatterns* function in the DEGreport library (v1.16) based on the log transformed values of significantly differentially expressed genes (BH adjustment of *P*-value in LRT <0.01) in the FANS/RNAS-seq-derived datasets. Distances between samples were calculated using the *dist* function in the *stats* library (3.5.0) and visualized in heat maps using *pheatmap*. GO enrichment analysis was carried out using PANTHER (v14.1) through the TAIR10 platform (https://www.arabidopsis.org/tools/go_term_enrichment.jsp) (Mi et al., 2019). Fisher’s exact test was carried out in R. Basic statistics were carried out with Microsoft Excel.

### Determining over-representation of transcription factor binding regions

To determine the over-representation of transcription factor binding regions, 568 genome-wide DAP-Seq profiles for 387 Arabidopsis TFs were downloaded from the Plant Cistrome Database (O'Malley et al., 2016). The background dataset was composed of the 5′-regions (−1500;+1) upstream of the transcription start sites of 19,916 protein-coding genes from the TAIR10 version of the Arabidopsis genome (Lamesch et al., 2012). The foreground dataset was composed of the respective 5′-regions of the SDE genes revealed by FANS/RNA-seq or LCM/RNA-seq experiments. To assess the significance of overlaps between the 5′-regions and the transcription factor binding profiles, we counted the number of foreground/background 5′-regions that contained at least 1 bp overlap with each of the DAP-Seq profiles and applied Fisher’s exact test. A transcription factor was considered to be a potential regulator of the gene set if its binding profile was significantly over-represented in the 5′-regions of the respective genes compared with the rest of the genome under Bonferroni adjusted *P *<* *8.8e−05.

## Accession numbers

Arabidopsis Genome Initiative locus identifiers for each gene are as follows: *NST3* (*AT1G32770*), *VND7* (*AT1G71930*), *PXY* (*AT5G61480*), *SMXL5* (*AT5G57130*), *APL* (*AT1G79430*), *SCR* (*AT3G54220*), *LTP1* (*AT2G38540*), *H4* (*AT5G59690*), *XCP1* (*AT4G35350*), *WOX4* (*AT1G46480*), *MOL1* (*AT5G51350*), *PEAR1* (*AT2G37590*), *PEAR2* (*AT5G02460*), *NAC086* (*AT5G17260*), *PIN3* (*AT1G70940*), *FDH* (*AT2G26250*), *CER6* (*AT1G68530*), *NST1* (*AT2G46770*), *VND6* (*AT5G62380*), *SEOR1* (*AT3G01680*), *VND1* (*AT2G18060*), *VND2* (*AT4G36160*; *NAC076*), *ABI5* (*AT2G36270*), *CAMTA1* (*AT5G09410*), *CAMTA5* (*AT4G16150*), *CBF1* (*AT4G25490*), *CBF2* (*AT4G25470*), *CBF3* (*AT4G25480*; *DREB1A*), *CBF4* (*AT5G51990*), *GBF3* (*AT2G46270*), *RTV1* (*AT1G49480*), *SMB* (*AT1G79580*), *GT2* (*AT1G76890*), *PHV* (*AT1G30490*), *LMI1* (*AT5G03790*), *MYB55* (*AT4G01680*), *MYB83* (*AT3G08500*), *ABF2* (*AT1G45249*), *HY5* (*AT5G11260*), *TINY* (*AT5G25810*), *AREB3* (*AT3G56850*), *ATHB13* (*AT1G69780*), *ERF38* (*AT2G35700*), *ERF34* (*AT2G44940*), *CYP83A1* (*AT4G13770*), *CYP83B1* (*AT4G31500*), *ANAC028* (*AT1G65910*), *ANAC074* (*AT4G28530*), *LHCB3* (*AT5G54270*), *LHCB2.2* (*AT2G05070*), *FMO* (*AT1G12200*), *WRKY28* (*AT4G18170*), *NCED4* (*AT4G19170*), *RBGA6* (*AT4G39260*), *DIN10* (*AT5G20250*), *KIN2* (*AT5G15970*), *COR15B* (*AT2G42530*), *MYB3* (*AT1G22640*), *SEN1* (*AT4G35770*), *HSFA2* (*AT2G26150*), *CYP94B1* (*AT5G63450*), *ANT* (*AT4G37750*), *UCN* (*AT1G51170*), *BG4* (*AT3G13980*), *PIL1* (*AT2G46970*), *DOF2.2* (*AT2G28810*), *ATHMP10* (*AT1G56210*), *LHT7* (*AT4G35180*), *MYB29* (*AT5G07690*), *MIPS3* (*AT5G10170*), *CLE46* (*AT5G59305*), *AGP26* (*AT2G47930*).

Raw data discussed in this publication have been deposited into NCBI’s Gene Expression Omnibus (Barrett et al., 2013) and are accessible through GEO Series accession number GSE142034 at https://www.ncbi.nlm.nih.gov/geo/. In addition, data for genes of interest can be accessed via a website-based tool that allows gene expression profiles to be extracted (https://arabidopsis-stem.cos.uni-heidelberg.de/).

## Supplemental Data

**Supplemental Figure 1.** H4-GFP reporter lines used in this study.

**Supplemental Figure 2.** FANS for GFP-positive and GFP-negative nuclei.

**Supplemental Figure 3.** PCA plot and correlation heatmap of all datasets derived from GFP-positive nuclei of seven different reporter lines.

**Supplemental Figure 4.** Gene expression profiles for epidermis-associated genes.

**Supplemental Figure 5.** Gene expression profiles for each FANS/RNA-seq-derived gene cluster.

**Supplemental Figure 6.** Validation of gene expression patterns determined by FANS/RNA-seq.

**Supplemental Figure 7.** Validation of gene expression patterns determined by FANS/RNA-seq.

**Supplemental Figure 8.** PCA plot and correlation heatmap for FANS-derived and LCM-derived datasets.

**Supplemental Table 1.** Summary of RNA-seq results.

**Supplemental Table 2.** Primers used in this study.

**Supplemental Table 3.** Basic statistics of RNA-seq datasets provided in this study.

**Supplemental Data Set 1.** Differentially expressed genes comparing GFP-positive to GFP-negative nuclei from *NST3_pro_*, *SMXL5_pro_*, and *APL_pro_* lines, respectively.

**Supplemental Data Set 2.** Raw read counts for each FANS/RNA-seq dataset.

**Supplemental Data Set 3.** Raw and normalized read counts for each LCM/RNA-seq dataset.

**Supplemental Data Set 4.** Results of likelihood ratio test (LRT) analyses of FANS/RNA-seq datasets obtained from *NST3_pro_*, *VND7_pro_*, *PXY_pro_*, *SMXL5_pro_*, *APL_pro_*, *SCR_pro_* and *LTP1_pro_* lines.

**Supplemental Data Set 5.** Normalized read counts for each FANS/RNA-seq dataset.

**Supplemental Data Set 6.** Clustering of genes based on their expression patterns among seven tissues analyzed by FANS/RNA-seq.

**Supplemental Data Set 7.** SDE genes comparing the phloem cap and pith with the remaining vascular bundle using the Wald test.

**Supplemental Data Set 8.** GO term enrichment analysis for phloem cap and pith-associated genes.

**Supplemental Data Set 9.** Average values of normalized read counts of SDE genes in each FANS/RNA-seq-derived dataset ranked according to the highest values.

**Supplemental Data Set 10.** SDE genes comparing *NST3_pro_*-positive and *VND7_pro_*-positive nuclei using the Wald test.

**Supplemental Data Set 11.** GO term enrichment analysis for genes predominantly active in *NST3_pro_*-positive versus *VND7_pro_*-positive nuclei, and for genes predominantly active in *VND7_pro_*-positive nuclei versus *NST3_pro_*-positive nuclei.

**Supplemental Data Set 12.** List of genes used for comparison with previously published xylem or phloem-associated expression datasets.

**Supplemental Data Set 13.** GO term enrichment analysis for genes active in *NST3_pro_*, *VND7_pro_*, *PXY_pro_*-positive and *SMXL5_pro_*-, *APL_pro_*-positive domains.

**Supplemental Data Set 14.** Fold enrichment values of significantly over-represented transcription factor binding regions in the upstream regions of genes from FANS/RNA-seq-derived clusters and tissue-specific genes determined by LCM/RNA-seq.

**Supplemental Data Set 15.** List of genes with tissue-specific expression based on FANS/RNA-seq- and LCM/RNA-seq-derived datasets.

**Supplemental Data Set 16.** Sequences of synthesized promoter regions used in this study.

## Supplementary Material

koaa019_Supplementary_Data_Updated Click here for additional data file.

# Supplementary material for: Tissue-specific transcriptome profiling of the Arabidopsis inflorescence stem reveals local cellular signatures
**Source:** Plant Cell. 2020 Dec 2;33(2):200–23. doi: 10.1093/plcell/koaa019
**Supplement:** koaa019_Supplementary_Data_Updated

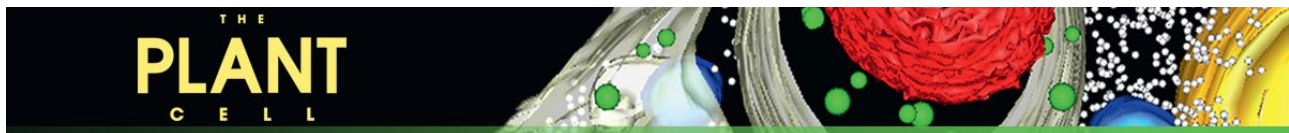

**Author Revision Checklist**      **Corresponding Author** \_\_\_\_\_ **Ms #** \_\_\_\_\_

The following items are required prior to final acceptance. Assessment and acceptance of your submission may be delayed if these elements are not clearly presented or are found to be out of compliance with journal standards. Please complete this form and submit it along with your revised manuscript as supplemental material.

---

## **MATERIALS DISTRIBUTION**

All manuscripts must include the following statement as an unnumbered footnote: "The author(s) responsible for distribution of materials integral to the findings presented in this article in accordance with the policy described in the Instructions for Authors ([www.plantcell.org](http://www.plantcell.org)) is (are): John D. Author ()."

☐ Materials distribution statement is included in the manuscript.

---

## **DATA AVAILABILITY**

Accession numbers must be provided for all genes reported and major genes discussed. All large-scale data (e.g., genome sequences, annotations, genetic maps, transcript profiles, other sequencing data, proteomic data sets, metabolic profiles) that are integral to the manuscript must be submitted to a permanent public repository with open access prior to submission, and must be made publically available immediately upon publication. Accession codes, unique identifiers, or web links for publicly available data sets must be provided in an Accession Numbers section at the end of the Methods.

☐ No data with mandated deposition      ☐ All relevant accession numbers are provided

---

## **IMAGE INTEGRITY**

Authors must ensure that all panels are accurate, all labels are correct, and no inadvertent duplications or errors occurred during preparation. Unprocessed source data must be provided upon request.

☐ Confirm that all data conform to image [integrity guidelines](#) listed in the Instructions for Authors.

---

## **NOMENCLATURE**

All nomenclature used must conform to accepted community standards for the species studied. Arabidopsis nomenclature rules should not be used for certain other species (including maize and rice) and vice versa. Please see the Instructions for Authors for more details and links.

☐ All nomenclature used in the manuscript follows community guidelines for the relevant species.

All gene and protein symbols used must have priority in the literature. New gene names and symbols must be approved by the editors and should be compliant with the naming conventions of the relevant research community. New Arabidopsis gene names should be registered with TAIR.

☐ The manuscript is introducing one or more new gene or protein names, and an explanation of these new names and rationale for introducing them is provided in the manuscript cover letter.

---

## **METHODS REPORTING**

☐ Plant growth conditions (soil, amendments, media, cell culture, etc.) are adequately described, including details of light quality - spectrum or bulb type – as well as intensity.

☐ PCR primers (RT-qPCR, cloning, etc.): all PCR primers are provided in the Methods or a supplemental table.

☐ Cloning information: cloning and DNA constructs are fully described (use a supplemental table if necessary).

☐ Antibodies: the source is provided for all commercial antibodies, including catalog/lot #, where applicable, or a complete description of non-commercial antibodies in the Methods (or as Supplemental Methods if appropriate).

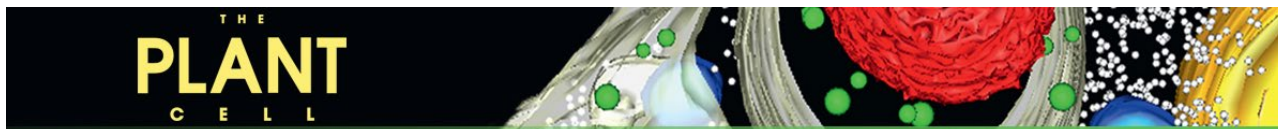

## **REPLICATION AND STATISTICAL ANALYSES**

Statistical analyses, the nature of replicates, and error bars must be adequately described in the Methods and figure legends. Confirm that the following items are present in the legends of all figures and tables that used statistical methods (or in the Methods section if appropriate):

n/a | confirmed

- ☐ | ☐ A complete description of how samples were harvested or collected, the precise nature of replicates, and the sample size (n) for each experimental group/condition. *Note that "biological replicate" alone is insufficient; this must be precisely defined for your experiments.*
- ☐ | ☐ A description of statistical test(s) used, whether they are one-sided or two-sided, rationale and assumptions, normalizations, and corrections (such as adjustment for multiple comparisons).
- ☐ | ☐ Test values indicating whether an effect is present. *Provide confidence intervals or give results of significance tests (e.g. p values).*
- ☐ | ☐ Clearly defined error bars in all relevant figure captions.
- ☐ | ☐ ANOVA and/or T-test results provided in supplemental tables (i.e. showing variables, parameters, degrees of freedom, and test statistics).

## **QUANTITATIVE PCR**

Methods used for qPCR must be described in full, including information on enzymes, kits, machines, normalization and data analysis, and genes/primers used (primers may be listed in a supplemental table). Details must be provided on statistical/analytical methods used to measure gene expression (RT-qPCR) and to determine differences in gene expression. Authors are encouraged to consult Remans et al. (2014). Reliable Gene Expression Analysis by Reverse Transcription-Quantitative PCR: Reporting and Minimizing the Uncertainty in Data Accuracy [Plant Cell 26: 3829-3837](#) and to follow [MIQE guidelines](#). Note that use of the term "semi-quantitative" PCR is not permitted; assays must be shown to be sufficiently quantitative to support a conclusion of changes in levels.

n/a | confirmed

- ☐ | ☐ Complete methods and all primers for qPCR, RT-qPCR have been provided.
- ☐ | ☐ Differential gene expression was assessed using accepted statistical tests, which are fully described.

## **MACROMOLECULAR STRUCTURES**

All relevant structural data must be submitted to an appropriate database (e.g. [wwPDB](#), [EMDB](#)) prior to submission and must be made publicly available immediately upon publication.

The manuscript includes structural data (e.g. x-ray, NMR, EM).

- ☐ No | ☐ Yes:
  - ☐ For all macromolecular structures studied, a validation report from [wwPDB](#) is provided.
  - ☐ For any electron microscopy results, density maps and coordinate data have been deposited in [EMDB](#).

## **SOFTWARE/CUSTOM SCRIPTS**

Studies using customized software or custom scripts must describe how readers can access the code, including any access restrictions.

The manuscript includes custom codes or scripts.

- ☐ No | ☐ Yes:
  - ☐ All custom codes, scripts, and pipelines are uploaded and available on a public repository such as GitHub and the direct link is listed within the manuscript. Downloadable materials include a ReadMe file and sample data file.

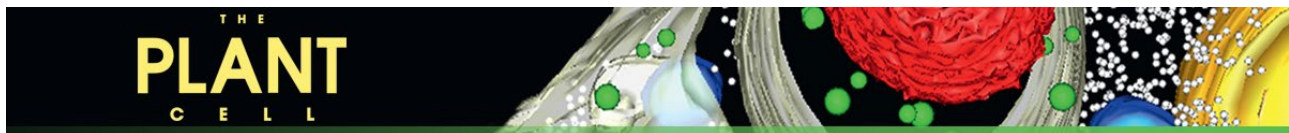

## DATA PRESENTATION

**Data distribution/bar charts and line charts.** Authors are encouraged to present data in a format that shows data distribution (dot-plots, box-and-whisker plots, or violin plots), with all relevant elements defined (e.g. center line, median; box limits, upper and lower quartiles; whiskers, 1.5x interquartile range; points, outliers). If bar graphs are used, the corresponding dot plots should be overlaid. Individual data points should be shown in all cases where the number of data points <6.

☐ Confirm that in all cases where the number of data points is <6, individual data points are shown.

**Supplemental Data.** Data and methods that are integral to the main conclusions of the article must be presented in the main manuscript. Supplemental figures and tables must be prepared to the same standards of quality and visual clarity as regular manuscript figures and tables, with all data and elements of the figures clearly defined and fully explained.

☐ Confirm that each Supplemental Figure provides direct support for a figure in the main manuscript, and includes a supporting statement in the Supplemental Figure legend, e.g. ("Supports Figure 1").

### Figures, Tables, and Supplemental Data Presentation

If your manuscript is accepted, figures, tables, and supplemental data will be required to conform to the guidelines below, which will be checked during a final scientific editing step. Careful preparation of your figures following these guidelines prior to resubmission will facilitate editor and reviewer assessment of your revised manuscript. Therefore, you may wish to make these changes prior to resubmission.

-Tables in the main manuscript or supplemental materials should be no more than 2 pages in length; any table longer than 2 pages should be provided in Excel format, labeled as a "Supplemental Data Set."

-Tables in the main manuscript must be included in the manuscript file (Word document) after the Methods section, using the "insert table" feature in Word (do not insert images into the manuscript file).

-Figures should be prepared as professionally as possible and should have a consistent appearance (i.e. as if all figures were made by the same person).

- All text and elements of each figure should be clearly visible at printed size.
- Color schemes should be used consistently across all figures, whenever possible (i.e. use the same colors for the same genotype/treatment across multiple figures); avoid complicated patterns and hatching if possible. Use a color palette that is "color blind safe" if possible, e.g. <http://www.somersault1824.com/tips-for-designing-scientific-figures-for-color-blind-readers/>
- Make consistent use of the same, sans-serif font (e.g. Arial) in all figures.
- Use the same (or similar) size font for panel letters (A, B, C, etc.) in all figures.
- Avoid the use of Excel default settings for creating graphs, i.e. for colors, patterns, bar-width, axis settings, etc.
- Bars in bar graphs should be the same width (or close) for multiple bar graphs in different panels of a single figure (*this means spaces between bars may be different, but bars should be the same width*).
- Use proper symbols for +/- (instead of a hyphen - for minus).
- Numerical values on all graph axes should have a consistent number of significant digits (e.g. 5.0, 10.0, 15.0 or 5, 10, 15 etc.); however, the origin should always be "0", never "0.0".
- Make sure axis values are legible and do not crowd the values along the axes.
- Images made from screen shots should be adjusted to high resolution where necessary, and illegible or overlapping text or other elements omitted or re-drawn using a suitable graphics program to be legible at printed size.
- Figure legends must be clear and adequately describe the data shown. All elements of figures must be defined accurately, e.g. the axes, abbreviations, symbols, how values were obtained, and error bars. Replicates must be defined precisely: the term "biological replicate" should be defined explicitly in the context of each experiment in the legend (or Methods).

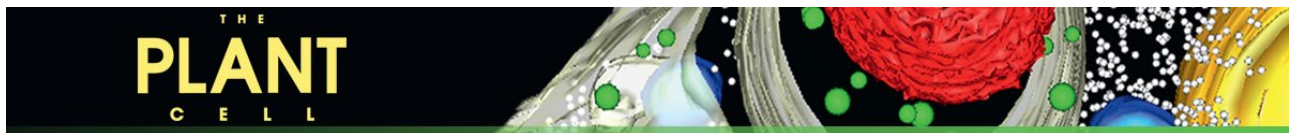

- The journal is implementing a pilot project of identifying the author(s) responsible for creating each figure, table, or data set, to give proper attribution to authors for their individual contributions to a manuscript. If you would like to participate, please either include the information in the author contributions section, or add a statement to each legend, such as “J.D., A.S., and B.W. contributed the data and created the figures for panels A, B, and C, respectively”, or “J.D., A.S., and B.W. contributed the data for panels A, B, and C, respectively, and J.D. created the figure.”
- Multiple supplemental figures and tables should be combined and submitted as a single PDF file named “Supplemental Data”, no larger than 50 MB. Files to be merged into the single supplemental data file include supplemental figures, followed by supplemental tables. Supplemental tables in this file are restricted to 1-2 pages in length.
- Any Supplemental Table longer than 2 pages should be labeled as a “Supplemental Data Set” and provided in Excel format.
- Arial font (or similar sans serif font, e.g. Helvetica) should be used on all Supplemental Figures, Supplemental Tables, and Supplemental Data Sets and their corresponding legends. The only exception is for nucleotide sequences (primers, etc.) where a mono-spaced font such as Courier should be used.
- Supplemental Data Sets should include complete legends (on a separate sheet if necessary).
- Numerical values in data sets should be adjusted to a suitable number of significant figures (decimal places); do not simply use default Excel settings.
- Make use of freeze panes and shading or color coding to help the reader navigate large files. If convenient, multiple Supplemental Data Sets may be submitted on separate sheets in a single Excel file.
- File size: each supplemental file ideally should be less than 10 MB and is limited to 50 MB maximum size. *If you have a large number of supplemental files or files that exceed 50 MB, you may be requested to upload supplemental data to datadryad.org.*

## Resources

<https://betterfigures.org/2015/06/23/picking-a-colour-scale-for-scientific-graphics/>

[Ten simple rules for better figures](#) (2014) by Rougier et al. in *PLOS Computational Biology*

---

## FUNDING INFORMATION

Funding information provided during the submission process online should match what is in the manuscript file. *Please check this when you resubmit.*

---

## SPECIFIC METHODS MODULES

Certain methods require completion of a specific module in addition to this form. Please complete the section below and the relevant module(s) (found on pages 7-10) for specific methods/data types listed.

n/a | confirmed

- ☐ | ☐ For newly generated genetic material (e.g. mutant, transgenic lines), confirm completion of genetic materials module on page 7.
- ☐ | ☐ For protein-protein or protein-nucleic acid interactions, confirm completion of the protein interactions module on page 8.
- ☐ | ☐ For protein localization studies, confirm completion of the protein localization module on page 9.
- ☐ | ☐ For phylogenetic analysis, confirm completion of the phylogenetics module on page 10.

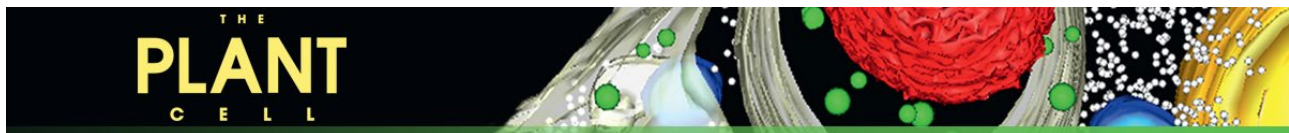

---

## MANUSCRIPT FORMAT

---

**Title and abstract.** The title and abstract are critical for engaging readers and enticing them to read the paper. The title should be concise, use active voice, spell out genes names (or otherwise define), and avoid acronyms. The species or organism under study should be in the title or the abstract (i.e. brief description of experimental system(s) used). See: <http://genestogenomes.org/how-to-write-titles-that-tempt/>. The abstract should be no more than ~200 words. Include only major results and implications and put general background and methods in the main text.

**One-sentence summary.** Include a one-sentence summary of the work on the title page that provides a non-technical summary of the broad significance of the research findings in plain language (for a general audience) that does not merely repeat what is already in the abstract. The use of complex scientific terms and acronyms should be avoided.

**References:** Upon final submission, in-text citations should be formatted using an author-date format; ***not numbered***, with references in alphabetical order in the Reference list. Any author-date style is acceptable. References cited only in the Supplemental Data file should be listed at the end of this file and not in the Reference list in the main text

**Species names:** Organisms should be referred to by their common name at first use (if a standard common name applies), with the Latin name in parentheses. Subsequent references can be either Latin or common names but should be consistent throughout the manuscript.

**Title page:** Please follow the format shown on the next page. Use single spacing of abstract and other information if necessary to fit title, author info, and abstract on a single page as shown (the abstract may run on to the second page if necessary).

---

**RESEARCH ARTICLE** [or e.g. LARGE-SCALE BIOLOGY ARTICLE, BREAKTHROUGH REPORT]

## **A Dedicated Type II NADPH Dehydrogenase Performs the Penultimate Step in the Biosynthesis of Vitamin K1 in *Synechocystis* and *Arabidopsis***

**Abdelhak Fatihi<sup>a</sup>, Scott Latimer<sup>a</sup>, Stefan Schmollinger<sup>b</sup>, Anna Block<sup>a</sup>, Patrick H. Dussault<sup>c</sup>, Wim F.J. Vermaas<sup>d</sup>, Sabeeha S. Merchant<sup>e</sup>, Gilles J. Bassett<sup>a,f</sup>**

<sup>a</sup> Department of Agronomy and Horticulture, and Center for Plant Science Innovation, University of Nebraska, Lincoln, Nebraska 68588.

<sup>b</sup> Department of Chemistry and Biochemistry, University of California, Los Angeles, California 90095.

<sup>c</sup> Department of Chemistry, University of Nebraska, Lincoln, Nebraska 68588.

<sup>d</sup> School of Life Sciences and Center for the Study of Early Events in Photosynthesis, Arizona State University, Tempe, Arizona 85287

**Short title:** Transmethylation in Vitamin K Biosynthesis

**One-sentence summary:** The biosynthesis of vitamin K1 requires an additional bona fide step that consists of the prerequisite reduction of the demethylnaphthoquinone ring prior to its transmethylation.

The author responsible for distribution of materials integral to the findings presented in this article in accordance with the policy described in the Instructions for Authors ([www.plantcell.org](http://www.plantcell.org)) is: Giles Bassett ().

### **ABSTRACT**

Mutation of *Arabidopsis thaliana* *NAD(P)H DEHYDROGENASE C1* (*NDC1*; *At5g08740*) results in the accumulation of demethylphyloquinone, a late biosynthetic intermediate of vitamin K1. Gene coexpression and phylogenomics analyses showed that conserved functional associations occur between vitamin K biosynthesis and *NDC1* homologs throughout the prokaryotic and eukaryotic lineages. Deletion of *Synechocystis* *ndbB*, which encodes for one such homolog, resulted in the same defects as those observed in the cyanobacterial demethylnaphthoquinone methyltransferase knockout. Chemical modeling and assay of purified demethylnaphthoquinone methyltransferase demonstrated that, by virtue of the strong electrophilic nature of S-adenosyl-L-methionine, the transmethylation of the demethylated precursor of vitamin K is strictly dependent on the reduced form of its naphthoquinone ring. *NDC1* was shown to catalyze such a prerequisite reduction by using NADPH and demethylphyloquinone as substrates and flavine adenine dinucleotide as a cofactor. *NDC1* displayed Michaelis-Menten kinetics and was markedly inhibited by dicumarol, a competitive inhibitor of naphthoquinone oxidoreductases. These data demonstrate that the reduction of the demethylnaphthoquinone ring represents an authentic step in the biosynthetic pathway of vitamin K, that this reaction is enzymatically driven, and that a selection pressure is operating to retain type II NAD(P)H dehydrogenases in this process.

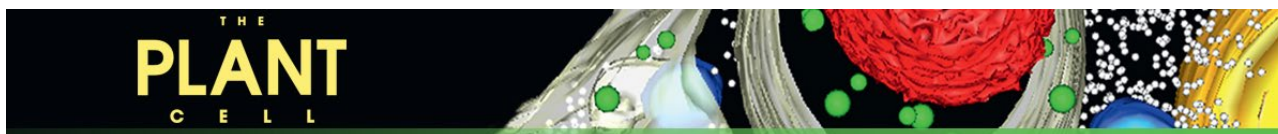

## GENETIC MATERIALS MODULE

---

Authors must provide details related to the generation and characterization of new genetic material (e.g., mutant or transgenic lines). For transgenes and mutant lines, the manuscript must include information on the number of independent transformation events, how many lines were isolated and characterized, and in which generation (T1, T2). Evidence that the lines have single or multiple insertion sites, or single or multiple copies of the transgenes, should be provided if available.

If the work is attempting to link a phenotype to a specific gene, evidence of a) multiple alleles/transgenes and/or b) multiple approaches each with single events (such as EMS alleles, transposon insertions, or Cas9-mediated lesions), and validation with sequencing may be important to insure that linked variation and off-target or position effects are not producing non-representative consequences. The use of RNAi, for example, is known to be associated with a high incidence of off-target effects (downregulation of unintended targets), underscoring the need for multiple lines of evidence.

**CRISPR/Cas9-mediated mutations:** Although it may not be feasible to use two different guide RNA transgenes, different mutations derived from the same guide RNA are not truly independent, as they may be linked to the same off-target effects. At a minimum, the guide RNA transgene should be segregated away from the mutation of interest and/or multiple independent transformation events used.

**Gene names:** Gene names should conform to species-specific nomenclature guidelines. Any previously published gene names have priority and should be used rather than re-naming genes. Please ensure that you have completed the nomenclature section on the author revisions checklist and provided an explanation and rationale for any new names in your cover letter when resubmitting your manuscript.

Please enter a description of each mutant or transgenic line below; provide a separate sheet if necessary.

| <u>Mutant or transgenic line</u> | <u>Description</u> |
|----------------------------------|--------------------|
|----------------------------------|--------------------|

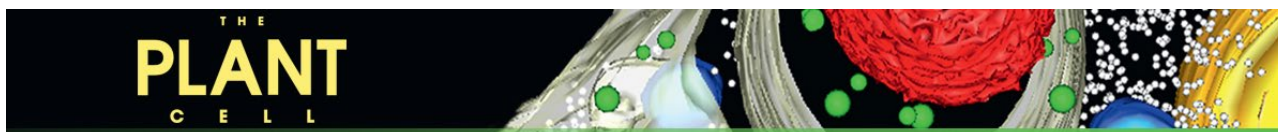

## PROTEIN INTERACTIONS MODULE

---

**Please complete all numbered sections 1-5 below.** Of particular importance for all assays is the choice and description of controls and quantitative information on the number of observations made.

1. ☐ Confirm that quantitative information is provided on the number of cells observed or observations made for all assays reported.

It is desirable to show quantitative data (for example, from 10 randomly chosen regions of interest of infiltrated leaves) and not solely one or two “representative images.” The minimum information that should be provided along with representative images is the number of cells/protoplasts or observations that showed the same localization pattern and the total number of cells observed or observations made. Where feasible, any representative microscopy image should show a complete cell, with the nucleus and the center of the cell in the focal plane.

## PROTEIN-PROTEIN INTERACTIONS REPORTING

---

2. The manuscript includes BiFC analysis.

☐ No | ☐ Yes:

- ☐ Confirm that appropriate negative controls are included as described below.

Expressing unfused YFP fragments alone is not a sufficient control for BiFC experiments (see the Commentary from Bock and Kudla <https://doi.org/10.1105/tpc.16.00043>). Ideally, negative controls should include a mutated version of one of the interacting proteins carrying a defect in the interaction domain or a related non-interacting protein from the same protein family. If neither a mutated protein version nor a suitable closely related protein are available as negative controls, an unrelated protein (but, ideally, structurally similar and expressed in the same subcellular compartment) can be used.

- ☐ Confirm that the methods provides orientations of all constructs used.

It is essential that exactly the same orientations are used for negative controls as for the positive interaction.

3. The manuscript includes another type of protein-protein interaction assay (e.g. Y2H or variant, Co-IP, FRET).

☐ No | ☐ Yes. Attach another page if necessary.

Type of assay \_\_\_\_\_

Description of controls:

## PROTEIN-NUCLEIC ACID INTERACTIONS REPORTING

---

4. The manuscript includes ChIP-Seq experiments.

☐ No | ☐ Yes

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as GEO.

- ☐ Confirm that access is provided to graph files (e.g. BED files) for called peaks.

- ☐ Confirm that the Methods section includes details of i) experimental replicates, ii) sequencing depth, iii) a description of all antibodies used, iv) peak calling parameters, and v) software used to collect and analyze ChIP-Seq data.

5. The manuscript includes EMSA experiments.

☐ No | ☐ Yes

- ☐ Confirm that any competition assay for binding specificity includes one or more controls using mutated or scrambled binding sites (showing no loss of binding); it is not meaningful to show competition with unlabeled wild-type DNA unless the competition with a mutated or scrambled site is included.

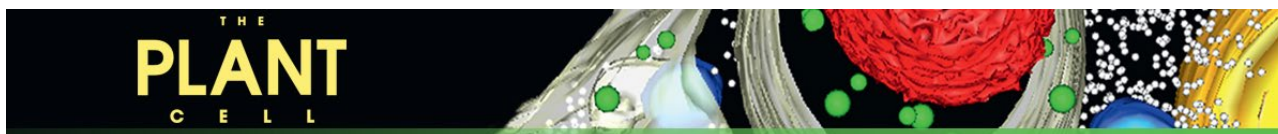

## PROTEIN LOCALIZATION MODULE

Please note the following:

- For any immunological work, the source and specific characteristics of the antibody must be provided.
- When using a fluorescent marker (e.g. GFP) fused to a protein of interest, it may be important to show that the fusion protein a) is intact (e.g. via immunoblotting), and b) is co-expressed in the same location as a bona fide marker protein (e.g. for nucleus, vacuole, etc.) fused to a different spectral variant fluorescent marker. Where relevant, it may also be important to show that the fusion protein is functional. Authors should consider if any of this information is relevant and obtainable for their particular protein(s) and system under investigation.
- Information provided here must also be presented in the manuscript.

Describe the nature of protein localization experiments, controls used, and assessment.

Describe the source and specific characteristics of any antibodies used.

☐ Confirm that the manuscript provides quantitative information on the number of cells (protoplasts) observed or observations made.

It is desirable to show quantitative data (for example, from 10 randomly chosen regions of interest of infiltrated leaves) and not merely one or two “representative images”, especially if only transient transformation experiments were conducted. The minimum information that should be provided along with representative images is the number of cells/protoplasts that showed the same localization and the total number of cells observed. Any representative image should display a complete cell, with the nucleus and the center of the cell in the focal plane.

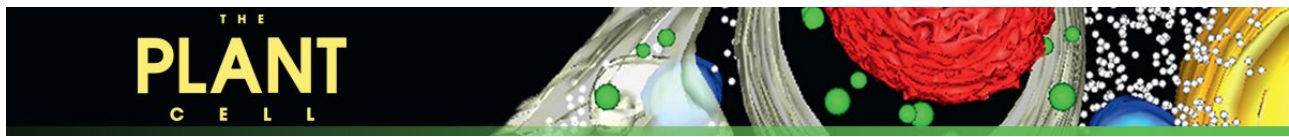

## PHYLOGENETICS MODULE

---

- ☐ Methods used for sequence analysis are reported in full with citations and software and parameter values (even if only default values were used) in a separate section of the Methods entitled "Phylogenetic Analysis". Please note that CLUSTAL does not produce an acceptable phylogeny; use a true phylogenetic analysis program (e.g., MEGA, RAxML, IQ-TREE, RevBayes, BEAST). Alignments used to produce phylogenies should be produced with an appropriate alignment program (e.g., MAFFT, T-Coffee).
- ☐ Confirm that for phylogenetic trees depicted or interpreted as rooted, the criterion used for rooting (e.g., midpoint, outgroup) is provided, and if outgroup rooting is used, the basis for the choice of outgroup is explained.
- ☐ Confirm that tree branch lengths (e.g. time, substitutions per site, coalescence units) are properly described in tree figure captions.
- ☐ Confirm that statistical support for nodes in any phylogenetic tree figures is reported (i.e., posterior probabilities or bootstrap values with MCMC search sample or replicate numbers reported in text).
- ☐ Sequence alignments (e.g. FASTA, PHYLIP, Nexus format) have been placed in a persistent database (e.g. Dryad, TreeBASE) or provided as Supplemental Files.
- ☐ Machine-readable tree files (e.g. Newick, Nexus, NeXML format) have been placed in a persistent database (e.g. Dryad, TreeBASE) or provided as Supplemental Data (preferably as a text [.tree] file labeled as a "Supplemental File").
- ☐ For instances where any of the above criteria are not relevant, please check this box and provide an explanation below:

### Notes about terminology:

Similarity-based phenetic analyses – e.g. clustering of genotypes based on SNP data – should be distinguished from phylogenetic inference of gene or species relationships.

Authors are asked to avoid the use of terms such as “early diverging lineage”, “primitive”, “lower and higher plants”, and similar phrases, with reference to some non-flowering plants, e.g. *Physcomitrella*. This terminology is misleading as it serves to reinforce the idea that certain lineages are somehow primitive or ancestral to “higher” plants. The last common ancestor of *Arabidopsis* and *Physcomitrella*, for example, lived ca. 440 MYA and diverged into two lineages, one leading to vascular plants and one to mosses, both of which are alive today with a combination of ancestral and derived traits. It is nonsensical to state that one of these lineages is “earlier diverging” compared to the other. It is likewise misleading to call *Physcomitrella* “primitive”; it is only appropriate to refer to specific traits, such as gametophyte dominance, as being “ancestral”, rather than “primitive”. The term “basal angiosperm” is similarly misleading; more appropriate terminology for, e.g. *Amborella*, is “sister lineage to all other extant angiosperms”, or “ANA grade” (comprising Amborellales, Nymphaeales, and Austrobaileyales that are successively sister to all other extant angiosperms). Instead of the terms “higher” and “lower” plants, which are imprecise and misleading, substitute something more precise, e.g. “land plants,” “vascular plants,” “angiosperms,” “non-vascular plants,” “bryophytes,” etc.

# Supplementary material for: Tissue-specific transcriptome profiling of the Arabidopsis inflorescence stem reveals local cellular signatures
**Source:** Plant Cell. 2020 Dec 2;33(2):200–23. doi: 10.1093/plcell/koaa019
**Supplement:** koaa019_Supplementary_Data_Updated

|                                   |            |
|-----------------------------------|------------|
| Supplemental Figures 1-10         | Page 1-10  |
| Supplemental Tables 1-3           | Page 11-14 |
| listing of Supplemental Data Sets | Page 15-17 |

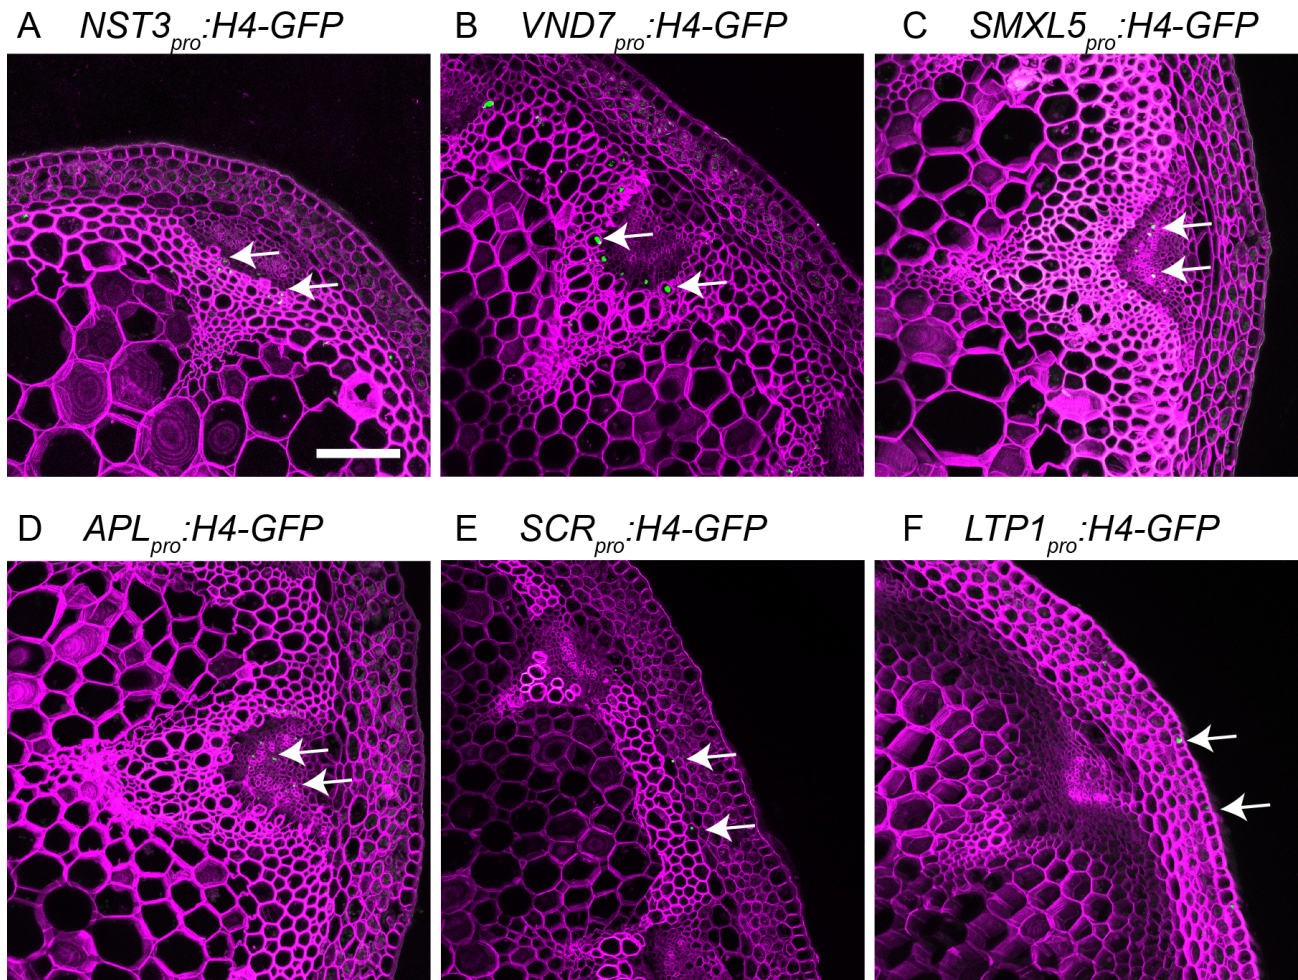

**Supplemental Figure 1. H4-GFP reporter lines used in this study (supports Figure 1)**

(A-F) Maximum intensity projection of confocal images of cross sections from the second elongated internode. The GFP signal is shown in green and Direct Red 23-stained cell walls are visualized in magenta. Arrows indicate GFP-positive nuclei. Scale bar: 100  $\mu$ m. Note that only the nuclei in the limited observable depth of the section are detected and visualized.

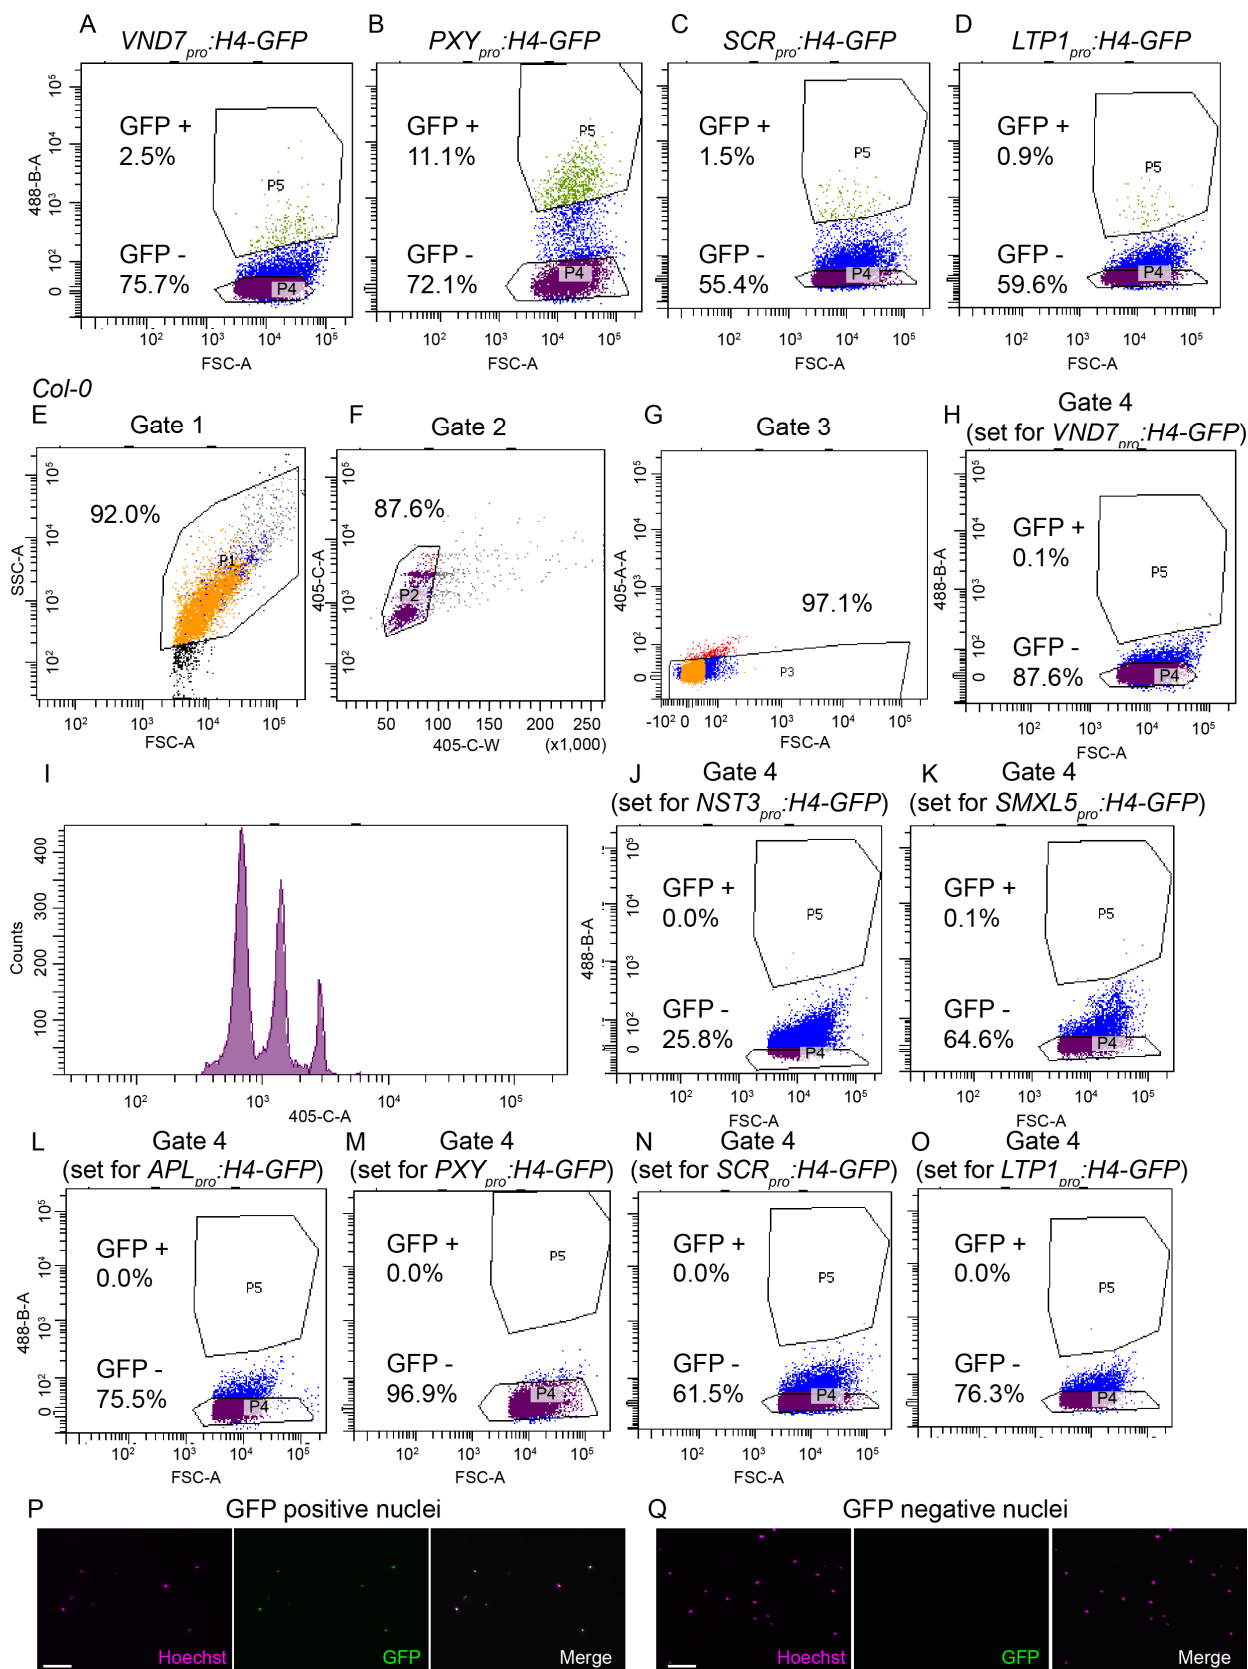

**Supplemental Figure 2. FANS for GFP-positive and GFP-negative nuclei (supports Figure 2)**

(A-D) Plot of gate settings defining GFP-positive (P5) and GFP-negative nucleus (P4) populations from *VND7<sub>pro</sub>::H4-GFP* (A), *PXY<sub>pro</sub>::H4-GFP* (B), *SCR<sub>pro</sub>::H4-GFP* (C) and *LTP1<sub>pro</sub>::H4-GFP* (D)

transgenic plants, respectively. The percentages of each population compared to all events are indicated. X axis (FSC; forward scatter intensity) corresponds to the diameter of the cell, the Y axis (488) indicates levels of GFP fluorescence. (E-H) Additional FANS gate settings. One example from wild type plants without transgene sorted in parallel to samples from *VND7<sub>pro</sub>:H4-GFP* plants is shown. See Nucleus Sorting section in the Methods section for further description. SSC: side scatter (E), 405-C-W: width of fluorescent signal induced by the 405 nm laser, 405-C-A: area of fluorescent signal induced by the 405 nm laser (F), 405-A-A: auto-fluorescence signal detected in the YFP channel excited by the 405 nm laser (G). (H) Same gate settings as used in (A). (I) Histogram showing the distribution of DNA content of nuclei detected by 405 laser excitation after Hoechst staining. (J-O) Wild type plants without transgene sorted with the gate settings used for the respective reporter lines. (P, Q) Microscopic images of sorted GFP-positive and -negative nuclei obtained from the *PXY<sub>pro</sub>:H4-GFP* reporter line. Nuclei were stained with Hoechst (shown in magenta). The GFP signal is shown in green. Scale bar = 100  $\mu$ m.

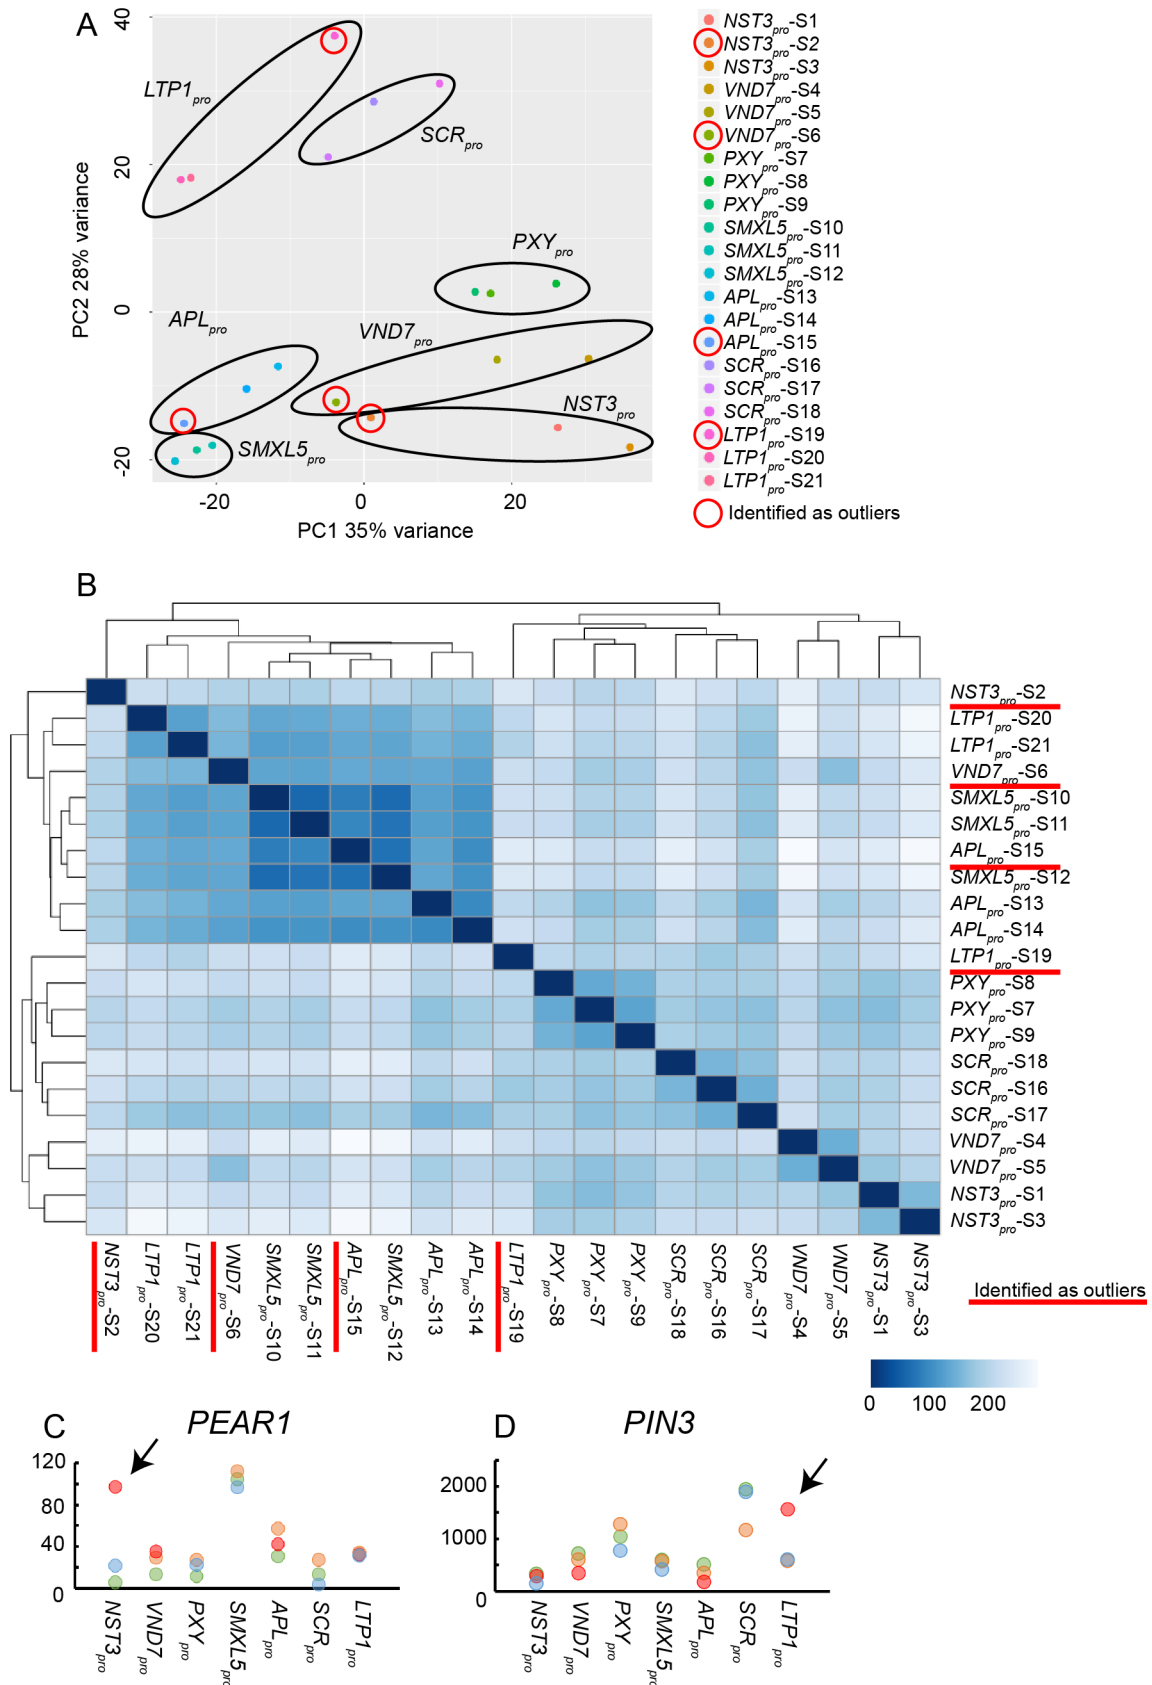

**Supplemental Figure 3. PCA plot and correlation heatmap of all datasets derived from GFP-positive nuclei of seven different reporter lines (supports Figure 3).**

(A) PCA of log-transformed normalized read counts of each RNA-seq dataset. (B) Heatmap indicating statistical distances between RNA-seq datasets according to the color code. Euclidean

Supplemental Data. Shi et al. (2021). Tissue-specific transcriptome profiling of the Arabidopsis inflorescence stem reveals local cellular signatures. Plant Cell.

distances [arbitrary unit] between samples were calculated using the *dist* function in R, based on the log2-transformed normalized read counts. Three replicates were obtained from each nucleus population for the seven different promoter lines. Samples marked in red did not cluster together with other replicates of the same nucleus population. (C-D) Normalized read counts for the indicated genes among seven different tissues displayed individually for each replicate including the samples identified as outliers (in red). Arrows indicate the data point from outlier samples that was at odds with known gene expression profiles.

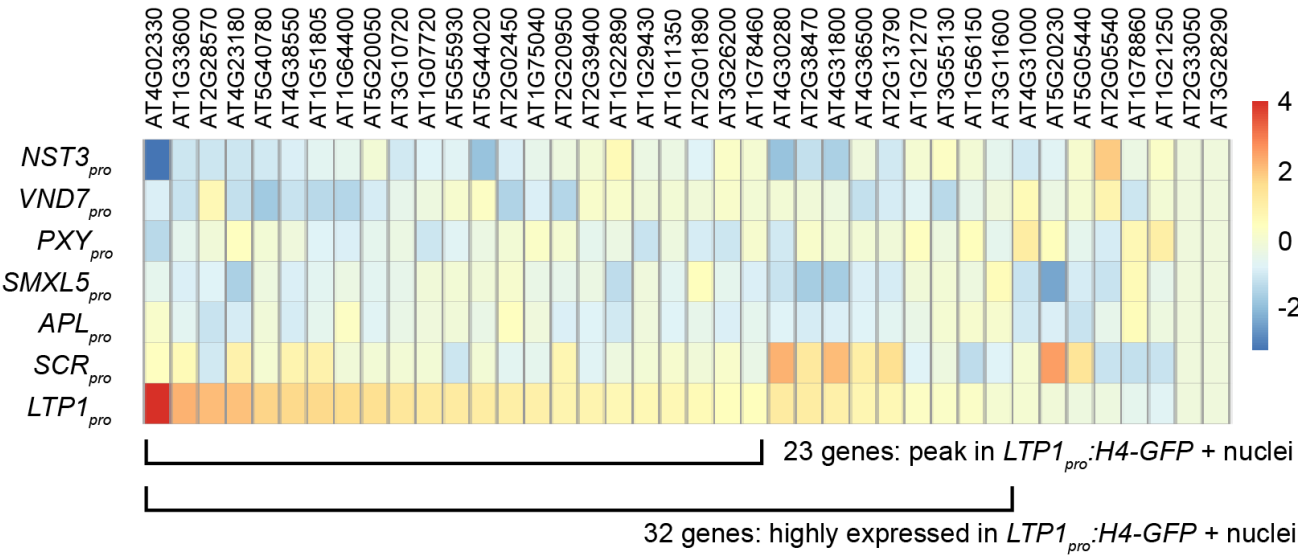

**Supplemental Figure 4. Gene expression profiles for epidermis-associated genes (supports Figure 4).**

Relative expression heat map of the 40 genes which are most specifically expressed in the epidermis according to Suh et al., 2005 in seven FANS-derived datasets. Relative expression values are color coded and indicate the log2 values of normalized read counts after the average values found in all seven nucleus samples for each gene were subtracted.

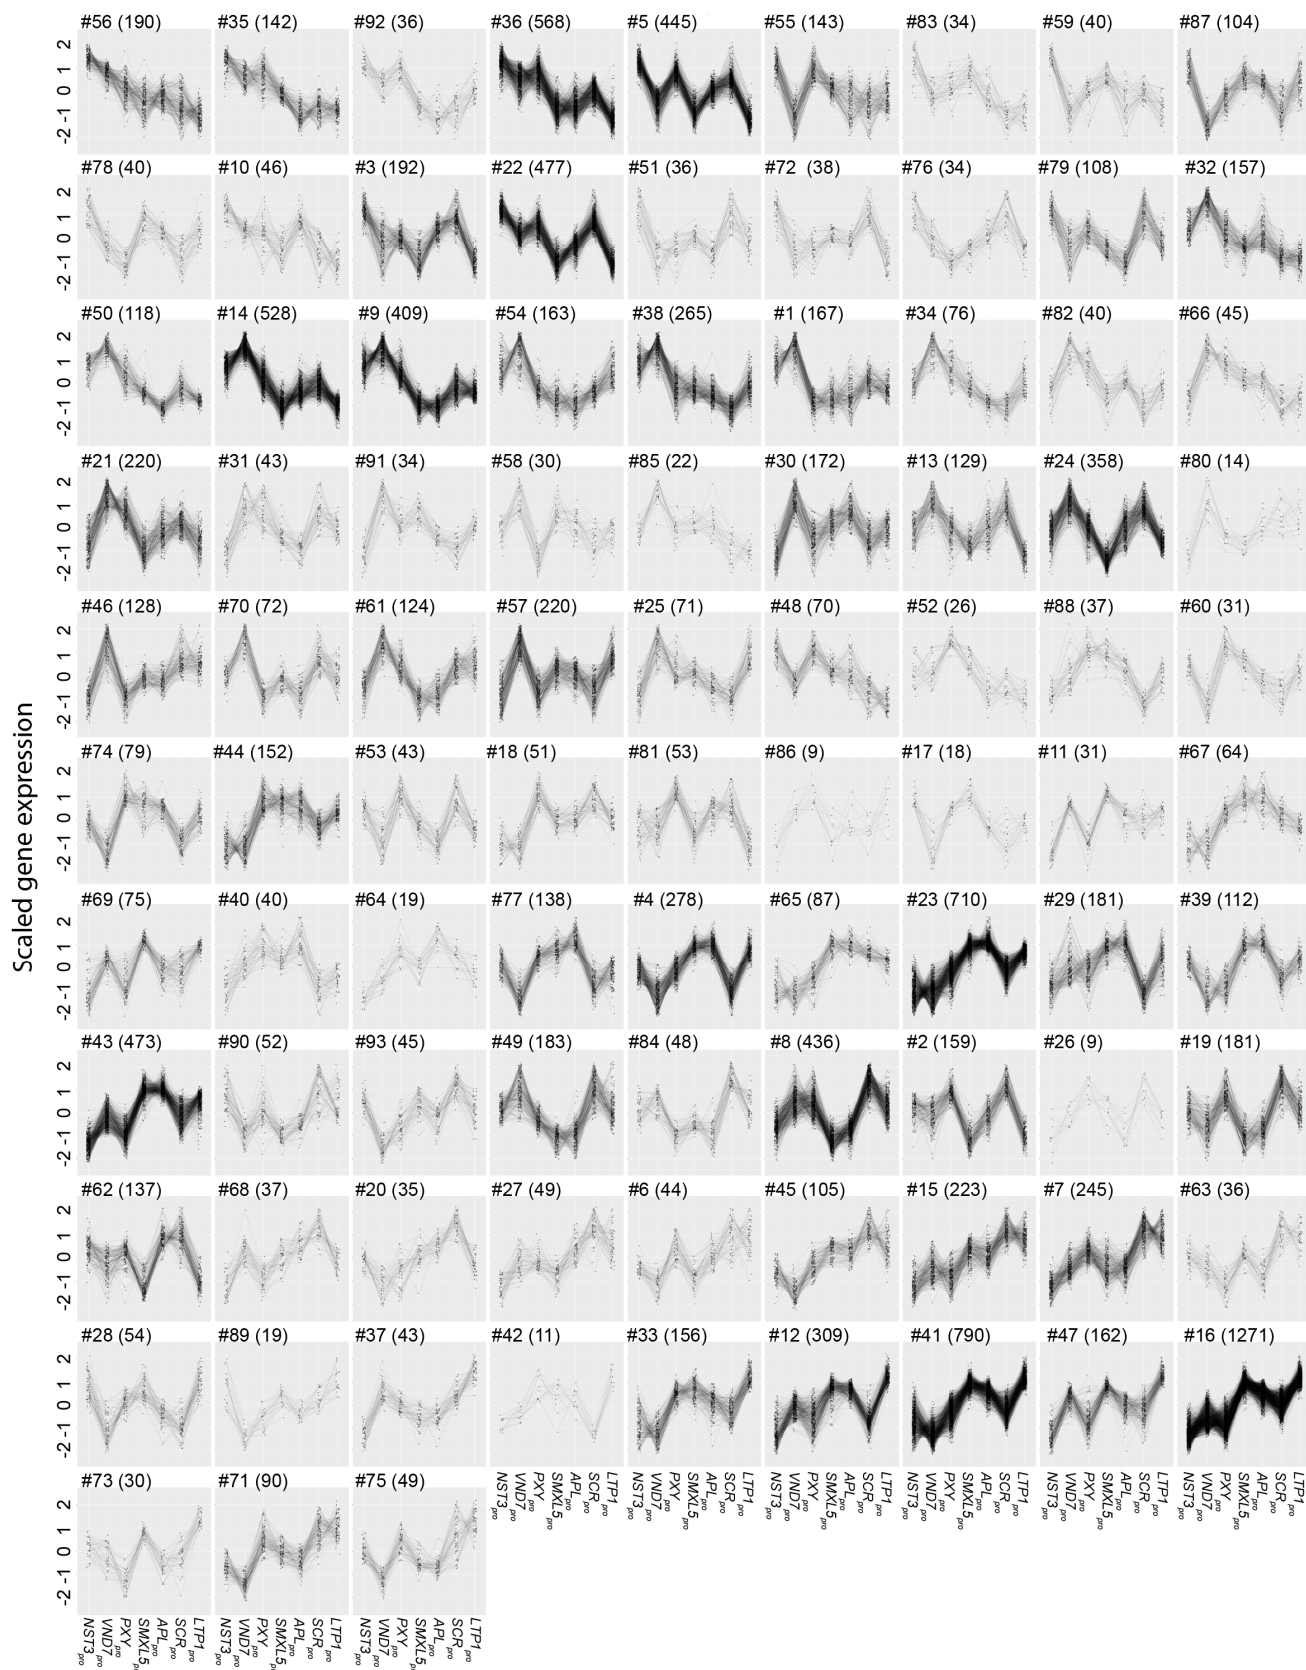

### Supplemental Figure 5. Gene expression profiles for each FANS/RNA-seq-derived gene cluster (supports Figure 6).

Scaled relative gene expression values are visualized for each cluster. Normalized read counts were log2-transformed and then the distribution range of each gene among seven nucleus types was again normalized. Labels indicate the cluster ID and the number of genes in each cluster (#Cluster ID (number of genes)). The pattern of expression for each cluster is displayed in the same way as in Figure 6.

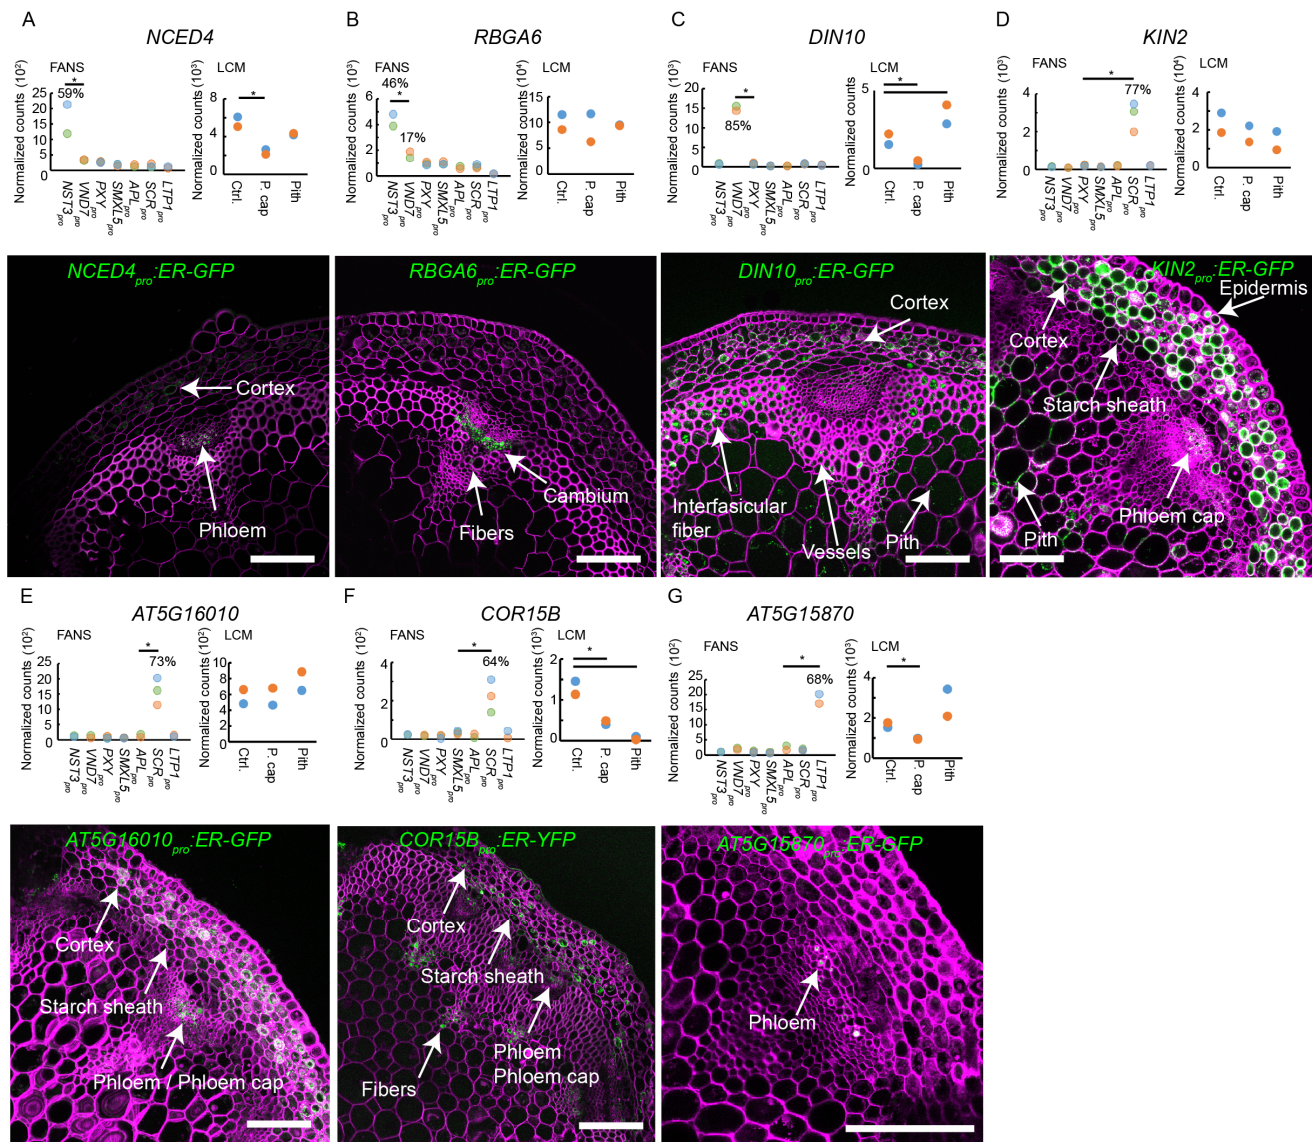

### Supplemental Figure 6. Validation of gene expression patterns determined by FANS/RNA-seq (supports Figure 7).

(A-G) Upper panels; normalized read counts found in FANS- and LCM-derived datasets are shown for each indicated gene (*NINE-CIS-EPOXYCAROTENOID DIOXYGENASE 4* (*NCED4*), *RNA-BINDING GLYCINE-RICH PROTEIN A6* (*RBGA6*), *DARK INDUCIBLE 10* (*DIN10*), *KIN2*, *AT5G16010*, *COLD-REGULATED 15B* (*COR15B*), *AT5G15870*). Percentages given in the FANS chart (left) indicate the ratio between the average number of normalized read counts in the selected nucleus type and the average number of normalized read counts found in all seven nucleus types. Asterisks indicate significant differences between the highest value and the second highest value in the FANS charts ( $p < 0.01$  in Wald test), and significant differences compared to the control tissue in the LCM charts ( $p < 0.01$  in Wald test). 

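Of the 7 genes, COR15B, which overlaps AT2G42520, was called lower in the pith than in the vascular bundle, with 2.86 ± 2.25 against 62.5 ± 10.8 CPM (SD, n = 2; log2 fold change -4.45, SE 0.57, adjusted p = 0.00189 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without S34 or S35 its log2 fold change in the pith was -5.63 or -3.81. No gene of this group was called in the phloem cap by edgeR, which called no gene of any kind there. DESeq2 called NCED4 (log2 fold change -1.26, adjusted p = 0.000896), DIN10 (-2.36, 6.13e-06) and COR15B (-1.58, 8.95e-05) lower in the phloem cap. DIN10 overlaps AT5G20260, and its change in the phloem cap was -3.01 without S33. RBGA6, KIN2, AT5G16010 and AT5G15870 were called in neither tissue by either test. The log2 fold changes of RBGA6 and AT5G16010 in the phloem cap were -0.20 (SE 0.43) and -0.03 (SE 0.32) and changed sign with single libraries left out.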

Bottom panels; confocal microscopy images for each indicated promoter reporter line. The ER-targeted fluorescent signal is shown in green. The Direct Red 23-stained cell wall is visualized in magenta. Scale bars: 100  $\mu$ m. A single focal plane is shown in each image. At least two independent transgenic plant lines for each promoter reporter were investigated. Detected signals are indicated by white labels.

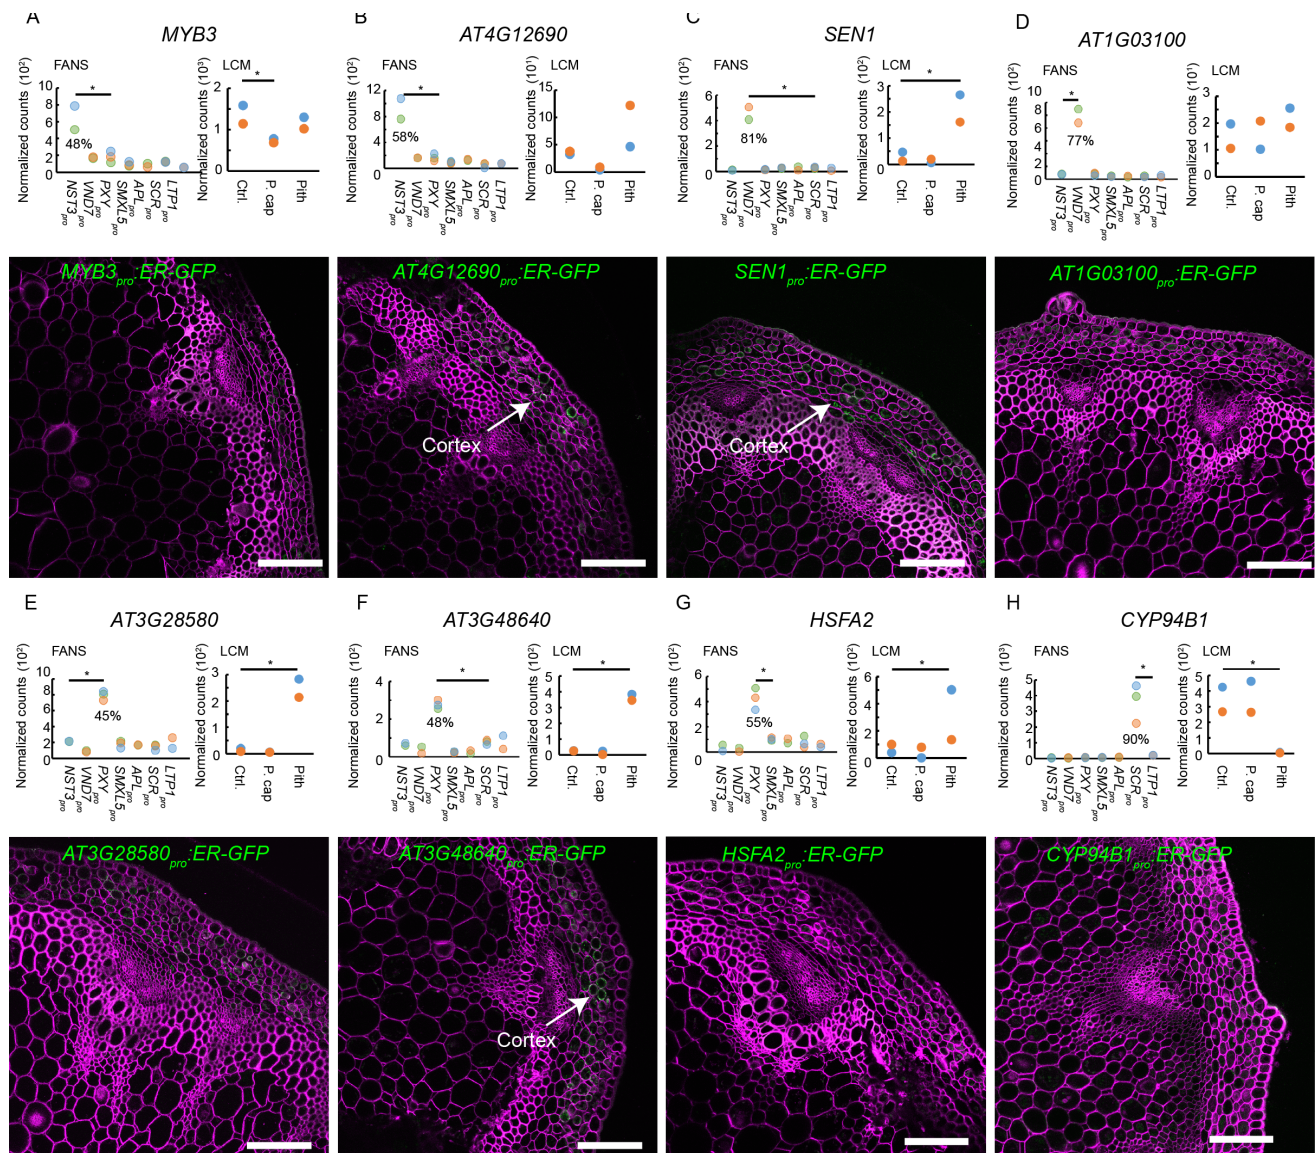

### Supplemental Figure 7. Validation of gene expression patterns determined by FANS/RNA-seq (supports Figure 7).

(A-H) Upper panels; normalized read counts found in FANS- and LCM-derived datasets are shown for each indicated gene (*MYB3*, *AT4G12690*, *SENESCENCE-ASSOCIATED GENE 1* (*SEN1*), *AT1G03100*, *AT3G28580*, *AT3G48640*, *HEAT SHOCK TRANSCRIPTION FACTOR A2* (*HSFA2*), *CYTOCHROME P450 94B1* (*CYP94B1*)). Percentages given in the FANS chart (left) indicate the ratio between the average number of normalized read counts in the selected nucleus type and the average number of normalized read counts found in all seven nucleus types. Asterisks indicate significant difference between the highest value and the second highest value in the FANS charts ( $p < 0.01$  in Wald test), and significant differences compared to the control tissue in the LCM charts ( $p < 0.01$  in Wald test). 

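AT3G28580 and AT3G48640 were called higher in the pith than in the vascular bundle, with log2 fold changes of 4.16 (SE 0.55, edgeR adjusted p = 0.0022) and 3.81 (SE 0.36, edgeR adjusted p = 0.000646), both from the quasi-likelihood test with Benjamini-Hochberg adjustment. CYP94B1 was lower in the pith (-6.24, SE 0.54, edgeR adjusted p = 0.00047). SEN1 and HSFA2 had log2 fold changes of 2.83 and 2.16 in the pith, with adjusted p-values of 0.0187 and 0.0574 in edgeR and of 0.00041 and 0.00846 in DESeq2. The pith replicates of HSFA2 were far apart, at 23.8 and 6.54 CPM. With each library left out in turn, the log2 fold change in the pith ranged from 0.94 (without S34) to 2.99 (without S31) for HSFA2, from 2.19 (without S31) to 4.12 (without S30) for SEN1 and from 3.67 (without S31) to 4.97 (without S30) for AT3G28580. MYB3, AT4G12690 and AT1G03100 were called in neither tissue by either test, and none of the 8 genes was called in the phloem cap. AT1G03100 overlaps AT1G03090 and AT1G04163.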

Bottom panels; confocal microscopy images for each promoter reporter line. The ER-targeted fluorescent signal is shown in green. The Direct Red 23-stained cell wall is visualized in magenta. Scale bars: 100  $\mu$ m. A single focal plane is shown in all images. At least two independent transgenic plant lines for each promoter reporter were analyzed. Detected signals are indicated by white labels. Autofluorescence in the green channel was sometimes detected in the cortex, making it difficult to judge whether the signals were derived from the respective reporters.

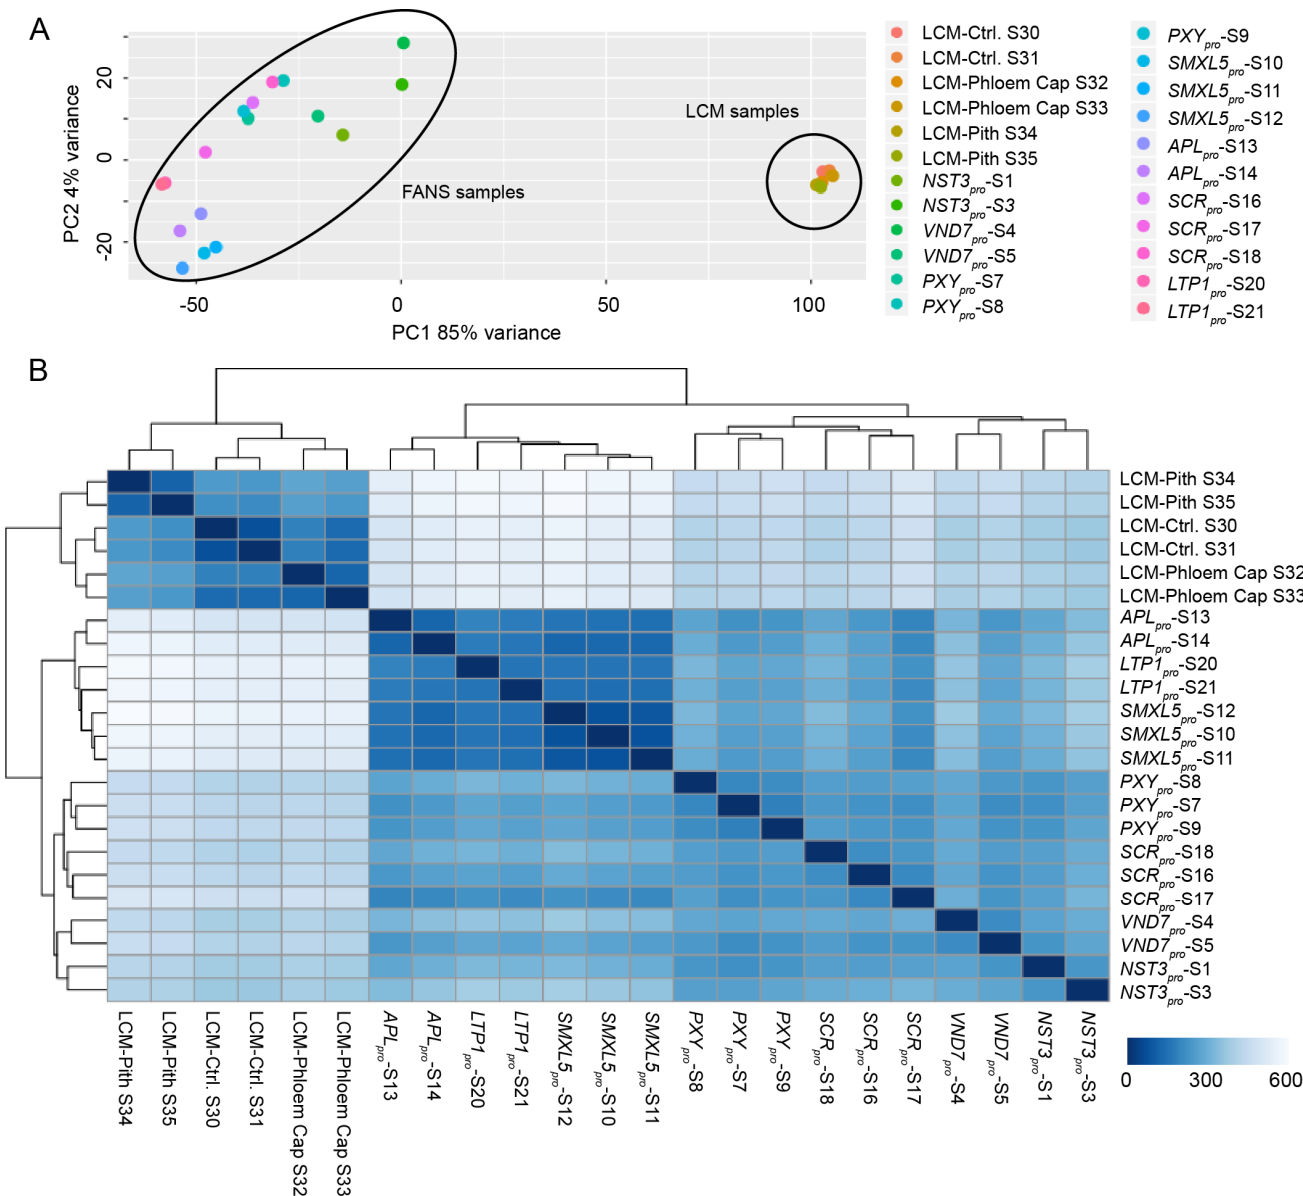

**Supplemental Figure 8. PCA plot and correlation heatmap for FANS-derived and LCM-derived datasets (supports Figure 3).**

(A) PCA on log-transformed normalized read counts of each RNA-seq dataset. (B) Heatmap indicating statistical distances between RNA-seq dataset according to the color code. Euclidean distance [arbitrary unit] between samples were calculated using the *dist* function in R, based on the log2-transformed normalized read counts.

**Supplemental Table 1. Summary of RNA-seq results.**

| Datasets                       | Intron reads / exon reads | Intergenic reads / exon reads |
|--------------------------------|---------------------------|-------------------------------|
| <b>FANS</b>                    |                           |                               |
| <i>NST3<sub>pro</sub></i>      | 14.39%                    | 208%                          |
| <i>VND7<sub>pro</sub></i>      | 15.67%                    | 219%                          |
| <i>PXY<sub>pro</sub></i>       | 14.72%                    | 208%                          |
| <i>SMXL5<sub>pro</sub></i>     | 24.18%                    | 184%                          |
| <i>APL<sub>pro</sub></i>       | 19.60%                    | 189%                          |
| <i>SCR<sub>pro</sub></i>       | 16.45%                    | 202%                          |
| <i>LTP1<sub>pro</sub></i>      | 24.34%                    | 194%                          |
|                                |                           |                               |
| <b>Whole organ</b>             |                           |                               |
| Brackmann <i>et al.</i> , 2018 | 7.68%                     | 203%                          |
|                                |                           |                               |
| <b>LCM</b>                     |                           |                               |
| Phloem cap                     | 7.65%                     | 192%                          |
| Pith                           | 6.48%                     | 198%                          |
| Vascular bundle                | 7.00%                     | 189%                          |

Summary of RNA-seq results for the different tissues from the second elongated internode analyzed by FANS/RNA-seq, for the whole organ by conventional RNA-seq (Brackmann *et al.*, 2018) and by LCM/RNA-seq. n = 2 or 3 for each dataset.

**Supplemental Table 2. Primers used in this study.**

| Primer name           | Sequence (5'-3')                                              | Usage                                                   |
|-----------------------|---------------------------------------------------------------|---------------------------------------------------------|
| <i>NST3for3</i>       | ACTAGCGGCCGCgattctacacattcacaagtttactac                       | NST3 promoter                                           |
| <i>NST3rev4</i>       | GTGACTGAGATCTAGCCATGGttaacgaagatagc<br>aatatatttttggg         | NST3 promoter                                           |
| <i>NST3for5</i>       | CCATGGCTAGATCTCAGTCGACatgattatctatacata<br>cacatacac          | NST3 terminator                                         |
| <i>NST3rev3</i>       | ACTAGGTACCacggattccacatgtgcgtt                                | NST3 terminator                                         |
| <i>H4GFPfor4</i>      | ACTAACATGTCtcgggtcgtggaaaggga                                 | Cloning H4GFP into<br>NST3 construct, PCR<br>for H4-GFP |
| <i>H4GFP-WOX4rev</i>  | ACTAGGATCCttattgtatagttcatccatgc                              | Cloning H4GFP into<br>NST3 construct                    |
| <i>VND7for2</i>       | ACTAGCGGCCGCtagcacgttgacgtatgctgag                            | VND7 promoter                                           |
| <i>VND7rev2</i>       | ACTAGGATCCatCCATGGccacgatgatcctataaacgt                       | VND7 promoter                                           |
| <i>VND7for3</i>       | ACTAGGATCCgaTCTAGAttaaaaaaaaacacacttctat<br>atattg            | VND7 terminator                                         |
| <i>VND7rev3</i>       | ACTAGGTACCcctctacgtggatcagaagg                                | VND7 terminator                                         |
| <i>H4GFPfor5</i>      | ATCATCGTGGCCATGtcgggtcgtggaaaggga                             | Cloning H4GFP into<br>VND7 construct                    |
| <i>H4GFPrev5</i>      | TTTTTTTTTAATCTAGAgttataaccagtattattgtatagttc<br>atccatgc      | Cloning H4GFP into<br>VND7 construct                    |
| <i>H4GFP-APLfor</i>   | ACTAACatgtcgggtcgtggaaaggga                                   | Cloning H4GFP into<br>APL construct                     |
| <i>H4GFP-APLrev</i>   | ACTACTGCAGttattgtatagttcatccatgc                              | Cloning H4GFP into<br>APL construct                     |
| <i>SCRprom1</i>       | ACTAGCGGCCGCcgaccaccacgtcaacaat                               | SCR promoter                                            |
| <i>SCR_Prom_R</i>     | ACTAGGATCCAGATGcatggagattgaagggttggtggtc                      | SCR promoter                                            |
| <i>SCR_Prom3' F</i>   | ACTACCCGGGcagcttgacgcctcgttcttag                              | SCR terminator                                          |
| <i>SCR_Prom3' R</i>   | AGAAATGAATTcagagctccacggtggtgg                                | SCR terminator                                          |
| <i>H4GFP-SCRfor</i>   | ACTAGGATCCtcgggtcgtggaaaggga                                  | Cloning H4GFP into<br>SCR, LTP1 construct               |
| <i>H4GFP-SCRrev</i>   | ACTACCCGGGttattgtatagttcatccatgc                              | Cloning H4GFP into<br>SCR, LTP1 construct               |
| <i>LTP1pGreenfor</i>  | ACTAGCGGCCGCgacaaaaatgattaac                                  | LTP1 promoter                                           |
| <i>LTP1pGreenrev</i>  | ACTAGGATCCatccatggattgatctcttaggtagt                          | LTP1 promoter                                           |
| <i>LTP1prom3'for</i>  | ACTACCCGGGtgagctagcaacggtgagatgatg                            | LTP1 terminator                                         |
| <i>LTP1prom3'rev</i>  | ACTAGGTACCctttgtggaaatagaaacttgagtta                          | LTP1 terminator                                         |
| <i>GFPprev3</i>       | tcctctctgcacgtatccc                                           | PCR for H4-GFP                                          |
| <i>AT5G20250pro-F</i> | AACAGGTCTCAACCT ttcgtgtaggcgtgtagcactcg                       | AT5G20250 promoter                                      |
| <i>AT5G20250pro-R</i> | AACAGGTCTCATGTT tttgtttctctctctctctttggcttc                   | AT5G20250 promoter                                      |
| <i>AT1G29520pro-F</i> | AACAGGTCTCAACCT<br>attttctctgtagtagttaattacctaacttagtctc      | AT1G29520 promoter                                      |
| <i>AT1G29520pro-R</i> | AACAGGTCTCATGTT<br>ttcgccctttgaaaaactacgaaagcg                | AT1G29520 promoter                                      |
| <i>AT5G28630pro-F</i> | AACAGGTCTCAACCT<br>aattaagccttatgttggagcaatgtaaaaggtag        | AT5G28630 promoter                                      |
| <i>AT5G28630pro-R</i> | AACAGGTCTCATGTT<br>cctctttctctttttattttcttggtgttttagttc       | AT5G28630 promoter                                      |
| <i>AT5G15970pro-F</i> | AACA GGTCTC A ACCT<br>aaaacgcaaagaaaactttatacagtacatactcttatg | AT5G15970 promoter                                      |
| <i>AT5G15970pro-R</i> | AACA GGTCTC A TGTT<br>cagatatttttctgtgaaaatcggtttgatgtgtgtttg | AT5G15970 promoter                                      |
| <i>AT2G26150pro-F</i> | AACA GGTCTC A ACCT<br>tcgttagaaatgggcttaagtaaaggccc           | AT2G26150 promoter                                      |
| <i>AT2G26150pro-R</i> | AACA GGTCTC A TGTT<br>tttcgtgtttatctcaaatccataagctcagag       | AT2G26150 promoter                                      |
| <i>AT1G12200pro-F</i> | AACA GGTCTC A ACCT                                            | AT1G12200 promoter                                      |

|                |                                                                        |                                                                           |
|----------------|------------------------------------------------------------------------|---------------------------------------------------------------------------|
|                | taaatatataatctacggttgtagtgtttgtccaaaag                                 |                                                                           |
| AT1G12200pro-R | AACA <u>GGTCTC</u> A TGTT<br>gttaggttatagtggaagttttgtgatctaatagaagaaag | AT1G12200 promoter                                                        |
| AT1G24575pro-F | AACA <u>GGTCTC</u> A ACCT<br>atattatacttgccgctcaagatgttggc             | AT1G24575 promoter                                                        |
| AT1G24575pro-R | AACA <u>GGTCTC</u> A TGTT<br>tcttaaaactagctcttctgttggatcg              | AT1G24575 promoter                                                        |
| AT5G16010pro-F | AACA <u>GGTCTC</u> A ACCT<br>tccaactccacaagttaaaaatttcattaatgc         | AT5G16010 promoter                                                        |
| AT5G16010pro-R | AACA <u>GGTCTC</u> A TGTT<br>tttctttgttttggttctctcggaagaaag            | AT5G16010 promoter                                                        |
| AT5G15870pro-F | AACA <u>GGTCTC</u> A ACCT<br>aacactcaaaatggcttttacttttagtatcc          | AT5G15870 promoter                                                        |
| AT5G15870pro-R | AACA <u>GGTCTC</u> A TGTT<br>tttgcttagtcaagaggagaagagataacg            | AT5G15870 promoter                                                        |
| ANTpro-F       | AACA <u>GGTCTC</u> A ACCT<br>ggatccaacctgtccaccataaaaattg              | ANT promoter                                                              |
| ANTpro-R       | AACA <u>GGTCTC</u> A TGTT ggtttcttttttggttctgcttctctc                  | ANT promoter                                                              |
| AT5G54270for1  | <b>CTGCAGGAATTCGATT</b> aaatacatatcaaaccccaat                          | AT5G54270 promoter                                                        |
| AT5G54270rev1  | <b>TAGCTTTAGCTTGAT</b> gtgtctctcgcgcttgag                              | AT5G54270 promoter                                                        |
| AT2G42530for1  | <b>CTGCAGGAATTCGATT</b> agggtcttacctaatacagt                           | AT2G42530 promoter                                                        |
| AT2G42530rev1  | <b>TAGCTTTAGCTTGAT</b> gaggactcttaaaagatgtttt                          | AT2G42530 promoter                                                        |
| AT2G05070for1  | <b>CTGCAGGAATTCGAT</b> gtgttccttatattgctttg                            | AT2G05070 promoter                                                        |
| AT2G05070rev1  | <b>TAGCTTTAGCTTGAT</b> aatcgtaactcttgtttaactac                         | AT2G05070 promoter                                                        |
| AT5G59305for1  | <b>CTGCAGGAATTCGAT</b> ggaaagagctgggatctgc                             | AT5G59305 promoter                                                        |
| AT5G59305rev1  | <b>TAGCTTTAGCTTGAT</b> atttcttatgtagagaattag                           | AT5G59305 promoter                                                        |
| AT2G47930for1  | <b>CTGCAGGAATTCGAT</b> aatattcgaaaaggcgctccgc                          | AT2G47930 promoter                                                        |
| AT2G47930rev1  | <b>TAGCTTTAGCTTGAT</b> ggttactgtgaatgtctctc                            | AT2G47930 promoter                                                        |
| AT4G35180for1  | <b>CTGCAGGAATTCGAT</b> tgggttatatgtgtcaacaag                           | AT4G35180 promoter                                                        |
| AT4G35180rev1  | <b>TAGCTTTAGCTTGAT</b> gtatatacaaaaataaactttatttc                      | AT4G35180 promoter                                                        |
| AT5G07690for1  | <b>CTGCAGGAATTCGAT</b> ggtgtattaagcctatatgag                           | AT5G07690 promoter                                                        |
| AT5G07690rev1  | <b>TAGCTTTAGCTTGAT</b> cttgttttcttctttttgatatag                        | AT5G07690 promoter                                                        |
| AT5G10170for1  | <b>CTGCAGGAATTCGAT</b> gttttgacgttgtgtggaag                            | AT5G10170 promoter                                                        |
| AT5G10170rev1  | <b>TAGCTTTAGCTTGAT</b> ttttgcctaagggaagactttg                          | AT5G10170 promoter                                                        |
| YFP-F1         | <b>ATTCGATATCAAGCT</b> aaagctaccatggataataagacta<br>a                  | Cloning ER-EYFP-<br>HDEL into<br>pGREEN0229                               |
| YFP-R1         | <b>CGGTATCGATAAGCT</b> gggtagagttcgtcgtgct                             | Cloning ER-EYFP-<br>HDEL into<br>pGREEN0229                               |
| Clath-F1       | <b>TATCGATACCGTCGA</b> cctgttttcagataatgtttatccttc                     | Cloning AT4G24550<br>terminator into the<br>modified<br>pGREEN0229 vector |
| Clath-R1       | <b>CCCCCTCGAGGTCGA</b> atcgtgtgcacctttatttcttttg                       | Cloning AT4G24550<br>terminator into the<br>modified<br>pGREEN0229 vector |

ATGC (underline)      Sequence for restriction enzyme.  
**ATGC** (bold)          Sequence for In-Fusion reaction.  
ATGC (uppercase)      Sequence added for cloning.  
atgc (lowercase)      Sequence for annealing.

**Supplemental Table 3. Basic statistics of RNA-seq datasets in this study**

| Region              | ID  | Raw reads  | After trim | Uniquely mapped | Multiply mapped | Unmapped | Accession Number |
|---------------------|-----|------------|------------|-----------------|-----------------|----------|------------------|
| <i>NST3</i>         | S1  | 33,098,137 | 59.54%     | 58.13%          | 23.19%          | 18.68%   | GSM4217858       |
| <i>NST3</i>         | S2  | 26,554,872 | 46.06%     | 39.04%          | 23.10%          | 37.85%   | GSM4217859       |
| <i>NST3</i>         | S3  | 33,622,145 | 72.47%     | 71.40%          | 19.80%          | 8.81%    | GSM4217860       |
| <i>VND7</i>         | S4  | 53,508,021 | 35.45%     | 54.56%          | 36.59%          | 8.85%    | GSM4217867       |
| <i>VND7</i>         | S5  | 28,049,974 | 40.18%     | 49.02%          | 41.24%          | 9.74%    | GSM4217868       |
| <i>VND7</i>         | S6  | 21,234,034 | 44.60%     | 60.59%          | 28.40%          | 11.01%   | GSM4217869       |
| <i>PXY</i>          | S7  | 42,073,803 | 79.76%     | 53.76%          | 29.61%          | 16.63%   | GSM4217870       |
| <i>PXY</i>          | S8  | 52,535,458 | 82.56%     | 54.35%          | 23.82%          | 21.83%   | GSM4217871       |
| <i>PXY</i>          | S9  | 20,301,474 | 77.91%     | 53.76%          | 26.99%          | 19.25%   | GSM4217872       |
| <i>SMXL5</i>        | S10 | 23,176,874 | 37.69%     | 57.31%          | 27.95%          | 14.75%   | GSM4217861       |
| <i>SMXL5</i>        | S11 | 23,424,841 | 43.37%     | 56.51%          | 30.33%          | 13.16%   | GSM4217862       |
| <i>SMXL5</i>        | S12 | 19,248,090 | 65.06%     | 66.42%          | 21.85%          | 11.73%   | GSM4217863       |
| <i>APL</i>          | S13 | 68,143,227 | 84.51%     | 55.39%          | 39.61%          | 5.00%    | GSM4217864       |
| <i>APL</i>          | S14 | 35,571,237 | 84.91%     | 60.55%          | 34.78%          | 4.67%    | GSM4217865       |
| <i>APL</i>          | S15 | 48,232,939 | 81.70%     | 70.68%          | 24.22%          | 5.09%    | GSM4217866       |
| <i>SCR</i>          | S16 | 27,756,903 | 31.27%     | 40.23%          | 40.94%          | 18.83%   | GSM4217873       |
| <i>SCR</i>          | S17 | 12,568,312 | 53.14%     | 51.52%          | 36.81%          | 11.67%   | GSM4217874       |
| <i>SCR</i>          | S18 | 14,885,558 | 72.22%     | 57.15%          | 35.60%          | 7.25%    | GSM4217875       |
| <i>LTP1</i>         | S19 | 64,699,969 | 22.89%     | 33.01%          | 33.66%          | 33.33%   | GSM4217876       |
| <i>LTP1</i>         | S20 | 16,682,896 | 35.87%     | 50.14%          | 26.29%          | 23.57%   | GSM4217877       |
| <i>LTP1</i>         | S21 | 35,493,342 | 28.41%     | 42.67%          | 25.75%          | 31.58%   | GSM4217878       |
| <i>LCMctl</i>       | S30 | 23,403,325 | -          | 95.51%          | 1.38%           | 3.11%    | GSM4217888       |
| <i>LCMctl</i>       | S31 | 24,831,655 | -          | 95.80%          | 1.25%           | 2.94%    | GSM4217889       |
| <i>Pcap</i>         | S32 | 23,446,707 | -          | 87.50%          | 1.28%           | 11.22%   | GSM4217890       |
| <i>Pcap</i>         | S33 | 23,226,571 | -          | 93.83%          | 1.47%           | 4.70%    | GSM4217891       |
| <i>Pith</i>         | S34 | 24,593,314 | -          | 88.65%          | 1.98%           | 9.37%    | GSM4217892       |
| <i>Pith</i>         | S35 | 23,997,414 | -          | 95.35%          | 1.47%           | 3.18%    | GSM4217893       |
| <i>GFP negative</i> |     |            |            |                 |                 |          |                  |
| <i>SMXL5</i>        | S40 | 17,901,192 | 42.59%     | 58.18%          | 20.05%          | 21.77%   | GSM4217882       |
| <i>SMXL5</i>        | S41 | 20,436,609 | 19.77%     | 37.51%          | 17.76%          | 44.72%   | GSM4217883       |
| <i>SMXL5</i>        | S42 | 18,359,819 | 28.85%     | 48.91%          | 18.33%          | 32.76%   | GSM4217884       |
| <i>APL</i>          | S43 | 11,087,751 | 87.91%     | 59.77%          | 34.34%          | 5.88%    | GSM4217885       |
| <i>APL</i>          | S44 | 9,220,810  | 79.36%     | 47.06%          | 38.86%          | 14.08%   | GSM4217886       |
| <i>APL</i>          | S45 | 16,792,527 | 82.77%     | 58.36%          | 35.77%          | 5.86%    | GSM4217887       |
| <i>NST3</i>         | S46 | 24,937,918 | 55.18%     | 49.67%          | 26.39%          | 23.94%   | GSM4217879       |
| <i>NST3</i>         | S47 | 15,052,250 | 44.21%     | 15.27%          | 5.13%           | 79.60%   | GSM4217880       |
| <i>NST3</i>         | S48 | 34,229,346 | 72.57%     | 64.71%          | 23.63%          | 11.66%   | GSM4217881       |

## Supplemental Data Set legends

### Supplemental Data Set 1. Differentially expressed genes comparing GFP-positive to GFP-negative nuclei from *NST3<sub>pro</sub>*, *SMXL5<sub>pro</sub>* and *APL<sub>pro</sub>* lines, respectively.

The output of DESeq2 applying the Wald test is shown. "*baseMean*": mean value of normalized read counts of all the samples used for the comparison. "*log2FoldChange*": log2 values of fold changes of normalized read counts in datasets comparing GFP-positive and GFP-negative nuclei. "*lfcSE*": the standard error estimated for the log2 fold change. "*stat*": Wald statistics. "*pvalue*": Wald test *p*-value. "*padj*": Benjamini-Hochberg adjusted *p*-value.

### Supplemental Data Set 2. Raw read counts for each FANS/RNA-seq dataset

Raw read counts for all Arabidopsis genes in all obtained datasets (All\_dataset) and in the reduced number of dataset (Reduced\_dataset). The name of each dataset corresponds to information given in Figure 3 and Supplemental Figure 3.

### Supplemental Data Set 3. Raw and normalized read counts for each LCM/RNA-seq dataset.

Raw and normalized read counts determined by DESeq2 using total counts in each LCM RNA-seq dataset.

### Supplemental Data Set 4. Results of likelihood ratio test (LRT) analyses of FANS/RNA-seq datasets obtained from *NST3<sub>pro</sub>*, *VND7<sub>pro</sub>*, *PXY<sub>pro</sub>*, *SMXL5<sub>pro</sub>*, *APL<sub>pro</sub>*, *SCR<sub>pro</sub>* and *LTP1<sub>pro</sub>* lines.

The output of DESeq2 using LRT is shown. Please see the legend of Supplemental Dataset 1 for further information. Here, "*log2FoldChange*" represents the changes between the model with the group of each line and the reduced model. Genes with *padj* values lower than 0.01 are selected in one table ('SDE genes') and the results of all genes are shown in a second table ('all genes') for comparison.

### Supplemental Data Set 5. Normalized read counts for each FANS/RNA-seq dataset

Normalized read counts determined by DESeq2 using total counts in each dataset. SDE genes among seven different tissue types identified by LRT (*padj* < 0.01) are shown in one table ('SDE genes') and the results for all genes are shown in a second table ('all genes') for comparison.

### Supplemental Data Set 6. Clustering of genes based on their expression patterns among seven tissues analyzed by FANS/RNA-seq.

SDE genes among seven different tissue types identified by LRT (*padj* < 0.01) were clustered and the cluster ID was assigned to each gene.

### Supplemental Data Set 7. SDE genes comparing the phloem cap and pith with the remaining vascular bundle using the Wald test.

The output of DESeq2 using the Wald test is shown. Please see the legend of Supplemental Dataset 1 for further information. Here, "*log2FoldChange*" indicates the log2 value of the fold change of normalized read counts found in phloem cap / pith datasets compared with the remaining vascular bundle. Genes with *padj* > 0.01, *log2FoldChange* > 1 were selected, ranked according to the *log2FoldChange* and shown for the phloem cap and the pith, respectively.

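The phloem cap sheet of this data set holds 1356 genes, 575 of them with a positive and 781 with a negative log2 fold change as the paper reports it. The DESeq2 Wald test on the deposited counts called all 781 genes of the lower group among its own 786. The sheets therefore list genes changed in both directions.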

### Supplemental Data Set 8. GO term enrichment analysis for phloem cap and pith-associated genes

The output of the PANTHER Overrepresentation Test using Fisher's Exact test with Bonferroni correction is shown. For a detailed description of each column, please see the 'help' option of PANTHER ([http://go.pantherdb.org/tips/tips\\_overrep.jsp](http://go.pantherdb.org/tips/tips_overrep.jsp)). „Arabidopsis thaliana - REFLIST"

Supplemental Data. Shi et al. (2021). Tissue-specific transcriptome profiling of the Arabidopsis inflorescence stem reveals local cellular signatures. Plant Cell.

indicates the number of genes registered for each GO term. “phloem cap” or “pith” indicates the number of genes for each GO term in the list of interest. “phloem cap (expected)” indicates the expected number of genes for each GO term. “fold Enrichment” indicates the fold enrichment of the genes observed in the list of interest over the expected value. “over/under” indicates overrepresented or underrepresented terms in the list. Here, only overrepresented terms were selected. “P-value”: *p*-value in Fisher's Exact test with Bonferroni correction corresponds to the false discovery rate. GO terms with *p*-values below 0.05 are shown.

#### **Supplemental Data Set 9. Average values of normalized read counts of SDE genes in each FANS/RNA-seq-derived dataset ranked according to the highest values.**

Normalized read counts (Supplemental Data Set 5) of SDE genes identified by LRT (*padj*<0.01) were averaged for each tissue. The average value and the rank of each tissue are presented. Genes are ranked according to the ratio of the highest value to the second highest value. Wald test (DESeq2 contrast) results between highest and second highest tissue are shown in “*p\_value* (1<sup>st</sup> and 2<sup>nd</sup>)” column.

#### **Supplemental Data Set 10. SDE genes comparing *NST3<sub>pro</sub>*-positive and *VND7<sub>pro</sub>*-positive nuclei using the Wald test.**

The output of DESeq2 using the Wald test is shown. Please see the legend of Supplemental Dataset 1 for further information. Here, “*log2FoldChange*” indicates the log2 value of fold changes of normalized read counts from *VND7<sub>pro</sub>*-positive nuclei compared to *NST3<sub>pro</sub>*-positive nuclei. 14,063 SDE genes were compared and genes with *padj* > 0.01 and an absolute value of *log2FoldChange* > 1 were selected and ranked according to the log2FoldChange. Thus, genes are ordered from *VND7<sub>pro</sub>* enriched (top) to *NST3<sub>pro</sub>* enriched (bottom).

#### **Supplemental Data Set 11. GO term enrichment analysis for genes predominantly active in *NST3<sub>pro</sub>*-positive versus *VND7<sub>pro</sub>*-positive nuclei, and for genes predominantly active in *VND7<sub>pro</sub>*-positive nuclei versus *NST3<sub>pro</sub>*-positive nuclei.**

The output of the PANTHER Overrepresentation Test using the Fisher's Exact test with Bonferroni correction is shown. GO terms with a *p*-value below 0.05 are presented. Please see the legend of Supplemental Data Set 8 for further information.

#### **Supplemental Data Set 12. List of genes used for comparison with previously published xylem or phloem-associated expression datasets.**

All genes analyzed by microarrays and the genes enriched in APL, SUC2, S32, S17, S4, S18, JO121 samples were obtained from Brady et al., 2006. S4, S18, JO121-associated genes were combined as *xylem* genes and SUC2, S32, APL, S17-associated genes were combined as *phloem* genes in the processed data section. All the genes expressed in *Populus tremula* stems annotated to Arabidopsis genes were obtained from Sundell et al., 2017 and duplicates were removed. Genes clustered as b1 (phloem-specific expression pattern), and g1, g2 (lignified xylem-specific expression pattern) are listed with *P. tremula* gene codes and the annotated Arabidopsis gene codes without duplicates in the processed data section. “*NST3<sub>pro</sub>*, *VND7<sub>pro</sub>*, *PXY<sub>pro</sub>*-enriched genes” and “*SMXL5<sub>pro</sub>*, *APL<sub>pro</sub>*-enriched genes” were obtained from SDE gene clusters determined by the FANS/RNA-seq datasets (Supplemental Dataset 6). The associated cluster ID for each gene is shown in the *cluster ID* column. These two lists were further filtered by *Microarray genes* or *Expressed genes in P. tremula annotated to Arabidopsis genes (de-duplicated)*, and the filtered genes are shown in the *NST3<sub>pro</sub>*, *VND7<sub>pro</sub>*, *PXY<sub>pro</sub>* and *SMXL5<sub>pro</sub>*, *APL<sub>pro</sub>* columns for each comparison.

#### **Supplemental Data Set 13. GO term enrichment analysis for genes active in *NST3<sub>pro</sub>*, *VND7<sub>pro</sub>*, *PXY<sub>pro</sub>*-positive and *SMXL5<sub>pro</sub>*, *APL<sub>pro</sub>*-positive domains.**

The output of PANTHER Overrepresentation Tests using the Fisher's Exact test with Bonferroni correction is shown. GO terms with *p*-value below 0.05 are presented. Please see the legend of

Supplemental Data. Shi et al. (2021). Tissue-specific transcriptome profiling of the Arabidopsis inflorescence stem reveals local cellular signatures. Plant Cell.

Supplemental Data Set 8 for further information. Gene lists used for this analysis can be found in Supplemental Data Set 12.

**Supplemental Data Set 14. Fold enrichment values of significantly over-represented transcription factor binding regions in the upstream regions of genes from FANS/RNA-seq-derived clusters and tissue-specific genes determined by LCM/RNA-seq.**

Shown are fold enrichment values of each transcription factor binding region in promoters from FANS/RNA-seq cluster genes and in the phloem cap and pith-associated genes. AGI\_TF indicates the Arabidopsis Genome Initiative (AGI) codes for each associated transcription factor. DAP\_ID indicates the binding region ID determined by DNA affinity purification sequencing (O'Malley et al., 2016). Only significantly over-represented regions are shown ( $p < 8.8\text{e-}05$  (Bonferroni adjusted threshold of 0.05) in Fisher's exact test).

**Supplemental Data Set 15. List of genes with tissue-specific expression based on FANS/RNA-seq- and LCM/RNA-seq-derived datasets.**

For FANS/RNA-seq-derived datasets, SDE genes were first ranked according to the domain with the highest expression value (Supplemental Data Set 9), then genes with at least two-fold higher expression in the domain with the highest value in comparison to any other domain and whose expression value in the domain with the highest value was significantly different from the domain with the second highest value ( $p < 0.01$ , Wald test) were selected. For LCM-derived datasets, SDE genes compared to the control tissue (vascular bundle) (Supplemental Data Set 7) were selected (BH adjustment of  $p$  value in Wald test  $< 0.01$ , fold change  $> 2$ ). Finally, duplicates within these lists were removed.

**Supplemental Data Set 16. Sequences of synthesized promoter regions used in this study.**

The promoter sequence used for each reporter is shown. Underlined sequences were added for conducting the Greengate reaction.

How the deposited data were processed for this re-analysis (not part of the article)

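RNA-seq was performed on tissue collected by laser capture microdissection from the Arabidopsis inflorescence stem, with 2 libraries each from phloem cap, pith and remaining vascular bundle. The authors deposited raw counts of reads per gene. They mapped untrimmed single-end reads of 50 bases with STAR to TAIR10, kept unique alignments, and counted reads per Araport11 gene with summarizeOverlaps, including introns and ignoring strand. Antisense and overlapping genes, and genes with near-identical copies, are therefore uncertain, and overlaps with other genes and the 3 largest shares of repeated exonic windows are given for the genes named. The libraries held 19324189 to 22571632 counts. Sample groups were taken from the sample labels and Supplemental Table 3, which give the same tissue for each library. Of the columns with counts, 0 were left unused.

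From these counts, R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1 computed all tests, and Python 3.11.15 read the annotation of TAIR10.1, in which all 37051 gene identifiers were found. Genes were filtered with filterByExpr, normalized by TMM, fitted with glmQLFit (robust) and tested with glmQLFTest on the 4 libraries of each comparison. The SE is the absolute log2 fold change divided by the square root of the F statistic. Calls required a Benjamini-Hochberg adjusted p below 0.01 and a fold change above 2, as in the study. TPM used the gene length with introns, as the authors did. PCA and distances used rlog-transformed counts. Gene lists were tested with camera at a correlation of 0.01, with fry, and with camera at an estimated correlation. Folds against a tissue in which every library had 3 counts or fewer were calculated against that limit and are lower bounds. With 2 libraries per tissue, fits that leave out a library give values without a test.

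The tests were checked on simulated counts for 18287 genes, of which 200 abundant genes were given large changes. Spread between the simulated libraries was set by abundance alone, so the check does not measure power for smaller changes. EdgeR recovered 83.5% of the changed genes and called 0 unchanged genes, and the DESeq2 run, on 18528 genes, recovered 85.5% and called 3 unchanged genes.

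The alternatives chosen before the data were examined were the DESeq2 Wald test, DESeq2 size factors, 2 other count filters, 1 fit over all 6 libraries, glmTreat, an adjusted p of 0.05, other definitions of expressed genes, log2(normalized count + 1) for PCA and distances, other list tests, and each library left out. Genes could be named if the study shows or names them with LCM counts or uses them as markers. They could also be named if they are among the 3 most abundant of a list. The last set had 1 of the 3 largest or smallest fold changes among called genes with at least 100 counts. Not all of these genes are printed. Because edgeR called no gene in the phloem cap, the DESeq2 calls stood in for that last set, a choice made after the data were examined. The lists were aliphatic glucosinolate, indole glucosinolate, developmental cell death and pollen genes, written before the count data were examined, although some pollen genes had been looked up in Supplemental Data Set 7. A list of genes whose annotation notes only pollen stages and a list of pollen tube process genes were added later, as were library totals in place of TMM. Fisher's exact tests on annotated cell death and glucosinolate genes were also added later. They are void and give no result here, since the annotation has a process note for only 62.2% of the pith genes called by edgeR and 61.2% of the phloem cap genes called by DESeq2. The nuclei-based libraries, the GO enrichment and the binding region enrichment of the study were not analysed here.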

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

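The tests of explanations in this part were all chosen after the result was seen, and those of gene length, GC content and normalization replace earlier ones that could not move the result.

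Supplemental Data Set 8 of the paper lists pollen tube terms among those over-represented in the phloem cap, which its text does not discuss, and a list of 50 pollen genes was written for this reason. The list stood above the vascular bundle in the phloem cap libraries. All 41 genes that could be tested were higher there, with a median log2 fold change of 5.23 (5.18 with 6 genes at their bounds). EdgeR called 0 of them over all genes, where it called no gene of any kind. Adjusted over the list alone 22 were called, and DESeq2 called 23. Those 23 genes are among the study's own phloem cap-associated genes, and some listed genes had been looked up there, so the list is not independent of the study's result. Limma's camera gave an adjusted p of 3.46e-24, but fry gave 0.0615 and camera with an estimated correlation 0.199. The list took 0.41% of counts in S32, 0.0894% in S33, 0.017% and 0.00937% in the pith libraries and 0.0042% and 0.00976% in the vascular bundle libraries. One library carried much of the signal, since the median fell to 3.71 without S32 and rose to 7 without vascular bundle replicate S31. The most abundant genes were PGA4, with 912 and 168 CPM in the phloem cap and 1.76 and 13.3 in the vascular bundle, VGD1 (551 and 116 against 1.04 and 8.53) and VGDH1 (346 and 81.6 against 0.902 and 5.55), a neighbour of VGD1. Of the 41 genes, 17 reached 1 CPM in the vascular bundle.

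Gene length and GC content were argued against, since the largest median log2 fold change among 10000 random lists of other genes matched to the pollen list on both was 0.5. The TMM factors of this comparison lay between 0.934 and 1.09, too close together to be the whole cause of the median of 5.23. Library totals in place of TMM could therefore hardly move the result and are no further test. They gave a median of 5.33 for the list and moved the median of all genes tested from 0.04 to 0.18. Independent amplification errors of single transcripts would scatter in both directions, but 95.1% of the genes were higher in S32 than in S33.

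RNA from pollen, for example from grains on the stem, is a candidate explanation that these data neither exclude nor establish. A list of genes noted only at pollen stages, chosen as an independent test, had a median log2 fold change of 0.06, with 89 of 159 genes higher, and a list of pollen tube process genes had 0.03, with 23 of 42 genes higher and 46% of random lists of the same abundance as high. By these medians, both results are negative. In the pollen stage list, 20 genes were more than 2-fold higher and 9 more than 2-fold lower, and DESeq2 called 11 higher and 4 lower. In the pollen tube list, 8 genes were more than 2-fold higher and 5 more than 2-fold lower, and DESeq2 called 4 in each direction. Most genes of these lists are also expressed in the vascular bundle, with 137 and 35 genes at 1 CPM or more, and such a baseline would hide a small share of pollen RNA, so the lists do not decide. Of the genes tested in these lists, 10 and 4 are among the study's phloem cap-associated genes. The lists share 1 and 8 genes with the pollen list before the latter were removed. If the RNA came from one outside source, the log2 ratio of S32 to S33 should be alike across the pollen genes. Its spread (median absolute deviation 0.9) was as small in 7.23% of 10000 random sets of other phloem cap genes called by DESeq2, which is no clear difference. Restricting the comparison to the 38 genes with at least 20 counts lowered this share to 1.34%, but that minimum was chosen while the test was being made. Expression in phloem cap cells at one level in both libraries also stays open. The median log2 ratio of S32 to S33 was 1.9 for the pollen list and 1.5 for the median random set, and 2.24% of random sets were as high, but the comparison rests on 1 library against 1. For the aliphatic glucosinolate genes the median ratio was 0.02. Expression of pollen genes in the phloem cap and RNA from pollen cannot be told apart here, because only 2 libraries of the tissue were analysed.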

How the results depend on the processing

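Tests on pollen lists drawn from the annotation, library totals in place of TMM, and the DESeq2-called gene set in the fits that leave out a library, were chosen after results were seen. No paired analysis was made, because the libraries share no replicate numbers and the paper does not state which come from the same stems. In order of library number, the replicate differences of the tissues correlated with a Spearman rho of 0.105 (phloem cap and pith), 0.17 (phloem cap and vascular bundle) and 0.106 (pith and vascular bundle). Pairs of libraries therefore stay possible, and the edgeR result of 0 phloem cap genes comes from an unpaired fit.

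For genes higher and lower in the phloem cap than in the vascular bundle, edgeR gave 0 and 0, DESeq2 578 and 786, edgeR without a count filter 25 and 72, and an adjusted p of 0.05 gave 27 and 65. The fit over all 6 libraries, DESeq2 size factors, the filter of 10 counts and glmTreat gave 0 in both directions, with 1459, 1854, 1860 and 809 genes higher at an unadjusted p below 0.05. In the pith against the vascular bundle, 982 and 1888 became 1640 (higher, DESeq2), 400 and 1240 (glmTreat) and 1818 and 3247 (adjusted p of 0.05). Library totals in place of TMM gave 0 and 0 for the phloem cap against the vascular bundle, with 2453 higher and 1543 lower at an unadjusted p below 0.05 where TMM gave 1839 and 2030, and 749 and 2145 for the pith. For phloem cap against pith, 1517 higher and 790 lower became 2583 and 1509 with DESeq2, 3001 and 1779 at an adjusted p of 0.05, 1341 lower without a filter and 422 lower with glmTreat, and library totals gave 1975 and 585. The cause of these changes was not tested. The pith comparison had as many libraries and gave 982 and 1888, so the number of libraries alone does not fix the count at 0. EdgeR also recovered 83.5% of changed genes in simulated data, but these were abundant genes with large changes. Spread between the simulated libraries depended on abundance alone, so that recovery does not measure power for the phloem cap. DESeq2 moved the median log2 fold change of all genes tested from -0.04 to -0.15 in the pith against the vascular bundle and from 0.07 to 0.21 in the phloem cap against the pith, and library totals moved them to -0.24 and 0.41.

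Phloem cap genes also higher than in the pith numbered 0, against 489 with DESeq2 and 25 at an adjusted p of 0.05, and pith genes also higher than in the phloem cap 600, against 1153 and 1286. Higher pith regulators went from 8 to 14 at an adjusted p of 0.05, and higher phloem cap regulators from 0 to 1 with DESeq2. Numbers of expressed genes stayed within 1.5 times under all alternatives.

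The distance between phloem cap and vascular bundle was 213 with log2(normalized count + 1) and 92.6 with genes of at least 10 counts in every library, and it ranged from 101 to 159 with 1 library left out. The distance between phloem cap and pith was 342 and 155, with a range from 197 to 234, and the distance between pith and vascular bundle was 303 and 143, with a range from 171 to 200. Their order was kept with both alternatives. PC1 held 76.9% with log2(normalized count + 1), 66.5% with all genes, and 58.4% to 91.6% with 1 library left out, the highest without S32. Of the phloem cap genes called by DESeq2, 97% stayed above a fold change of 2 without S32.

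List results depended on the correlation between genes. With an estimated correlation the adjusted p was 0.199 (aliphatic glucosinolate), 0.24 (indole glucosinolate), 0.173 (cell death) and 0.199 (pollen), and with fry it was 0.0718 for the indole and 0.0615 for the pollen list. The pollen stage and pollen tube lists had medians of 0.06 and 0.03 in place of 5.23. With 1 library left out, the cell death median ranged from -4.01 to -3.45 and the pollen median from 3.71 to 7.

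Among single genes, 37 calls appeared with DESeq2 and 3 were lost in the fit over all 6 libraries. Of the paper's markers of phloem-related cells, DESeq2 alone called APL, PEAR1 and PEAR2 higher in the phloem cap. Their log2 fold changes were 1.83, 1.75 and 1.6 (DESeq2 adjusted p 0.00177, 0.00381 and 0.00922). SMXL5, SEOR1, MOL1 and NAC086 were called by neither test there. The starch sheath marker SCR was called higher in the pith by DESeq2 alone (1.27, adjusted p 0.00264), whereas PIN3 was called lower there by both tests. Direction changed only in fits that left out 1 library, for genes with small fold changes or uneven counts. The log2 fold changes in the phloem cap then ranged from -4.46 to 1.28 for WRKY28, -0.96 to 0.6 for UCN, -2.51 to 0.24 for CLE46, -0.61 to 0.72 for AGP26, -0.7 to 0.16 for RBGA6, -0.36 to 0.24 for AT5G16010, -2.3 to 0.05 for SEN1, -0.6 to 0.51 for AT1G03100, -5.07 to 0.16 for HSFA2, -0.4 to 0.39 for CYP94B1 and -2.3 to 0.53 for VND6, which overlaps AT5G62390. In the pith they ranged from -1.21 to 0.54 for PIL1, -0.27 to 0.16 for RBGA6, -0.44 to 0.05 for MYB3, -3.04 to 1.74 for LTP1 and -0.05 to 0.54 for HB5.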

Differences from the paper's values

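No test in this part was chosen after the results were seen. The paper reports 575 genes higher in the phloem cap than in the vascular bundle, and edgeR called 0, with 1839 at an unadjusted p below 0.05. Of the alternatives set before the data were examined, the DESeq2 Wald test, which is the study's test, gave 578, and the others (6 libraries in 1 fit, DESeq2 size factors, both other count filters, glmTreat and an adjusted p of 0.05) gave 0 to 27. For genes lower in the phloem cap, the paper's Supplemental Data Set 7 lists 781 and edgeR called 0, with 2030 at an unadjusted p below 0.05, while DESeq2 gave 786 and the other alternatives 0 to 72. The paper reports 1633 genes higher in the pith, and edgeR called 982. DESeq2 (1640), edgeR without a count filter (1374) and an adjusted p of 0.05 (1818) came within 1.5 times of the paper's number, and the other alternatives, at 400 to 1047, did not.

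For CYP83B1, normalized counts were about 20000 in the vascular bundle and about 48000 in the phloem cap in Fig. 5E, read by eye, against 2020 and 4910 from the deposited counts with DESeq2 normalization. For ANAC074 in the pith they were about 2800 in Fig. 5F, read by eye, against 281. These figure values are 9.9, 9.78 and 9.96 times those from the counts, so that an axis of these panels with units smaller by a factor of 10 would close the gaps. Whether the axes are meant so was not settled, since a unit is printed only beside Fig. 5D. The values for CYP83A1 and AT2G38380 did not differ in this way, and no alternative was set for this measure.

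The paper describes CYP83A1, CYP83B1, LHT7, MYB29, MIPS3 and ANAC028 as higher in the phloem cap. Their log2 fold changes were 1.52, 1.26, 2.96, 2.53, 2.26 and 1.52, with edgeR adjusted p-values of 0.0747, 0.0926, 0.0635, 0.0486, 0.0486 and 0.0714, and DESeq2 called all 6.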

Other observations

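The tests of gene length, GC content and normalization, which replace earlier ones that hardly moved the result, and those of total counts, of the number of shared genes that chance gives and of the S33 marker genes in this part were chosen after the result was seen.

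The paper tests differential expression of phloem cap and pith against the vascular bundle, and the 2 tissues were also tested against each other. By edgeR's quasi-likelihood test, 1517 genes were higher in the phloem cap and 790 were higher in the pith, of 18201 tested (Benjamini-Hochberg adjusted p below 0.01 and fold change above 2). Gene length and GC content were argued against as the whole cause, since genes were called in both directions in all 25 groups of genes of like length and GC content, and 34.2% of the calls ran against the more frequent direction of their group. Normalization was argued against as the whole cause, since 91.1% of the calls were also made with library totals in place of TMM. The balance of the directions did depend on it, since library totals gave 1975 genes higher and 585 lower in the phloem cap, 77.1% higher in place of 65.8%, while the median log2 fold change of all genes tested moved from 0.07 to 0.41. A difference between the tissues stays open as the biological explanation. CYP78A7 (AT5G09970) had no count in the phloem cap and 43.9 and 76.3 CPM in the pith, at least 444-fold higher. AT3G17380, which overlaps AT3G17390, had 19.4 and 29.1 in the phloem cap and no count in the pith, at least 150-fold higher in the phloem cap.

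More genes were called higher in the pith than in the phloem cap, each against the vascular bundle. EdgeR called 982 and 0, and DESeq2 1640 and 578. At an unadjusted p below 0.05, edgeR gave 3283 in the pith and 1839 in the phloem cap. With library totals in place of TMM, edgeR gave 2402 and 2453 at that threshold, and called 749 and 0. The order at an unadjusted p below 0.05 therefore depended on normalization, while the order of the calls did not. Library size was argued against, since mean total counts of the pith were 1.06 times those of the phloem cap. Counting genes above a fold change of 2 without any test gave 2477 in the pith and 1883 in the phloem cap, a ratio of 1.32. This smaller difference is consistent with a part of the gap coming from the larger spread between the phloem cap replicates. Whether the tissues differ in the number of changed genes was not tested.

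By DESeq2, 20 genes were higher and 483 lower in both phloem cap and pith than in the vascular bundle, whereas edgeR shared 0 in each direction because it called no phloem cap gene. The same vascular bundle libraries enter both comparisons. In 20 simulations of unchanged tissues against those libraries, also tested with DESeq2, the largest number of shared higher genes was 0 and of shared lower genes 1. These simulations hold too few called genes to decide on the overlap. Of the 18483 genes with an adjusted p in both comparisons, 426 were higher in the phloem cap and 1569 in the pith, and independent lists of these sizes would share 36.2 genes, more than the 20 observed. For lower genes, lists of 786 and 2737 would share 116. Chance from the shared vascular bundle libraries therefore stays open for the shared higher genes, and these values do not settle how far those libraries raise the number of shared lower genes.

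S32 and S34 have the largest unmapped shares in Supplemental Table 3. A technical difference shared by both was argued against as the main reason why they differ from their replicates. The difference of S32 and S33 correlated only weakly with that of S34 and S35 across 18528 genes, with a Spearman rho of 0.105. Each correlated no less with the difference of the vascular bundle replicates (0.17 and 0.106). A factor shared in order of library number would raise all of these values, so the vascular bundle is no clean control. Genes are not independent replicates, so no p-value is given.

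Of the phloem cap libraries, S33 lay closer to the vascular bundle. Some vascular bundle RNA in S33 is a candidate explanation. If it were one common share, the excess of S33 over S32 should be the same part of the vascular bundle level for every gene that S32 lacks. The excess was compared over 6 marker genes (NST3, NST1, XCP1, which overlaps AT4G35360, XCP2, FDH and CER6). The largest excess was 17.2 times the smallest, from 2.77% for XCP2 to 47.7% for NST1. The paper describes FDH and CER6 as epidermis genes, yet the vascular bundle libraries averaged 59.8 and 421 CPM of them. FDH and CER6 are therefore not markers of vascular cells. These 6 genes were picked from values already seen, so the test does not decide. Among all 3834 genes with at least 50 CPM in the vascular bundle, 94 were below 10% of that level in S32 and only 6 in S33, and the excess of those 94 genes had quartiles of 10.9% and 22.7% and ranged from 1.51% to 130%. The 94 genes were in turn selected for low values in S32, which favours an excess in S33. A common share and a difference in which cells were collected cannot be told apart from these 2 libraries.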
